# Chaperone-like protein DAY plays critical roles in photomorphogenesis

**DOI:** 10.1038/s41467-021-24446-5

**Published:** 2021-07-07

**Authors:** Ho-Seok Lee, Ilyeong Choi, Young Jeon, Hee-Kyung Ahn, Huikyong Cho, JiWoo Kim, Jae-Hee Kim, Jung-Min Lee, SungHee Lee, Julian Bünting, Dong Hye Seo, Tak Lee, Du-Hwa Lee, Insuk Lee, Man-Ho Oh, Tae-Wuk Kim, Youssef Belkhadir, Hyun-Sook Pai

**Keywords:** Light responses, Plant morphogenesis

## Abstract

Photomorphogenesis, light-mediated development, is an essential feature of all terrestrial plants. While chloroplast development and brassinosteroid (BR) signaling are known players in photomorphogenesis, proteins that regulate both pathways have yet to be identified. Here we report that *DE-ETIOLATION IN THE DARK* *AND* *YELLOWING IN THE LIGHT (DAY)*, a membrane protein containing DnaJ-like domain, plays a dual-role in photomorphogenesis by stabilizing the BR receptor, BRI1, as well as a key enzyme in chlorophyll biosynthesis, POR. DAY localizes to both the endomembrane and chloroplasts via its first transmembrane domain and chloroplast transit peptide, respectively, and interacts with BRI1 and POR in their respective subcellular compartments. Using genetic analysis, we show that DAY acts independently on BR signaling and chlorophyll biogenesis. Collectively, this work uncovers DAY as a factor that simultaneously regulates BR signaling and chloroplast development, revealing a key regulator of photomorphogenesis that acts across cell compartments.

## Abstract (web summary)

Chloroplast development and brassinosteroid (BR) signaling both regulate plant photomorphogenesis. Here the authors show that DAY, a DnaJ-like domain-containing membrane protein, regulates both processes by binding and stabilizing both BRI1, the BR receptor, and POR, a key enzyme in chlorophyll biosynthesis.

## Introduction

After germination, seedlings must activate developmental programs appropriate to their current environment to optimize photosynthesis. When germinated in the dark, seedlings undergo skotomorphogenesis. In dicots, this results in etiolated morphologies including elongated hypocotyls, tightly closed cotyledons, and undeveloped chloroplasts. In contrast, seedlings germinated in the light undergo photomorphogenesis, resulting in short hypocotyls, open and expanded cotyledons, and the development of chloroplasts from their precursor organelles, etioplasts^1–3^. Light-dependent switching to photomorphogenic, rather than skotomorphogenic, development is critical for plant survival. The transition to photomorphogenesis depends on signaling through the brassinosteroid (BR), gibberellin (GA), and auxin hormones^1,2,4,5^.

Mutants impacting BR-biosynthesis and BR-signaling are constitutively photomorphogenic, suggesting that BR serves as a developmental bridge between skotomorphogenesis and photomorphogenesis^6–8^. BRASSINOSTEROID INSENSITIVE 1 (BRI1) is a BR receptor protein that constitutively cycles between the plasma membrane and the trans-Golgi network/early endosomal system (TGN/EE)^9^. BR signaling initiates at the plasma membrane, while the TGN/EE recycles BRI1 to the plasma membrane or mediates receptor sorting to late endosomal compartments for vacuolar delivery^10–15^. BRI1 regulates two major transcription factors, BRI1-EMS-SUPPRESSOR 1 (BES1) and BRASSINAZOLE-RESISTANT 1 (BZR1), by modulating their phosphorylation status^16,17^. In the absence of BR, BRASSINOSTEROID-INSENSITIVE 2 (BIN2) phosphorylates and inhibits BES1 and BZR1^18^. Together with PHYTOCHROME INTERACTING FACTORS (PIFs), BZR1 negatively regulates genes that are positive targets of light-signaling transcription factors^19–21^. In addition, BZR1 induces the expression of genes encoding negative regulators of photomorphogenesis, including CONSTITUTIVE PHOTOMORPHOGENIC 1 (COP1) and SUPPRESSOR OF *phyA-105* 1 (SPA1), but represses genes encoding positive light-signaling components, such as PHYTOCHROME B (PhyB) and PHOTOTROPIN 1^19,22,23^. Collectively, BR antagonistically regulates photomorphogenesis and is a major positive regulator of skotomorphogenesis.

Illumination of dark-grown seedlings triggers chlorophyll biosynthesis, and the subsequent conversion of etioplasts into photosynthetically active chloroplasts, leading to cotyledon greening^3,24,25^. The first step, triggering chlorophyll biosynthesis upon light exposure, involves the conversion of protochlorophyllide (Pchlide) to chlorophyllide through two enzymes: Pchlide oxidoreductase (POR), which functions in the light, and Pchlide oxidoreductase (DPOR), which functions in the dark. POR and DPOR catalyze conversion of Pchlide to chlorophyllide through the *trans* addition of hydrogen across the C17–C18 double bond of the D-ring of Pchlide. While both enzymes are found across oxygen-generating photosynthetic organisms, including some plants, bacteria, and algae^3,25^, flowering plants (angiosperms) have only the POR gene. Since POR-mediated catalysis requires light, chlorophyll biosynthesis arrests at Pchlide in dark-grown angiosperm seedlings^3,25^. POR accumulates in dark-grown seedlings together with Pchlide, NADPH, lipids, and carotenoids in a structure called the prolamellar body (PLB) within etioplasts. Illumination triggers degradation of POR and breakdown of PLBs, in parallel with chlorophyll synthesis and chloroplast development^3,25^. While these processes are critical to productive plant growth, a versatile factor capable of regulating the collective processes that comprise the switch to photomorphogenesis remains unknown.

Previously, we reported that CELL GROWTH DEFECT FACTOR 1 (CDF1)/CHAPERONE-LIKE PROTEIN OF POR 1 (CPP1) promotes chlorophyll biosynthesis and chloroplast biogenesis by enhancing POR stability in *Nicotiana benthamiana (N. benthamiana)* and *Arabidopsis thaliana*^26^. CPP1 deficiency impairs PLB formation in etioplasts of dark-grown plants, thus inhibiting chloroplast biogenesis upon illumination^26,27^. Though CPP1 knockdown plants have only 10% of the *CPP1* transcripts present in wild type, they eventually showed some greening upon illumination, especially in low-light conditions^26^. We therefore predicted that other factors function together with CPP1 to stabilize POR after the transition from dark to light. The *Arabidopsis* genome encodes two homologs of CPP1: CDF-RELATED GENE RESPONSIVE TO SENESCENCE (CRS) and At3g51140^28,29^. *Arabidopsis* loss-of-function *crs* mutants exhibit no visible phenotypes^29^. Thus, we focused on At3g51140, which has a DnaJ-like (JL) domain characteristic for DnaJ/Hsp40-type cochaperones predicted to have holdase chaperone activity^26,30,31^.

We observed that At3g51140 knockdown in *Arabidopsis* results in de-etiolation in the dark and leaf yellowing in the light, and thus named it *DE-ETIOLATION IN THE DARK AND YELLOWING IN THE LIGHT* (DAY). DAY is localized to chloroplasts and the endomembrane system, and this chaperone-like protein plays a dual role in photomorphogenesis. DAY functions with CPP1 in chloroplasts to promote chlorophyll biosynthesis by stabilizing POR. In the endomembrane system, DAY enhances BR signaling by interacting with and stabilizing BRI1. Our data thus point to DAY as a central, multifunctional enhancer that operates in multiple subcellular compartments and across light conditions to regulate photomorphogenic development in plants.

## Results

### DAY promotes photomorphogenesis

Previously, we analyzed the genotype of the T-DNA tagging mutant seeds of *DAY* (SALK_068109). All of the seeds examined were wild-type; there was neither *day/day* homozygous nor *DAY/day* heterozygous mutants. Therefore, we generated CRISPR/Cas9-day mutant lines. Two independent mutant lines (#1 and #2) have a large deletion in exon 2 of the *DAY* gene, 19 and 13 bp, respectively (Supplementary Fig. 1a). These mutant plants produced small siliques containing reduced numbers of seeds, compared with the WT (Supplementary Fig. 1b). Progeny analysis of CRISPR/Cas9-day lines #1 and #2 showed non-Mendelian inheritance. The genotype of the progeny was either *DAY/DAY* or *DAY/day*, but *day/day* plants have not been found, and some *DAY/day* plants showed photo-bleaching and died prematurely (Supplementary Fig. 1c–e). The lack of *day/day* genotype among progeny is consistent with the analysis of T-DNA tagging mutant lines. These results suggest that the *DAY* gene is essential for seed/embryo development and also the post-embryonic growth of *Arabidopsis* plants.

Since we were unable to obtain viable homozygote *day* mutants, we used dexamethasone (DEX)-inducible *DAY* RNAi (*DAYi*) to determine the in vivo effects of DAY deficiency in *Arabidopsis* (Fig. 1a–g). Quantitative reverse transcription PCR (RT-qPCR) and immunoblotting showed reduced *DAY* transcripts and proteins upon DEX-treatment (Fig. 1b). *DAYi* plants were grown in soil and sprayed with either ethanol (EtOH) or 1 μM DEX. After spraying plants with DEX, both vegetative- and reproductive-stage plants showed growth retardation and leaf yellowing (Supplementary Fig. 1f–h). Reproductive-stage plants treated with DEX exhibited abnormal silique development, similar to BR biosynthesis (*det2-1*) and receptor (*bri1-301*) mutants (Supplementary Fig. 1h). We obtained similar results of growth retardation and leaf yellowing using virus-induced gene silencing (VIGS) of *Arabidopsis* *DAY* (Supplementary Fig. 2). When grown on a medium containing 1 μM DEX in the dark, *DAYi* seedlings showed a de-etiolation phenotype, including short hypocotyls and open cotyledons, and were hypersensitive to the BR biosynthesis inhibitor propiconazole (PPZ) (Fig. 1a, d, and e). Furthermore, the shortened hypocotyl de-etiolation phenotype of *DAYi* plants was partially rescued by exogenous treatment with Brassinolide (BL) or bikinin, an inhibitor of *Arabidopsis* BIN2 kinases, suggesting DAY promotes BR signaling (Fig. 1d, f and Supplementary Fig. 3). In addition, DAY knockdown plants exhibited reduced cotyledon greening upon transfer from dark to light conditions (Fig. 1a). This impairment in de-etiolation was associated with a reduced POR abundance in the dark and a failure to accumulate CHLOROPHYLL A/B BINDING protein (CAB) during the dark-to-light transition (Fig. 1c). Neither *crs* nor BR signaling mutants exhibited POR instability or impaired cotyledon greening in the dark-to-light transition (Supplementary Figs. 4 and 5). These results indicate that DAY is uniquely and specifically involved in two distinct photomorphogenesis processes (Fig. 1g).

**Fig. 1:**
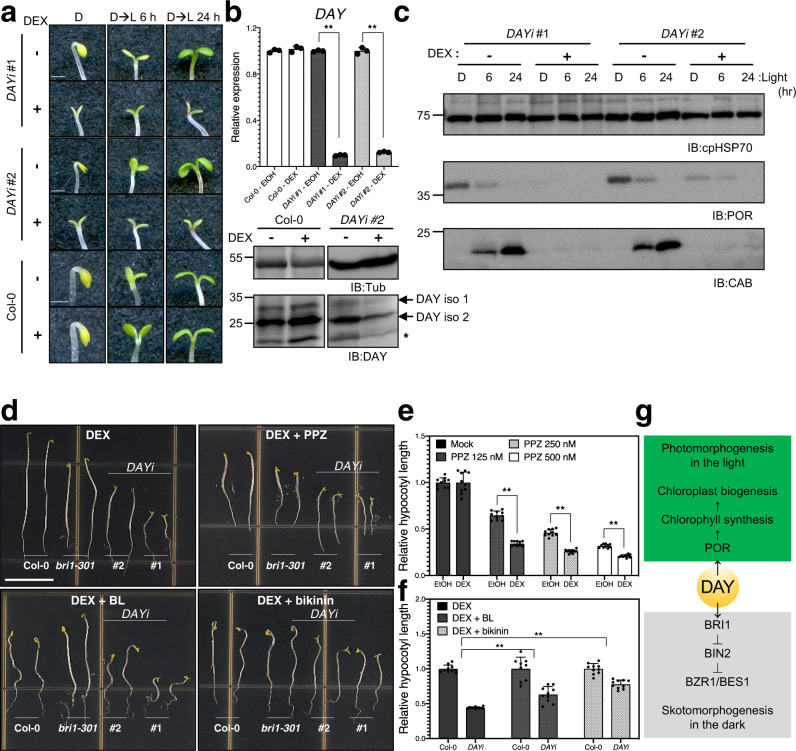
*DAY* promotes cotyledon development in the light and BR signaling in the dark. **a** Cotyledon opening responses of dexamethasone (DEX)-inducible *DAY* RNAi (*DAYi)* transgenic lines #1 and #2. Representative images of cotyledons from seedlings grown in the dark for 5 days in the presence (+) or absence (−) of 1 µM DEX and then exposed to light (D → L) for either 6 or 24 h. Scale bar, 0.1 cm. **b**, *DAY* mRNA and protein levels are significantly decreased in *DAYi* plants upon DEX treatment. Seedlings were grown in the light for 7 days in 1/2 MS medium containing ethanol (EtOH) or 1 µM DEX. RT-qPCR was used to determine *DAY* transcript levels in the knockdown plants (*upper*). Transcript levels of *DAY* were normalized relative to *PP2A A3* mRNA. Error bars indicate SD from three technical replicates. Statistical significance was determined by unpaired, two-tailed Student’s *t*-test. **P ≤ 0.01. Immunoblotting with anti-DAY antibody showed reduced DAY protein levels after DEX treatment (*lower*). The asterisk indicates a minor isoform of DAY that is consistently detected. DAY iso 1 and DAY iso 2 refer to major isoforms of DAY. **c** *DAY* promotes the accumulation of POR in the dark and CHLOROPHYLL *A/B* BINDING (CAB) proteins during the dark-to-light transition. Immunoblot analyses of seedlings (+) or (−) 1 µM DEX were exposed to light (D → L) for either 6 or 24 h. POR protein levels are very high in the dark in etioplasts, but significantly reduced upon illumination by protein degradation. Anti-POR, anti-CAB, and anti-cpHSP70 antibodies were used to analyze lysates from the two independent transgenic lines indicated on the top. **d** Reduction of *DAY* dosage phenocopies a BR signaling mutant. Morphology of 5-day-old dark-grown seedlings of wild-type, *bri1-301*, *DAYi* #1 and #2 lines grown on medium containing 1 µM DEX in the absence or presence of 250 nM propiconazole (PPZ), 50 nM brassinolide (BL), or 30 µM bikinin is shown. Scale bars for all pictures, 1 cm. **e**, **f** Hypocotyl length of 5-day-old dark-grown *DAYi* seedlings in the absence (EtOH) or presence of 1 µM DEX at increasing PPZ concentrations (**e**). Length of 5-day-old dark-grown seedlings on medium containing 1 µM DEX in the absence or presence of 50 nM brassinolide (BL) or 30 µM bikinin (**f**). Hypocotyl lengths are expressed relative to those of mock-treated samples. Values are means ± SE (*n* = 10 plants for each treatment). Statistical significance was determined by unpaired, two-tailed Student’s *t*-test. **P ≤ 0.01. **g** A model for DAY interplay with BRI1 and POR in the dark and light, respectively.

### Multiple subcellular localization of DAY

Chlorophyll biogenesis takes place in the chloroplast while the BR signal transduction cascade occurs between the cell surface and nucleus^3,9^, raising the question of which subcellular compartment(s) DAY functions in. DAY is predicted to have a chloroplast transit peptide (cTP) that has to be cleaved during translocation from cytosol to chloroplast, a JL domain for holdase activity, and 4 transmembrane domains (Fig. 2a). We transiently expressed Flag-tagged DAY (DAY-Flag) and a deletion mutant lacking the cTP (∆cTP-Flag) in *N. benthamiana* leaves. We detected signals above 35 kDa (DAY iso 1) and signals above 25 kDa (DAY iso 2), indicating that DAY exists in two isoforms (Fig. 2b). To confirm that endogenous DAY is present in two isoforms, we generated anti-DAY antibodies and performed immunoblotting of aerial tissues and roots from *Arabidopsis* seedlings (Fig. 2b). In both tissues, we detected DAY iso 1, but DAY iso 2 was only detected in aerial tissues. To determine the subcellular localization of two isoforms of DAY, we performed subcellular fractionation using WT seedling extracts, followed by immunoblotting with anti-DAY antibody (Fig. 2c). Using immunoblotting with anti-BRI1 and anti-POR antibodies, BRI1 and POR were detected as the markers for microsomal fractions and chloroplasts, respectively. The microsomal fractions contained the larger DAY protein (DAY iso 1), while chloroplast fractions contained the processed smaller form of DAY (DAY iso 2).

**Fig. 2:**
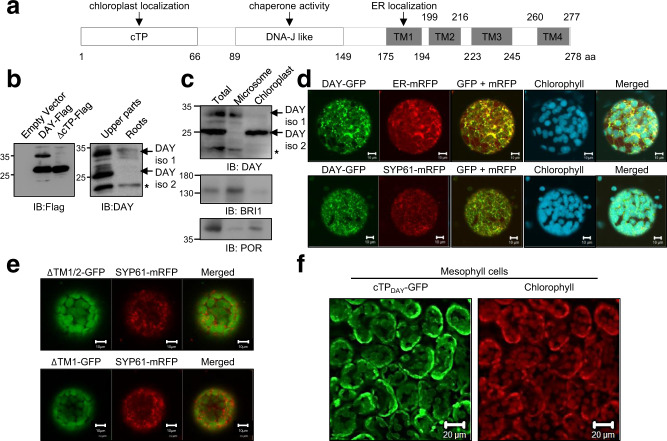
Localization of DAY in chloroplasts and the endomembrane system depends on the cTP and TM1, respectively. **a** Schematic representation of DAY with its chloroplast transit peptide (cTP), DnaJ-like domain (JL) and four transmembrane domains (TM1–4). The amino acid (aa) positions that define the domains are indicated at the bottom. **b** DAY exists in two major isoforms in vivo. *N. benthamiana* leaves expressing either full-length FLAG-tagged DAY (DAY-Flag) or a variant lacking the chloroplast transit peptide (∆cTP-Flag) were subjected to immunoblotting (IB) analysis using anti-Flag antibodies (left panel). Immunoblot analysis of aerial and root tissues from wildtype *Arabidopsis* seedlings using anti-DAY antibodies (right panel). DAY iso 1 and DAY iso 2 refer to major isoforms of DAY. The asterisk indicates a minor isoform of DAY that is consistently detected. **c** Subcellular fractionation. WT seedling extracts were fractionated and subjected to immunoblotting with an anti-DAY antibody. BRI1 and POR were detected as the markers for microsomal fractions and chloroplasts, respectively. **d** DAY localizes to chloroplasts, ER, and TGN/EE. Co-localization of DAY with ER-mRFP (upper panel), SYP61-mRFP (lower panel), and chlorophyll support is shown. mRFP and DAY-GFP fusion proteins were transiently co-expressed in *N. benthamiana* leaves by agroinfiltration, and protoplasts isolated from infiltrated leaves were imaged using confocal laser scanning microscopy (CLSM). SYP61 (SYNTAXIN OF PLANTS 61) was used as a TGN/EE marker. Scale bar, 10 µm. **e** TM1 is responsible for ER and TGN/EE localization of DAY. GFP fusions to a DAY deletion series were co-expressed with SYP61-mRFP in *N. benthamiana* leaves via agroinfiltration and protoplasts were observed by CLSM. Scale bar, 10 µm. **f** The DAY cTP is sufficient for chloroplast targeting. cTP_DAY_-GFP fusion proteins were expressed in *N. benthamiana* leaves via agroinfiltration and mesophyll cells were imaged using CLSM. Scale bar, 20 µm.

Next, we examined the subcellular localization of DAY using fluorescent fusion proteins expressed in *N. benthamiana* leaves. We used confocal microscopy to compare the localization of Arabidopsis DAY fused to mRFP (DAY-mRFP) with markers for the endoplasmic reticulum (ER-GFP), the TGN/EE (TGN/EE-GFP), and chloroplasts (chlorophyll auto-fluorescence) in leaf epidermal cells. We detected DAY-mRFP at the plasma membrane and also found it colocalized with the chloroplasts, TGN/EE-GFP, and ER-GFP (Supplementary Fig. 6a). We confirmed this localization in *N. benthamiana* protoplasts using fluorescent protein combinations (Fig. 2d and Supplementary Fig. 6b). We also examined the localization of DAY-GFP in 35S::DAY-GFP transgenic *Arabidopsis* plants. Cotyledon cells from dark-grown plants and root cells from light-grown plants had DAY-GFP signals at the plasma membrane, in intracellular mesh-like structures, and as punctate spots within the cytoplasm (Supplementary Fig. 6c).

To confirm the broad subcellular distribution of DAY, we performed RT-qPCR for *DAY* and 4 other genes encoding chloroplast-localized proteins in chloroplast-rich aerial tissues and roots from light-grown WT seedlings. We found that levels of *DAY* mRNA in roots were significantly higher than the other chloroplast-localized proteins, consistent with DAY expression in tissues lacking chloroplasts (Fig. 2b and Supplementary Fig. 6d). Collectively, these results demonstrate that DAY is localized to both chloroplasts and the endomembrane system.

### Different domains of DAY control its subcellular location

To identify the domains controlling DAY localization, we expressed deletion mutants in *N. benthamiana* protoplasts and mesophyll cells and compared localization with markers for chloroplasts (chlorophyll), the ER (ER-mRFP), and the TGN/EE (SYP61-mRFP) (Fig. 2e and Supplementary Figs. 7 and 8). Deletion of the first transmembrane domain alone or in combination with the second transmembrane domain resulted in DAY-GFP accumulation in round structures resembling chloroplasts and prevented TGN/EE localization (Fig. 2e). Deletion of the cTP alone or in combination with the 3rd and 4th transmembrane domains individually did not affect the localization of DAY to the endomembrane system (Supplementary Figs. 7 and 8). These results indicated that the first transmembrane domain controls DAY localization to the TGN/EE. To determine if the cTP is sufficient to localize proteins to the chloroplast, we fused the cTP from DAY to GFP. cTP-GFP colocalized with chlorophyll when expressed in *N. benthamiana* mesophyll cells (Fig. 2f). Taken together, these results suggest that DAY protein exists in two forms, and the first transmembrane domain and the cTP region are critical for targeting DAY protein to the endomembrane system and chloroplasts, respectively.

### DAY exhibits chaperone activity for POR

Given that DAY knockdown results in reduced POR levels and prevents chloroplast development (Fig. 1a, c), we tested whether DAY controls POR stability. VIGS of *DAY* in *N. benthamiana* resulted in leaf yellowing and growth retardation with spontaneous cell death, accompanied by reduced POR protein levels (Supplementary Fig. 9). We used CLSM to examine chloroplasts and GFP-fused POR C, a major POR isoform after illumination in *Arabidopsis*^25^, in *DAY* VIGS *N. benthamiana* plants. *DAY* knockdown caused a significant reduction in chlorophyll autofluorescence and POR C-GFP fluorescence, suggesting that DAY protein is critical for maintaining chloroplast integrity and POR C accumulation (Fig. 3a). To determine if DAY has chaperone activity, we assessed its ability to prevent heat-induced denaturation and aggregation of proteins in vitro. We found that maltose-binding protein (MBP)-fused ∆cTP DAY (MBP-∆cTP) suppressed thermal aggregation of malate dehydrogenase (MDH) in a concentration-dependent manner (Fig. 3b). The addition of DAY lacking the JL domain (∆JL) failed to prevent MDH aggregation, indicating that the JL domain is required for chaperone activity (Fig. 3b).

**Fig. 3:**
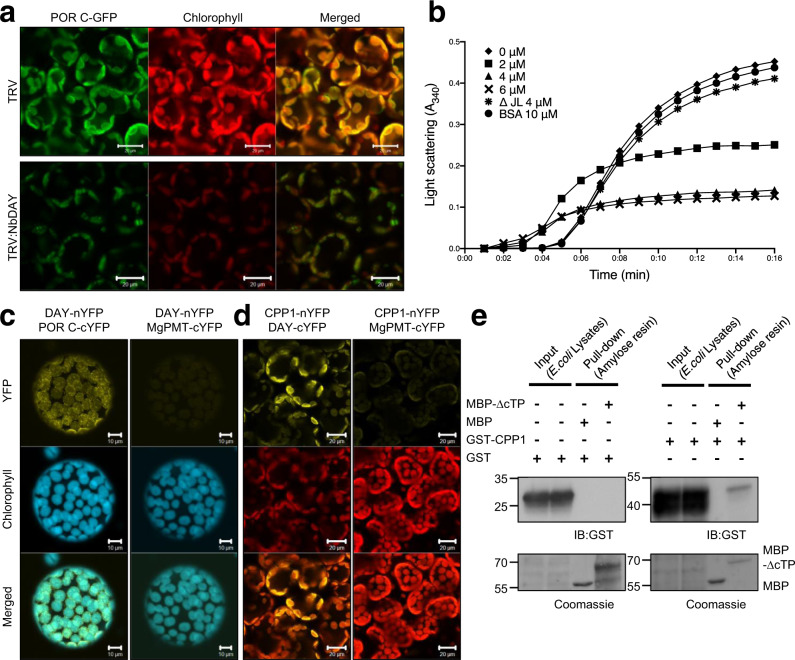
Together with CPP1, DAY regulates the stability of protochlorophyllide oxidoreductase (POR) through its holdase chaperone activity. **a** Reduction of DAY causes POR instability in *N. benthamiana*. Virus-induced gene silencing (VIGS) of *N. benthamiana DAY* (*NbDAY*) was performed. Then the VIGS plants (TRV:NbDAY) were agroinfiltrated with the POR C-GFP construct, and leaf mesophyll cells were examined by CLSM. POR C is a major POR isoform in light-grown Arabidopsis. *NbDAY* silencing caused a significant reduction in chlorophyll autofluorescence and POR C-GFP fluorescence. Scale bar, 20 µm. **b** DAY has holdase activity. Absorbance at 340 nm (*A*_340_) was measured at 1 min intervals to quantify turbidity. Thermal aggregation of malate dehydrogenase (2 µM) was measured at 43 °C over 16 min with 0–6 µM of MBP-∆cTP DAY or, as controls, 4 µM MBP-∆cTP/∆JL DAY (del JL) and 10 µM BSA. ∆cTP, deletion of cTP; ∆JL, deletion of the DnaJ- like domain (JL). **c**, **d** DAY interacts with POR C and CPP1 in chloroplasts. BiFC assays between DAY and POR C (**c**) or CPP1 (**d**). YFP signals were examined by CLSM in protoplasts after agroinfiltration. MAGNESIUM-PROTOPORPHYRIN IX METHYL TRANSFERASE (MgPMT), which is involved in chlorophyll biosynthesis, was used as a negative control. Scale bar, 10 µm (**c**) or 20 µm (**d**). **e** DAY directly interacts with CPP1 in vitro. Lysates of *E. coli* cells expressing GST or GST-CPP1 were incubated with MBP or MBP-∆cTP DAY (MBP-∆cTP) immobilized on amylose agarose resins. The resulting eluates were analyzed by immunoblotting using anti-GST antibody. The amount of MBP and MBP-∆cTP used in the pull-down assay were visualized by Coomassie staining.

We next tested for direct interaction between DAY and either POR or CPP1 using bimolecular fluorescence complementation (BiFC), in which the N- and C-terminal portions of yellow fluorescent protein (nYFP and cYFP) are separately fused to the candidate interacting proteins. We expressed DAY and POR as nYFP and cYFP fusion proteins in *N. benthamiana* leaves and visualized protoplasts by CLSM. We observed strong YFP fluorescence within chloroplasts, indicating an interaction between DAY and POR (Fig. 3c). As a negative control, we performed BiFC with DAY and MAGNESIUM-PROTOPORPHYRIN IX METHYL TRANSFERASE (MgPMT), which also localizes to the chloroplast. We also observed a positive signal for BiFC using between CPP1 and DAY, but not CPP1 and MgPMT (Fig. 3d). In vitro pull-down assays further confirmed a direct interaction between immobilized MBP- ▵cTP and glutathione S-transferase (GST)-fused CPP1 (GST-CPP1), but not with GST. GST-CPP1 specifically bound MBP-▵cTP but not MBP alone (Fig. 3e). Given that DAY has a JL domain similar to those found in DnaJ/Hsp40 cochaperones that function as partners of the highly conserved Hsp70^30,31^, we performed BiFC to test whether DAY interacts with chloroplast Hsp70 (cpHsp70) or cytosolic Hsp70 (Hsp70) (Supplementary Fig. 10). As BiFC controls, co-expression of Hsp70 and Hsp101 (cytosolic), and cpHsp70 and Hsc90 (chloroplast) resulted in yellow fluorescence. The lack of fluorescence despite the abundant protein expression suggested that DAY interacts with neither cpHsp70 nor Hsp70. This is likely caused by the fact that DAY lacks the HPD (His-Pro-Asp) motif^30,31^ that is critical for interaction with Hsp70^26^. Collectively, these data demonstrate that DAY in the chloroplast stabilizes POR C with its holdase chaperone activity and also interacts with CPP1.

### DAY alters BRI1 stability and enhances BR signaling

Since the DAY chaperone is in the same compartment as BRI1, we tested whether it affects BRI1 stability. We monitored BRI1-GFP fluorescence in transgenic *Arabidopsis* seedlings (pBRI1::BRI1-GFP × *DAYi*) in response to *DAY* knockdown. BRI1-GFP aggregates accumulate in *DAY* knockdown *Arabidopsis* roots (Fig. 4a). To determine whether general vesicular transport is affected in *DAY* knockdown plants, we followed endocytosis by labeling roots with the endocytic tracer FM4-64 and marked the TGN/EE using the vacuolar H^+^ ATPase A1 subunit (VHA-a1-RFP). *DAY* knockdown did not affect endocytosis or TGN/EE distribution in roots (Supplementary Fig. 11).

**Fig. 4:**
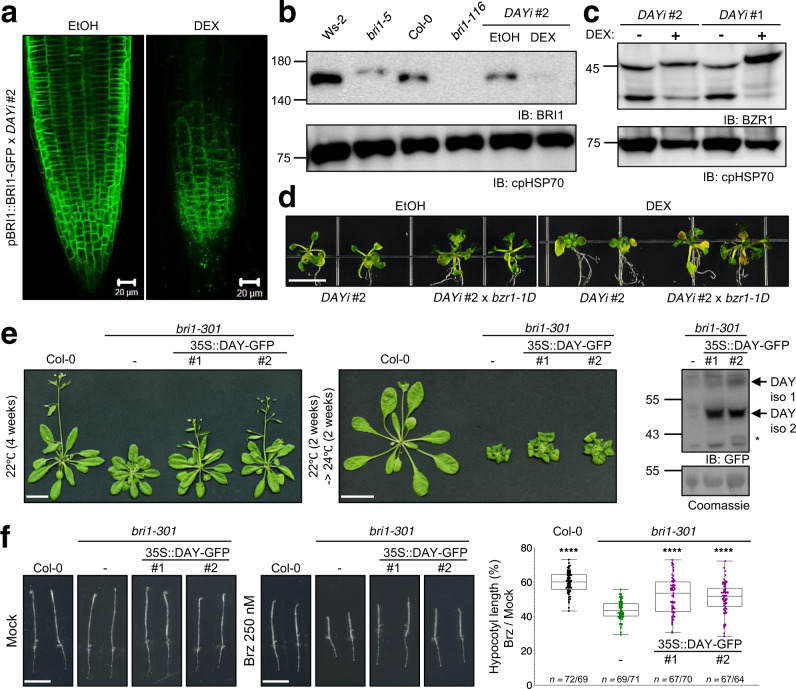
DAY regulates BRI1 stability. **a** DAY deficiency triggers BRI1 instability. *DAY* silencing causes aggregation of BRI1-GFP in *Arabidopsis* roots. The pBRI1::BRI1-GFP × *DAYi* seedlings were grown in medium containing ethanol or 1 µM DEX in the light for 9 days, and their roots were observed by CLSM. Scale bar, 20 µm. **b** *DAY* silencing decreases BRI1 protein levels. 9-day-old seedlings of WT (Ws-2 and Col-0), *bri1* mutants (*bri1–5* and *bri1-116*), and *DAYi* plants grown in the presence of ethanol or 1 μM DEX were subjected to immunoblotting with anti-BRI1 and anti-cpHSP70 antibodies. **c** *DAY* silencing increases phosphorylated BZR1. 9-day-old *DAYi* seedlings grown in the presence of ethanol or 1 μM DEX were subjected to immunoblotting using anti-BZR1 and anti-cpHSP70 antibodies. **d**, The dominant mutation *bzr1-1D* rescues the short petiole phenotype, but not chloroplast defect, of *DAY*-silenced seedlings. Seedlings from *DAYi* and *DAYi* x *bzr1-1D* lines were grown on 1/2 MS medium for 5 days at 22 °C and then transferred to medium containing ethanol or 1 µM DEX at 28 °C for 7 days. Scale bar, 1 cm. **e**, **f**, Overexpression of DAY partially rescues a BR signaling mutant. Plants were grown in soil for 4 weeks at 22 °C (**e**, *left panel*) or 2 weeks at 22 °C and then transferred to 24 °C for 2 weeks (**e**, *middle panel*). Expression of DAY-GFP protein in *bri1-301* mutant was shown by immunoblotting with anti-GFP antibody (**e**, *right panel*). Morphology of 5-day-old dark-grown seedlings of wild-type, *bri1-301*, 35 S::DAY-GFP / *bri1-301* #1 and #2 transgenic lines on medium in the absence (**f**, *left panel*) or presence of 250 nM brassinazole (Brz) (**f**, *middle panel*). Hypocotyl lengths are quantified relative to those of mock-treated samples (**f**, *right panel*). Genotypes are indicated. Dots represent individual ratio values (%) between mock-treated and Brz-treated independent seedlings. *n* denotes numbers of biologically independent hypocotyls, Brz- *(left number*), and mock-treated (*right number*). Statistical significance was determined by one-way ANOVA, Dunnett’s multiple comparisons test ****P < 0.0001. Scale bars: 3 cm (**e**) or 1 cm (**f**).

To determine whether DAY increases BRI1 kinase activity, we performed peptide kinase assays using the synthetic peptide BR13^32^. We isolated a Flag-tagged version of the BRI1 cytosolic domain (Flag-BRI1:CD) from *E. coli* before and after induction of kinase expression^33^ and monitored kinase activity in the presence of MBP alone or fused to DAY (MBP-DAY). BRI1 kinase activity on the BR13 peptide was similar in the presence of MBP or MBP-DAY, indicating that DAY does not enhance BRI1 kinase activity (Supplementary Fig. 12). Although the addition of DAY to the in vitro kinase reaction did not affect BRI1 activity, immunoblotting of *DAY* knockdown plants grown in the light revealed decreased BRI1 levels (Fig. 4b and Supplementary Fig. 13) and increased BZR1 phosphorylation (i.e., inactive BZR1; Fig. 4c). These results indicate that DAY promotes BR signaling.

We next genetically tested whether DAY positively regulates BR signaling. We knocked down *DAY* with RNAi in *brassinazole resistant1–1D (bzr1-1D)* plants. *bzr1-1D* mutants carry a dominant gain of function mutation in *BZR1*, resulting in a constitutive BR response^17^. Following DEX treatment, *DAYi* wild-type and *DAYi* × *bzr1-1D* plants both displayed leaf yellowing phenotypes, while only *DAYi* plants displayed extremely short petioles (Fig. 4d and Supplementary Fig. 14a), indicating that the short petiole phenotype of *DAY*-silenced seedlings resulted from impaired BR signaling. RT-qPCR experiments with *DAYi* wild-type seedlings and *DAYi*  ×  *bzr1-1D* seedlings confirmed effective DEX-induced knockdown of DAY and showed that *bzr1-1D* rescued the decrease in BR-related gene expression in *DAY*-silenced plants (Supplementary Fig. 14b). If DAY stabilizes BRI1, we predicted that DAY overexpression would enhance BR signaling. Immunoblotting of 35S::DAY-GFP showed that DAY enhances BRI1 protein accumulation in *Arabidopsis* (Supplementary Fig. 15). As BR regulates hypocotyl elongation, we measured hypocotyl length of 35S::DAY-GFP plants in the dark with or without BR biosynthesis inhibitor brassinazole (Brz). DAY overexpression seedlings showed longer hypocotyls upon Brz treatment compared with WT seedlings, indicating reduced sensitivity to Brz (Supplementary Fig. 16). Lastly, we introduced 35S::DAY-GFP to the weak *bri1* mutant allele *bri1-301*. DAY overexpression partially rescues the thermosensitive dwarfism^34^ and growth retardation phenotypes in *bri1-301* (Fig. 4e). We also measured hypocotyl length of 35S::DAY-GFP / *bri1-301* in the dark with or without Brz. DAY overexpression partially rescued Brz hypersensitivity in *bri1-301* in the dark (Fig. 4f).

Since DAY enhances BR signaling, possibly via BRI1 stabilization, we performed RNA-Seq on seedlings of *DAYi* and the *bri1* null mutant allele *bri1-116*. We compared the transcriptomes of *DAYi* and *bri1-116* seedlings grown in the dark or light. 

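DAY transcript (AT3G51140, chromosome 3 from 18997600 to 18999904 in TAIR10) was lower with dexamethasone (DEX) in the light, at 6.88 FPKM (fragments normalized to transcript length and library depth) against 56.9 FPKM with ethanol (EtOH). In the dark it ran the other way, at 34.8 FPKM in the DAYi library labelled DEX against 13.4 FPKM in the library labelled EtOH. DAY was 41.8 FPKM in bri1-116 against 73.5 FPKM in Col-0 in the light, and 32.8 against 13.8 FPKM in the dark. BRI1, the brassinosteroid (BR) receptor gene (AT4G39400, chromosome 4 from 18324661 to 18328826), was less than 2-fold lower in all 4 comparisons: 30.2 against 54.1 FPKM in DAYi and 33.3 against 58.1 FPKM in bri1-116 in the light, and 43.0 against 68.0 and 42.5 against 70.6 FPKM in the dark. The paper's other measures of DAY run lower with DEX: RT-qPCR and an immunoblot of light-grown DAYi seedlings in Fig. 1b. Supplementary Fig. 14b gives a further RT-qPCR of DAY in DAYi after EtOH or DEX, and neither figure settles the direction in the dark library labelled DEX. The paper's dark-grown DAYi seedlings with DEX had short hypocotyls, open cotyledons and less POR protein (Fig. 1a, Fig. 1c, Fig. 1d and Supplementary Fig. 4c), which are not measures of DAY itself.

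The 8 libraries are whole seedlings, 1 library per condition with no replicates: DAYi, which carries a DEX-inducible DAY hairpin, with EtOH or 1 µM DEX, and Col-0 and the BR receptor mutant bri1-116. Dark-grown seedlings were 5 days old and light-grown ones 9 days old, so light and age differ together. The GEO labels of the 2 dark libraries of Col-0 and bri1-116 conflict: the titles and the genotype fields name opposite genotypes. They are taken here by title, as in the authors' own comparison, and the exchanged reading was run as an alternative. The title of the light bri1-116 library begins with "new", which the sources used here do not explain. Whether that library was made apart from the others is therefore not known, and it enters every light bri1-116 result. The titles of the DAYi libraries carry the numbers 3 (EtOH) and 25 (DEX), which the sources used here do not explain. If they name plant lines, line and treatment differ together in both DAYi comparisons and cannot be told apart.

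The authors aligned reads to TAIR10 with TopHat2 2.0.13 and computed FPKM with Cuffdiff 2.2.0, and the values here are their deposited FPKM. Of 26987 gene entries, those with FPKM above 0 in both libraries and more than 2-fold apart are called differentially expressed genes (DEGs). Log2 ratios and list medians are of FPKM + 1, so they understate the differences of low genes, while FPKM pairs and counts beyond 2-fold have no pseudocount. They number 4796 in DAYi in the dark (2084 higher and 2712 lower in the library labelled DEX) and 6244 in the light (2663 higher, 3581 lower). In bri1-116 they number 4477 in the dark (2476 higher, 2001 lower) and 3181 in the light (1446 higher, 1735 lower). Which side has more depends on the rule in bri1-116: it turns in the dark at 4-fold and with the authors' p-value under 0.05, and in the light with genes at 0 counted. A further 1255, 1325, 1086 and 1240 genes were listed at 0 in 1 of the 2 libraries and are not counted. An FPKM of 1 stands for about 44.9 to 115 fragments on a transcript of 1 kb, depending on the library, so values far under 1 FPKM rest on few fragments. DAYi with EtOH and Col-0, both without induced DAY knockdown, had 982 genes more than 2-fold apart in the dark and 912 in the light.

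**Figure D1:**
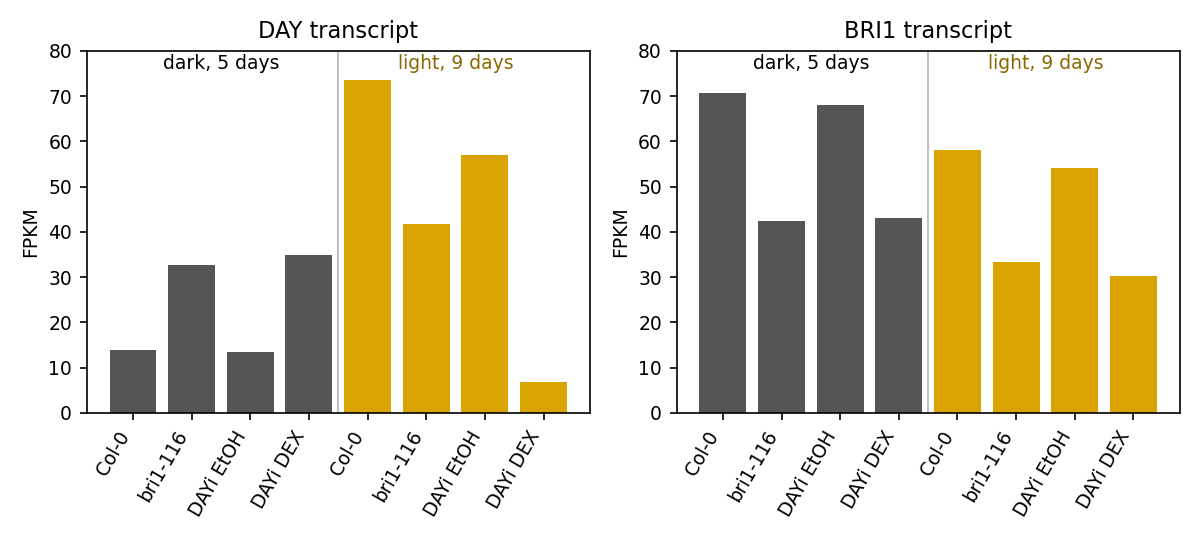
FPKM of DAY and BRI1 in each of the 8 libraries. DAY ranges from 6.88 FPKM (DAYi, DEX, light) to 73.5 FPKM (Col-0, light).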

We found that the transcriptome of *DAYi* seedlings significantly overlaps with that of the *bri1-116* mutant, especially in the dark (Supplementary Figs. 17–19). Collectively, these data indicate that DAY acts as a positive regulator of BR signaling.

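Many genes of auxin-driven cell expansion were lower in both comparisons, in the dark and in the light. Of 24 SAUR genes, which encode small auxin-induced proteins that promote cell expansion, 15 were more than 2-fold lower in both DAYi and bri1-116 in the dark and 12 in the light, where 1 was more than 2-fold higher in both. SAUR63 had 0.584 against 20.0 FPKM in DAYi with DEX and EtOH in the light, and 9.22 against 27.1 FPKM in bri1-116 and Col-0. SAUR22 had 0.764 against 62.2 FPKM in the dark library labelled DEX and that labelled EtOH, and 1.81 against 37.0 FPKM in dark bri1-116 and Col-0. Both belong to groups of close tandem copies that may share reads, so their single values are uncertain.

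Genes for light-harvesting proteins, which bind the chlorophyll of the photosystem antennae, ran together in the light and apart in the dark. In the light, 18 of 21 were more than 2-fold lower in both comparisons. In the dark, 13 of 21 were more than 2-fold lower in the library labelled DEX and more than 2-fold higher in bri1-116.

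Shared DEGs made up 41.2% of the DAYi DEGs and 44.1% of the bri1-116 DEGs in the dark, and 27.5% and 53.9% in the light. Their number was 1.70 times the mean of 10000 shuffles among genes of like expression in the dark (95% Wilson interval of the shared count 1.64 to 1.76). In the light it was 1.73 times (1.66 to 1.80), and no shuffle reached the observed number in either. The ratio depends on the rule for a DEG: under the alternatives tried it lay from 1.37 (genes at 0 counted) to 15.9 (authors' p-value under 0.05) in the dark and from 1.32 to 6.52 in the light. Across genes, Spearman's rho of the log2 ratios was 0.143 in the dark (18809 genes) and 0.471 in the light (19001 genes). For the unmatched pairs rho was 0.192 (DAYi dark with bri1-116 light) and −0.327 (DAYi light with bri1-116 dark). The dark direction is drawn from the library labelled DEX, in which DAY is the higher, and from 2 libraries with conflicting labels, whose exchange turns the dark rho to −0.143. By FPKM of all genes, the library titled Col-0 is nearer to dark DAYi with EtOH (rho 0.991) than that titled bri1-116 (0.962), where an exchange would give the reverse.

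**Figure D2:**
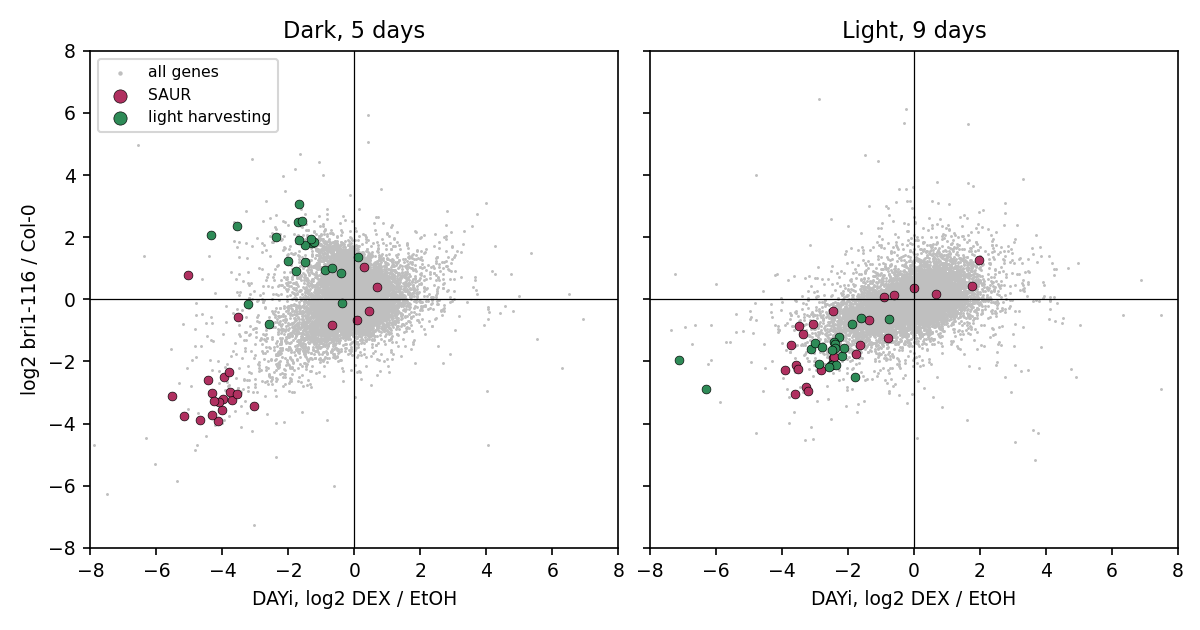
Log2 ratios of DAYi (DEX against EtOH) and bri1-116 (against Col-0) for each gene, with rho 0.143 in the dark and 0.471 in the light. 3 genes in the dark and 5 in the light lie outside the axes, which end at 8.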

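Growth genes that BR induces were lower in DAYi in both light conditions. EXPA8, an expansin that loosens cell walls (chromosome 2 from 16948863 to 16950557), had 9.85 against 91.9 FPKM in the dark library labelled DEX and that labelled EtOH and 9.92 against 90.6 FPKM in the light. In bri1-116 and Col-0 it had 2.43 against 63.1 FPKM in the dark and 3.201 against 93.5 FPKM in the light. IAA19, an auxin-response repressor that is itself induced by auxin and BR (chromosome 3 from 5264024 to 5265678), had 1.51 against 164 FPKM in the dark library labelled DEX and that labelled EtOH and 2.27 against 128 FPKM in dark bri1-116. Of 20 such genes, 12 were more than 2-fold lower in the dark library labelled DEX, 1 was higher and 2 were listed at 0 in a library, and 15 were lower in the light with none higher. In bri1-116, 10 were lower and 1 higher in the dark (1 listed at 0), and 8 were lower and 3 higher in the light. The list's median log2 ratio was −1.56 in the dark and −1.66 in the light in DAYi, and −1.03 and −0.45 in bri1-116, each below all 10000 random lists of the same size and like expression. Between DAYi with EtOH and Col-0 it was 0.21 in the dark (percentile 99.88) and −0.06 in the light (percentile 42.75). An extreme percentile alone thus does not set a list apart from the difference between these control libraries.

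Of the BR biosynthesis genes, which BR represses by feedback, 1 of 10 was more than 2-fold apart in opposite directions in the DAYi and bri1-116 comparisons. This was BR6OX2, the last enzyme of brassinolide synthesis, which was higher in bri1-116, at 129 against 42.2 FPKM in the dark and 122 against 21.5 FPKM in the light, but lower in DAYi, at 6.07 against 44.1 FPKM in the dark library labelled DEX and 10.5 against 21.3 FPKM in the light. DWF4, a rate-limiting enzyme of the pathway, was 26.5 against 9.15 FPKM in light-grown bri1-116, and CPD, which acts after it, was 26.0 against 107 FPKM in DAYi in the light. Of these genes, 4 were more than 2-fold higher in bri1-116 in the light and 1 in the dark, none lower; in DAYi none was higher and 3 were lower in the dark, and 1 was higher and 2 lower in the light. ROT3 was the 1 gene more than 2-fold higher in both comparisons in the light, and in bri1-116 it had 17.2 against 8.23 FPKM. The medians were −0.59 and −0.11 in DAYi in the dark and light, at percentiles 0.15 and 25.0 of the random lists, and 0.28 and 0.52 in bri1-116, at percentiles 87.6 and 99.96.

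Among 11 genes of BR signalling, 3 were more than 2-fold lower and none higher in the dark in DAYi and in bri1-116, while in the light 3 were higher and 1 lower in DAYi and none passed 2-fold in bri1-116. BES1, a transcription factor that carries the BR signal, was lower in DAYi: 33.3 against 97.7 FPKM in the dark library labelled DEX and 85.6 against 181 FPKM in the light. BRL3 and BRL1, receptors related to BRI1, were higher there in the light, at 10.0 against 3.73 and 5.07 against 2.096 FPKM. IBH1, a repressor of elongation, was 35.4 against 101 FPKM in the dark library labelled DEX and 25.1 against 87.04 FPKM in dark bri1-116. The list median was −0.25 in the dark and 0.18 in the light in DAYi, at percentiles 4.37 and 73.7, and −0.49 and −0.24 in bri1-116, at 0.68 and 5.92. From the overlap with bri1-116, taken with the other experiments of this section, the paper concludes that DAY acts as a positive regulator of BR signaling.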

### DAY interacts with BRI1 in the endomembrane system

Since DAY promoted BR signaling via BRI1, we used BiFC to test whether DAY and BRI1 interact in the endomembrane system. Co-expression of BRI1-nYFP and DAY-cYFP resulted in YFP fluorescence in the plasma membrane and at intracellular puncta (Fig. 5a). The puncta-localized BiFC interaction signal co-localized with SYP61-mRFP, pointing to the TGN/EE as sites of DAY-BRI1 interaction (Fig. 5a). To confirm this interaction and define interacting domains, we performed yeast two-hybrid (Y2H) assays, extracellular domain interaction assays (EDIA)^35^, and pull-down assays. In the Y2H assays, DAY strongly interacted with the cytosolic domain of BRI1 (BRI1:CD) in the presence of the cTP (Fig. 5b). Extracellular domain interaction assays (EDIA) revealed that DAY does not interact with the extracellular domain of BRI1 (Fig. 5c). Finally, immobilized Flag-BRI1:CD pulled down both MBP-DAY and MBP-▵cTP, but not MBP (Supplementary Fig. 20a), consistent with the Y2H results (Fig. 5b). The cTP sequence stimulated the binding between DAY and BRI1 CD in both the Y2H and the pull-down experiments. We found that MBP-DAY also interacts with cytosolic domain of BRI1-Like 1 (BRL1), a BRI1 homolog, via pull-down assays (Supplementary Fig. 20b). Collectively, these results indicate that DAY directly interacts with the cytosolic kinase domain of BRI1, but not with its extracellular domain.

**Fig. 5:**
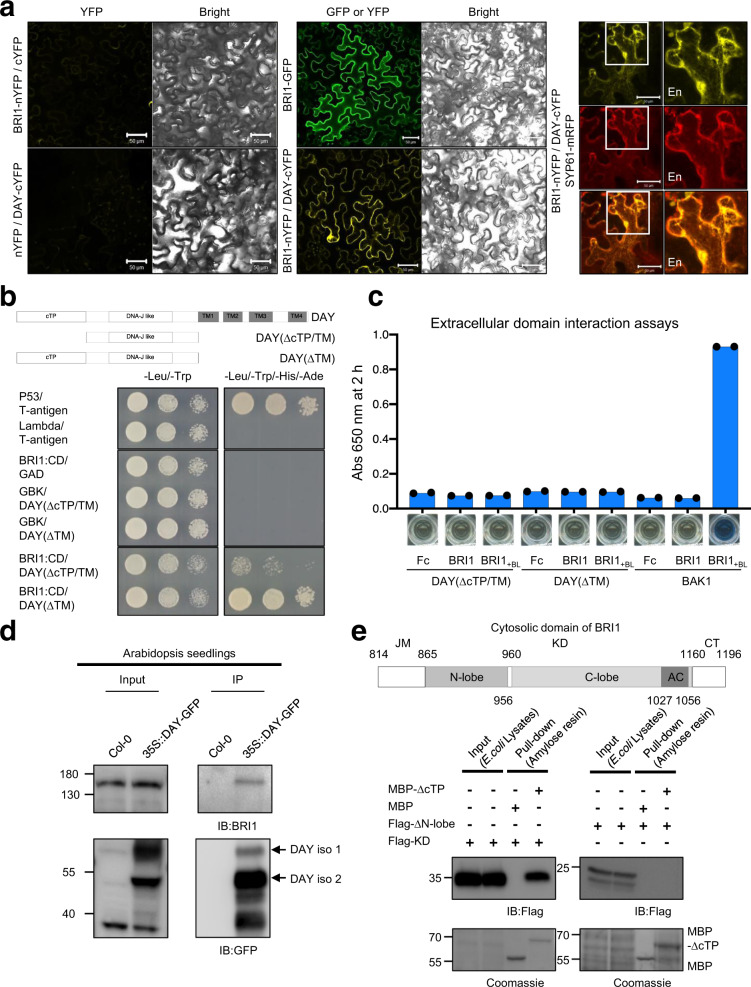
DAY directly interacts with BRI1. **a** DAY interacts with BRI1 in TGN/EE and plasma membrane. BiFC between BRI1-nYFP and DAY-cYFP results in yellow fluorescence, suggesting protein interaction in vivo (middle, lower panel). BiFC fluorescence was compared with SYP61-mRFP fluorescence, which marks the TGN/EE (right panel). *N. benthamiana* epidermal cells were observed two days after agroinfiltration. Enlarged views of the *boxed* areas are shown (*En*). Scale bar, 50 µm. **b** DAY directly interacts with the BRI1 cytosolic domain. Yeast two-hybrid assays suggest that both DAY deletion variants (∆cTP/TM and ∆TM) interact with the cytosolic domain of BRI1. The p53/T-antigen and Lambda/T-antigen combinations were used as positive and negative controls, respectively. CD, the cytosolic domain; ∆TM, deletions of all four TMs. **c** Extracellular domain interaction assays show that neither of the DAY deletion variants, ΔcTP/TM and ΔcTP, interact with the extracellular domain of BRI1. DAY variants and the extracellular domain of BRI1 are expressed as prey and bait, respectively. The prey was fused with alkaline phosphatase (AP) and the bait with the fragment crystallizable region (Fc) from the tail region of the antibody. BAK1/BRI1 with brassinolide (+BL) was used as a positive control. (*n* = 2 technical replicates) **d** Co-immunoprecipitation shows that DAY interacts with BRI1. Total *Arabidopsis* seedling proteins were immunoprecipitated with GFP-Trap Agarose, and co-immunoprecipitated proteins were detected using the anti-BRI1 antibody. Two isoforms of DAY protein, DAY iso1, and iso2, are indicated. **e** Deletion of the N-terminal lobe in the BRI1 kinase domain reduces its binding affinity for DAY. *Upper panel*; diagram of the cytosolic domain of BRI1. JM juxta-membrane domain, KD kinase domain, CT C-terminal tail, N-lobe N-terminal lobe, C-lobe C-terminal lobe, AC activation loop. Amino acid residue numbers are indicated. *Lower panel*; lysates of *E. coli* cells expressing the Flag-tagged KD of BRI1 (Flag-KD) or the Flag-tagged KD of BRI1 lacking the N-terminal lobe (Flag-∆N-lobe) were incubated with MBP or MBP-∆cTP DAY (MBP-∆cTP) immobilized on amylose agarose resins. Eluates were analyzed by immunoblotting with anti-Flag antibody or Coomassie staining.

To confirm the interaction between full-length BRI1 and DAY in vivo, we performed co-immunoprecipitation assays using total proteins from transgenic 35S::DAY-GFP *Arabidopsis* seedlings with WT (Col-0) as control (Fig. 5d). DAY-GFP protein was pulled-down by GFP-Trap Agarose. Then immunoblotting with anti-BRI1 antibody detected native BRI1 protein as co-immunoprecipitates, suggesting in vivo interactions between BRI1 and DAY.

To determine which cytosolic region of BRI1 interacts with DAY, we performed in vitro binding assays. The cytosolic domain of BRI1 consists of the (i) juxta-membrane domain (JM), (ii) kinase domain (KD), which contains an N-terminal lobe (N-lobe), C-terminal lobe (C-lobe), and activation loop (AC), and (iii) C-terminal tail (CT) (Fig. 5e). Immobilized Flag-BRI1 KD with either the JM or CT domain, as well as the full-length cytosolic domain of BRI1, pulled-down MBP-DAY (Supplementary Fig. 20c). To examine the region of the BRI1 KD responsible for binding DAY, we performed in vitro binding assays using purified BRI1 KD (Flag-KD) or BRI1 KD without the N-lobe (Flag-▵N-lobe) and recombinant MBP-▵cTP or MBP. Deletion of the N-lobe from the BRI1 KD significantly reduced the interaction with MBP-▵cTP, suggesting the importance of the N-lobe sequence for the interaction (Fig. 5e). Together, these results suggest that the N-lobe of BRI1 KD and the cTP of DAY may be critical for interactions between DAY and BRI1 KD.

## Discussion

In this study, we show that DAY is a chaperone-like protein that may stabilize BRI1 and POR. Through deletion analysis, we find that DAY localizes to the chloroplast through its cTP and to the endomembrane via its first transmembrane domain. DAY also has a DnaJ-like domain with a holdase activity that prevents protein aggregation in vitro. Despite the importance of the DnaJ-like domain, there is a possibility that other regions of DAY protein may also be required for its substrate-stabilizing activity in vivo. Our results demonstrate that DAY regulates photomorphogenesis through two different pathways: BR signaling and chlorophyll biogenesis. These findings uncover an unexpected link between BR signaling and chloroplast development. While some proteins have been shown to be transported to the chloroplast via the secretory pathway, this is, to our knowledge, the first evidence that such a protein functions in both subcellular compartments^36,37^.

We previously reported that CPP1 not only protects POR from photo-oxidative damage but may also contributes to anchoring POR to the thylakoid and envelope membrane^26^. However, salt extraction experiments indicated that CPP1 is not as tightly bound to the chloroplast membranes as would be expected for an intrinsic membrane protein, given that CPP1 has four transmembrane domains^27^. DAY may play a role in anchoring POR to the thylakoid and envelope membrane together with CPP1 (Fig. 3a). Indeed, BiFC showed that the majority of the interactions between CPP1 and DAY occur in the chloroplast envelope membrane (Fig. 3d). Monitoring POR protein aggregation revealed that a 2 fold-higher molar ratio of CPP1 is required to protect POR from oxidative stress^26^. POR is the most abundant protein within PLB in etioplasts^3,25^, suggesting that another factor or protein also protects POR from photo-oxidative stress upon illumination. DAY may work together synergistically with CPP1 to protect POR.

The most well-described chaperone for kinase is the Hsp90–Cdc37 (chaperone-cochaperone) pair in animals, which interacts with diverse kinases^38^. A deletion study of lymphocyte-specific protein tyrosine kinase showed that the Hsp90–Cdc37 pair binds to the N-lobe of the kinase domain^39^. Chaperone seems to bind to the intrinsically unstable N-lobe, stabilizing its substrate^38^. In some kinases, e.g., C-Jun N-terminal kinases, the N-lobe can be stabilized by a polypeptide motif within the same protein^40^. Caplan et al. ^38^ demonstrated that the stability of the N-lobe determines whether kinases interact with chaperones. Indeed, the crystal structure of the phosphorylated BRI1 kinase domain revealed that phosphorylation of Thr872 within the N-lobe of BRI1, which is essential for kinase activity^33^, hindered crystallization. They were only able to obtain crystals after mutating Thr872 to alanine^41^, indicating that phosphorylated BRI1 may be intrinsically unstable. Furthermore, DAY binds to BRI1 mainly via the N-lobe of its kinase domain (Fig. 5e). In contrast, LORELEI-LIKE GLYCOSYL PHOSPHATIDYL INOSITOL-ANCHORED PROTEIN 1 (LLG1) acts as a chaperone that delivers the receptor-like kinase FERONIA (FER) to the plasma membrane by interacting with its extracellular domain. In the *llg1-2* mutant, FER fails to reach the plasma membrane and remains trapped in the ER^42^, similar to our observation that BRI1 fails to reach the plasma membrane in *DAYi* (Fig. 4a). Collectively, we propose that the N-lobe in the BRI1 kinase domain is intrinsically unstable, and that DAY may serve as a chaperone to stabilize it.

Looking back at the incredible stress placed on a seedling exposed to light for the first time, we favor a model in which DAY mediates photomorphogenic development directly in both the endomembrane system and chloroplasts (Figs. 1g and 6). In this way, a plant can initiate a rapid and harmonized response to the first exposure, and then adjust to the ambient light environment as it adapts. A similar model has been proposed for the orchestrated action of the nuclear- and chloroplast-localized protein HEMERA (HMR) during photomorphogenesis. Nuclear HMR is required for the proteolysis of PHYA, PIF1, and PIF3, while chloroplast HMR directly regulates the expression of photosynthetic genes as a transcriptional regulator^43–47^.

**Fig. 6:**
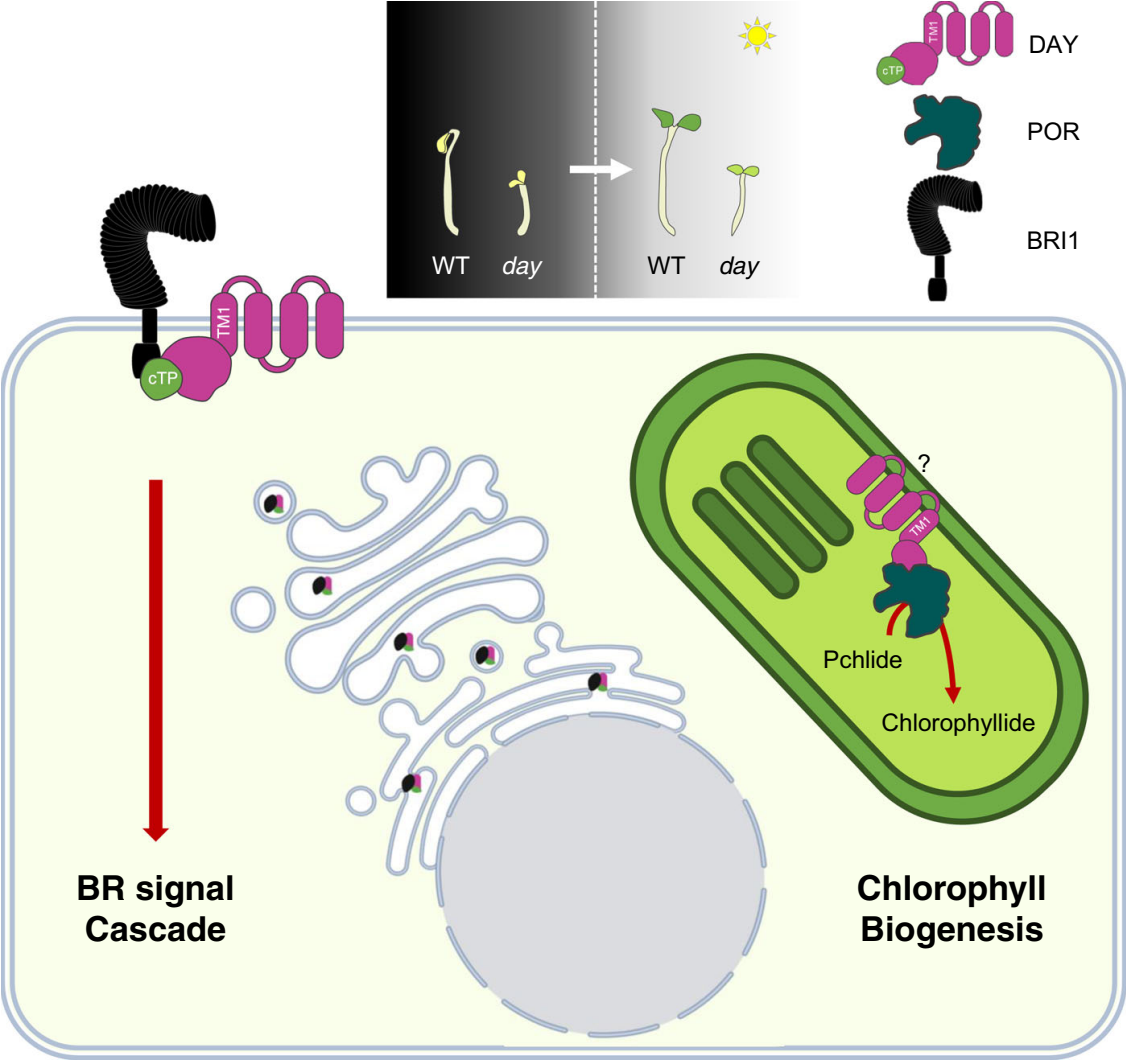
A model for stabilization of BRI1 and POR by DAY in different subcellular compartments. DAY binds to and stabilizes BRI1 and POR in the endomembrane system and chloroplast, respectively. The cTP sequence is sufficient to transfer DAY to the inner envelope membrane of chloroplast and the first transmembrane domain is required for DAY localization in ER, TGN/EE, and plasma membrane. DAY-mediated BR signaling and chlorophyll biosynthesis are essential for photomorphogenesis. The illustration of nuclear envelope-ER-Golgi is purchased from Biorender.

The transition from skotomorphogenesis to photomorphogenesis is a dramatic developmental change that entails transcriptional changes in one-third of all genes, as seen in 9216 expressed sequence tag analysis^48^. This developmental transition is critical; since dark-germinating seedlings have limited energy reserves, they must transition to photosynthetic autotrophy as quickly as possible when provided with light. Morphological and biochemical changes become obvious within 6 h of light exposure^1,2,22^ and analysis of light-regulated genes found that more than 26 cellular pathways are affected^48^. Indeed, the mechanism we have uncovered, where a single protein simultaneously regulates multiple pathways in different subcellular compartments, would explain this fast, efficient transition occurring in the cell. Moreover, there is an obvious biological advantage to have a single protein localized to multiple compartments, since the number of genes that provide the same function in different subcellular compartments can be reduced, and the switch can be easily coordinated. For example, about 100 proteins are localized to both the mitochondria and chloroplasts, where many of them provide similar functions, such as organellar DNA replication and protein synthesis^49^. DAY may have been co-opted to regulate morphogenetic change and chloroplast development through BR signaling and chlorophyll biogenesis, respectively. It is interesting to note that a homolog of the higher-plant DAY/CDF family genes has been found in cyanobacteria^26^. The ubiquitous presence of DAY across the plant kingdom and cyanobacteria suggests an essential role for DAY in light-regulated development.

## Methods

### Plant materials and growth conditions

The *A. thaliana* Col-0 accession was used throughout this study, except for the *bri1-5* mutant which is in the Ws-2 background. *A. thaliana* and *N. benthamiana* plants were grown in a growth room at 22 °C under 16h-light/8h-dark (long day) conditions. To grow seedlings, seeds were surface-sterilized and grown on plates with 1/2 Murashige and Skoog (MS) with 1% sucrose and 0.8% phyto agar at 22 °C under long-day conditions.

### Plasmid construction

All plasmids were constructed using PCR-based conventional cloning or the Gateway system (Invitrogen^TM^;TOPO™ TA Cloning™ or GreenGate). Detailed information is listed in Supplementary Data 1.

### Silique clearing

Mature siliques were fixed overnight in ethanol:acetic acid (3:1) solution at room temperature. The next day, siliques were cleared with modified Hoyer’s solution (200% chloral hydrate and 20% glycerol in Mono Q). Siliques were mounted in solution on a slide-glass and observed with a LEICA M165 FC. Representative pictures of siliques were taken with a LEICA DFC 7000T.

### *Agrobacterium tumefaciens*-mediated transient expression

*Agrobacterium* C58C1 strains containing various expression constructs were resuspended to OD600 = 1 in MES buffer (10 mM MES, pH 7.5, 10 mM MgSO_4_, and 200 μM acetosyringone) after overnight culture. After 2–3 h incubation at room temperature, the suspension was infiltrated into *N. benthamiana* leaves. *Agrobacterium* C58C1 carrying the 35S::p19 constructs was co-infiltrated to enhance expression. Leaves were subjected to immunoblotting or analyzed by confocal microscopy 3 days after infiltration.

### Co-immunoprecipitation assays and immunoblotting

For *N. benthamiana*, samples were prepared by grinding leaves in liquid nitrogen and immediately extracted with Co-immunoprecipitation (co-IP) buffer (50 mM Tris–HCl pH 7.5, 150 mM NaCl, 10% glycerol, 5 mM dithiothreitol, 2 mM Na_2_MoO_4_, 2.5 mM NaF, 1.5 mM activated Na_3_VO_4_, 1 mM phenylmethanesulfonyl fluoride (PMSF), 1% IGEPAL, and cOmplete™ Protease Inhibitor Cocktail (Roche)). Immunoblotting was performed as previously described^26^.

For *Arabidopsis*, 7 days old seedlings were used for co-IP. Total proteins for each sample were incubated with 15 µl of GFP-Trap Agarose^®^ (GFP Nanobody coupled to agarose beads; Chromotek) 6 h in the cold room. GFP-Trap Agarose^®^ were washed with the co-IP buffer four times, then used for immunoblotting.

Anti-POR (1:1000), cpHSP70 (1:5000), and BRI1 (1:1000) antibodies were purchased from Agrisera (AS05 067, AS08 348, and AS12 1859). Anti-Flag (1:5000), α-Tubulin (1:5000), GST (1:5000), and MBP (1:5000) antibodies were purchased from Sigma-Aldrich (A8592, T6199, RPN1236, and M1321). Anti-GFP (1:1000) antibody was purchased from Miltenyi Biotec (130-091-833). Native DAY antibody, X-Q94C78-C (1:500), was purchased from AB-mart (http://www.ab-mart.com). X-Q94C78-C mouse monoclonal antibody gives raised with three amino acids from the C-terminal end of DAY protein sequence.

Peroxidase conjugated anti-Mouse (1:5000) and anti-Rabbit (1:10,000) secondary antibodies were purchased from Sigma-Aldrich (A9044 and A6154).

### Subcellular fractionation

Subcellular fractionation was performed as described^50^ with minor modification. 7-day old, light-grown seedlings were used for subcellular fractionation. After homogenization, 10 mL of isolation buffer (0.3 M sorbitol, 20 mM HEPES–KOH pH 8, 5 mM MgCl_2_, 5 mM EGTA, 5 mM EDTA) was added to the powder and vortexed for 10 s. Debris was removed using Miracloth and samples were centrifuged for 5 min at 4000 rpm. The resulting pellet was used for the isolation of intact chloroplasts. Pellets were resuspended in 2 mL isolation buffer and loaded onto 10 mL of a 30% percoll solution (percoll was diluted in isolation buffer) and centrifuged at 1800×*g* for 7 min. After elimination of the supernatant, the intact pellet was resuspended in 5 mL of import buffer (50 mM HEPES–KOH pH 8, 0.33 M sorbitol) and centrifuged at 1200×*g* for 5 min. The pellet was then dissolved in 1 mL import buffer and mixed with 5× SDS/PAGE sample buffer dye for further immunoblot analysis.

For isolation of a purified microsome fraction, 7-day old, light-grown seedlings were used. After homogenization, 2 mL of ice-cold sucrose buffer [20 mM Tris pH 8, 0.33 M Sucrose, 1 mM EDTA pH 8, protease inhibitor (Roche)] were added. Samples were centrifuged for 15 min at 5000×*g* at 4 °C. The supernatant was filtered through two layers of Miracloth and the centrifugation step was repeated until the supernatants were clear. The resulting total protein fractions were centrifuged at 4 °C for 60 min at 20,000×*g* to pellet microsomes. The pellet was resuspended in 100 µL of immunoprecipitation buffer (50 mM Tris pH 8, 150 mM NaCl, 1% Triton X-100) with extensive pipetting until the pellet was no longer visible and subsequently placed on a rotating wheel for 30 min at 4 °C. Samples were then pelleted for 10 min at 20,000×*g* at 4 °C. After this step, the supernatant was enriched in microsomal-associated proteins.

### Reverse transcription-quantitative PCR

Total RNA was extracted from seedlings or specific tissues using the Spectrum Plant Total RNA kit (Sigma Aldrich) or Universal RNA purification kit (Gene MATRIX). Total RNA was subjected to cDNA synthesis using the RevertAid First Strand cDNA synthesis kit (Thermo Fisher Scientific) or High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Reverse transcription-quantitative PCR was performed using the StepOnePlus Real-Time PCR system (Applied Biosystems) or LightCycler 96 (Roche) with SYBR green master mix. Transcription levels were normalized to that of PP2A A3 and are shown relative to the expression levels in indicated genotypes or treatment. Detailed information about primers is provided in Supplementary Data 2.

### Purification of recombinant proteins

Protein purification was performed as described^51^. DAY variants were cloned into a pMal-C2X vector (New England Biolabs) for MBP fusion and transformed into *E. coli* BL21 (DE3) cells. Cells were grown until they reached an OD600 between 0.6 and 0.8 in LB medium containing ampicillin (50 µg/mL) at 37 °C. 0.25 mM IPTG was then added and the cells were incubated for an additional 8 h for protein induction at 25 °C. MBP fusion proteins were purified with Amylose Resin (New England Biolabs) according to the manufacturer’s instructions with minor modification. A single buffer (20 mM Tris–HCl pH 7.5, 200 mM NaCl, 1% IGEPAL) was used throughout the purification procedure and proteins were eluted with elution buffer (20 mM Tris–HCl pH 7.5, 200 mM NaCl, 1% IGEPAL, 10 mM maltose). After purification, proteins were concentrated using Amicon Ultracel 30K (Millipore) according to the manufacturer’s instructions and maltose was removed by dialysis in either single buffer (20 mM Tris–HCl pH 7.5, 200 mM NaCl) or 50 mM HEPES–KOH pH 8.0 buffer for further analysis.

### In vitro binding assays

Bait proteins, immobilized on specific resin based on the corresponding protein tag, were incubated with *Escherichia coli* lysates expressing prey proteins in buffer (20 mM Tris–HCl pH 7.5, 200 mM NaCl, 10% glycerol, and 1% IGEPAL) for 1 h at room temperature. After washing four times (20 mM Tris–HCl pH 7.5, 200 mM NaCl, 10% glycerol, and 1% IGEPAL) on the resin, bound proteins were eluted with SDS sample buffer and subjected to immunoblotting.

### Measurement of chaperone activity

MDH (2 µM) was incubated in 50 mM HEPES–KOH pH 8.0 at 43 °C for 16 min with various concentrations of MBP-∆cTP DAY2 or 4 µM MBP-∆cTP/∆JL DAY or 10 µM BSA. Aggregation of MDH induced by heat was determined by following turbidity increase (*A*_340_) at 1-min intervals using a temperature-controlled spectrophotometer (DU800; Beckman).

### Virus-induced gene silencing

TRV2 vector carrying a fragment of DAY cDNA was used for VIGS in *Arabidopsis*. *Agrobacterium* harboring the TRV1 (pBINTRA) vector and *Agrobacterium* transformed with the cloned or empty TRV2 vector were cultured in LB medium supplemented with 10 mM MES–KOH pH 5.7 and 20 μM acetosyringone and grown overnight at 28 °C. Agrobacteria were harvested and resuspended in the infiltration buffer (10 mM MgCl_2_, 10 mM MES–KOH pH 5.7, and 200 μM acetosyringone). TRV2 and TRV1 agrobacteria were mixed at a 1:1 ratio with OD_600_ = 1 and incubated for 4 h, and then co-infiltrated into 10-day-old *Arabidopsis* seedlings. For *N. benthamiana* plants, VIGS was carried out with a similar method to *Arabidopsis* VIGS as described^26^. The sequence of *N. benthamiana* DAY is provided in Supplementary Data 3.

### Kinase assays

Kinase assays were performed as described^33^. Briefly, 40 μL reactions typically contained 0.1 mg/mL synthetic peptides, 1.0 μg of indicated proteins, and 0.1 mM [γ–^32^P]ATP in a buffer consisting of 50 mM MOPS [3-(*N*-morpholino) propane sulfonic acid], pH 7.5; 10 mM MgCl_2_, and 0.2 mM CaCl_2_. After 20 min incubation at 25 °C, 20 μL of the reaction was spotted on a 2 × 2 cm piece of P81 phosphocellulose paper. The paper was washed three times in 75 mM H_3_PO_4_ and then ^32^P incorporation into the peptide was determined by liquid scintillation counting. The Flag-BRI1 cytoplasmic domain was incubated with MBP or MBP-DAY 30 min before the assays. Kinase assays were performed with the BR13 peptide substrate (sequence: GRJKKIASVEJJK).

### Hypocotyl elongation measurement

These measurements were performed as described^52^. Briefly, sterilized seeds were plated on 1/2 MS with 1% sucrose and 0.8% phyto agar at 22 °C under long-day conditions. After 2 days of incubation at 4 °C, seedlings were irradiated with white light for 6 h to promote germination and then incubated in the dark. Hypocotyl lengths were measured using ImageJ software.

### Transcriptome analysis

RNA-seq was performed with Illumina Nextseq500. The Truseq-stranded mRNA prep kit (Illumina) was used for library preparation. The raw data were mapped and aligned with Tophat v2.0.13^53^, using the TAIR10 version of the *Arabidopsis* reference genome. Cuffdiff v2.2.0^54^ was used to identify differentially expressed genes (DEGs) using a threshold of fold change > 2. Gene set analysis was performed by calculating the enrichment of DEGs in Gene Ontology: Biological Process (GO:BP) terms^55^ with the Fisher’s exact test. The enrichment was considered significant if *P*-value ≤ 0.01 for each GO:BP term.

### Yeast two-hybrid

The cytosolic domain of BRI1 was introduced into pGBKT7. Two deletion constructs of DAY (∆cTP and ∆cTP/TM) were cloned into pGADT7. Various combinations of bait and prey plasmids were co-transformed into yeast (AH109). Yeast two-hybrid was performed according to the manufacturer’s instructions (Clontech). Interactions between BRI1 and DAY were defined by growth on SD/-Leu/-Trp/-His/-Ade media plates.

### Extracellular domain interaction assay

DAY deletion variants and the extracellular domain of BRI1 were expressed in S2 cells. DAY variants and the extracellular domain of BRI1 were cloned into pECIA2 as a prey tagged with AP and pECIA14 as a bait tagged with Fc, respectively. Protein A-coated wells were washed with phosphate-buffered saline (PBS) containing 0.1% Tween-20, and Fc-fusion proteins (bait) and AP-fusion proteins (prey) were then added prior to incubation overnight at 4 °C. Absorbance at 650 nm was measured at 2 h using a BioTek Synergy 4 with gen5 2.08 software by adding the BluePhos Phosphatase Substrate (Seracare Life Sciences) to each well.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Descriptions of Additional Supplementary Files

Supplementary data 1

Supplementary data 2

Supplementary data 3

Reporting Summary

## Data Availability

RNA sequencing data were deposited into the Gene Expression Omnibus database under accession number GSE177028 and the NCBI Sequence Read Archive under accession number SRP323708. Arabidopsis mutants and transgenic lines used in this study are available from the corresponding author upon reasonable request. The source data for all figures and Supplementary figures can be found in the Source Data file. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Xu, X., Paik, I., Zhu, L. & Huq, E. Illuminating progress in phytochrome-mediated light signaling pathways. *Trends Plant Sci.*10.1016/j.tplants.2015.06.010 (2015).10.1016/j.tplants.2015.06.01026440433

[2] Wu, S.-H. Gene expression regulation in photomorphogenesis from the perspective of the Central Dogma. *Annu. Rev. Plant Biol*. 10.1146/annurev-arplant-050213-040337 (2014).10.1146/annurev-arplant-050213-04033724779996

[3] Reinbothe, C. et al. Chlorophyll biosynthesis: spotlight on protochlorophyllide reduction. *Trends Plant Sci.*10.1016/j.tplants.2010.07.002 (2010).10.1016/j.tplants.2010.07.00220801074

[4] Wang, Z.-Y., Bai, M.-Y., Oh, E. & Zhu, J.-Y. Brassinosteroid signaling network and regulation of photomorphogenesis. *Annu. Rev. Genet*. 10.1146/annurev-genet-102209-163450 (2011).10.1146/annurev-genet-102209-16345023020777

[5] Singh, A. P. & Savaldi-Goldstein, S. Growth control: brassinosteroid activity gets context. *J. Exp. Bot.*10.1093/jxb/erv026 (2015).10.1093/jxb/erv02625673814

[6] Chory, J., Nagpal, P. & Peto, C. A. Phenotypic and genetic analysis of det2, a New mutant that affects light-regulated seedling development in *Arabidopsis*. *Plant Cell*10.2307/3869351 (2007).10.1105/tpc.3.5.445PMC16001312324600

[7] Clouse, S. D., Langford, M. & McMorris, T. C. A brassinosteroid-insensitive mutant in *Arabidopsis thaliana* exhibits multiple defects in growth and development. *Plant Physiol*. 10.1104/pp.111.3.671 (2002).10.1104/pp.111.3.671PMC1578828754677

[8] Li, J., Nagpal, P., Vitart, V., McMorris, T. C. & Chory, J. A role for brassinosteroids in light-dependent development of *Arabidopsis*. *Science (80-.)*. 10.1126/science.272.5260.398 (1996).10.1126/science.272.5260.3988602526

[9] Belkhadir, Y. & Jaillais, Y. The molecular circuitry of brassinosteroid signaling. *New Phytol*. 10.1111/nph.13269 (2015).10.1111/nph.1326925615890

[10] Russinova, E. et al. The clathrin adaptor complex AP-2 mediates endocytosis of BRASSINOSTEROID INSENSITIVE1 in *Arabidopsis*. *Plant Cell*10.1105/tpc.113.114058 (2013).10.1105/tpc.113.114058PMC378459323975899

[11] Zhou, J. et al. Regulation of Arabidopsis brassinosteroid receptor BRI1 endocytosis and degradation by plant U-box PUB12/PUB13-mediated ubiquitination. *Proc. Natl. Acad. Sci*. *USA*10.1073/pnas.1712251115 (2018).10.1073/pnas.1712251115PMC582857829432171

[12] Hong, Z., Jin, H., Tzfira, T. & Li, J. Multiple mechanism-mediated retention of a defective brassinosteroid receptor in the endoplasmic reticulum of *Arabidopsis*. *PLANT CELL ONLINE*10.1105/tpc.108.061879 (2008).10.1105/tpc.108.061879PMC263044619060110

[13] Irani, N. G. et al. Fluorescent castasterone reveals BRI1 signaling from the plasma membrane. *Nat. Chem. Biol*. 10.1038/nchembio.958 (2012).10.1038/nchembio.95822561410

[14] Martins, S. et al. Internalization and vacuolar targeting of the brassinosteroid hormone receptor BRI1 are regulated by ubiquitination. *Nat. Commun*. 10.1038/ncomms7151 (2015).10.1038/ncomms7151PMC471303225608221

[15] Geldner, N., Hyman, D. L., Wang, X., Schumacher, K. & Chory, J. Endosomal signaling of plant steroid receptor kinase BRI1. *Genes Dev*. 10.1101/gad.1561307 (2007).10.1101/gad.1561307PMC189946817578906

[16] Yin, Y. et al. BES1 accumulates in the nucleus in response to brassinosteroids to regulate gene expression and promote stem elongation. *Cell*. **109**, 181–191 (2002).10.1016/s0092-8674(02)00721-312007405

[17] Wang, Z. Y. et al. Nuclear-localized BZR1 mediates brassinosteroid-induced growth and feedback suppression of brassinosteroid biosynthesis. *Dev. Cell*10.1016/S1534-5807(02)00153-3 (2002).10.1016/s1534-5807(02)00153-311970900

[18] He, J.-X., Gendron, J. M., Yang, Y., Li, J. & Wang, Z.-Y. The GSK3-like kinase BIN2 phosphorylates and destabilizes BZR1, a positive regulator of the brassinosteroid signaling pathway in *Arabidopsis*. *Proc. Natl. Acad. Sci. USA*10.1073/pnas.152342599 (2002).10.1073/pnas.152342599PMC12664512114546

[19] Sun, Y. et al. Integration of Brassinosteroid signal transduction with the transcription network for plant growth regulation in *Arabidopsis*. *Dev. Cell*10.1016/j.devcel.2010.10.010 (2010).10.1016/j.devcel.2010.10.010PMC301884221074725

[20] Oh, E., Zhu, J. Y. & Wang, Z. Y. Interaction between BZR1 and PIF4 integrates brassinosteroid and environmental responses. *Nat. Cell Biol*. 10.1038/ncb2545 (2012).10.1038/ncb2545PMC370345622820378

[21] Pedmale, U. V. et al. Cryptochromes interact directly with PIFs to control plant growth in limiting blue light. *Cell*10.1016/j.cell.2015.12.018 (2016).10.1016/j.cell.2015.12.018PMC472156226724867

[22] Lau, O. S. & Deng, X. W. The photomorphogenic repressors COP1 and DET1: 20 years later. *Trends Plant Sci.*10.1016/j.tplants.2012.05.004 (2012).10.1016/j.tplants.2012.05.00422705257

[23] Liu, H., Liu, B., Zhao, C., Pepper, M. & Lin, C. The action mechanisms of plant cryptochromes. *Trends Plant Sci.*10.1016/j.tplants.2011.09.002 (2011).10.1016/j.tplants.2011.09.002PMC327781721983106

[24] Reinbothe, S., Reinbothe, C., Holtorf, H. & Apel, K. Two NADPH:protochlorophyllide oxidoreductases in Barley: evidence for the selective disappearance of PORA during the light-induced greening of etiolated seedlings. *Plant Cell*10.2307/3870200 (2007).10.1105/tpc.7.11.1933PMC16105112242364

[25] Masuda, T. & Takamiya, K. I. Novel insights into the enzymology, regulation and physiological functions of light-dependent protochlorophyllide oxidoreductase in angiosperms. *Photosynth. Res.*10.1023/B:PRES.0000028392.80354.7c (2004).10.1023/B:PRES.0000028392.80354.7c16328844

[26] Lee, J.-Y. et al. Cell growth defect Factor1/CHAPERONE-LIKE PROTEIN OF POR1 plays a role in stabilization of light-dependent protochlorophyllide oxidoreductase in *Nicotiana benthamiana* and *Arabidopsis*. *Plant Cell*10.1105/tpc.113.111096 (2013).10.1105/tpc.113.111096PMC387782124151298

[27] Reinbothe, S., Gray, J., Rustgi, S., von Wettstein, D. & Reinbothe, C. Cell growth defect factor 1 is crucial for the plastid import of NADPH:protochlorophyllide oxidoreductase A in *Arabidopsis thaliana*. *Proc. Natl. Acad. Sci*. *USA*10.1073/pnas.1506339112 (2015).10.1073/pnas.1506339112PMC442640725901327

[28] Kawai-Yamada, M. et al. A novel arabidopsis gene causes Bax-like lethality in *Saccharomyces cerevisiae*. *J. Biol. Chem*. 10.1074/jbc.M509632200 (2005).10.1074/jbc.M50963220016192270

[29] Cui, M. H. et al. An arabidopsis cell growth defect factor-related protein, CRS, promotes plant senescence by increasing the production of hydrogen peroxide. *Plant Cell Physiol*. 10.1093/pcp/pcs161 (2013).10.1093/pcp/pcs16123220690

[30] Rajan, V. B. V. & D’Silva, P. *Arabidopsis thaliana* J-class heat shock proteins: cellular stress sensors. *Funct. Integr. Genom.*10.1007/s10142-009-0132-0 (2009).10.1007/s10142-009-0132-019633874

[31] Qiu, X. B., Shao, Y. M., Miao, S. & Wang, L. The diversity of the DnaJ/Hsp40 family, the crucial partners for Hsp70 chaperones. *Cell. Mol. Life Sci.*10.1007/s00018-006-6192-6 (2006).10.1007/s00018-006-6192-6PMC1113620916952052

[32] Oh, M.-H. et al. Recombinant Brassinosteroid Insensitive 1 receptor-like kinase autophosphorylates on serine and threonine residues and phosphorylates a conserved peptide motif in vitro. *Plant Physiol*. 10.1104/pp.124.2.751 (2000).10.1104/pp.124.2.751PMC5918011027724

[33] Oh, M.-H., Clouse, S. D. & Huber, S. C. Tyrosine phosphorylation of the BRI1 receptor kinase occurs via a post-translational modification and is activated by the juxtamembrane domain. *Front. Plant Sci*. 10.3389/fpls.2012.00175(2012).10.3389/fpls.2012.00175PMC341387622891071

[34] Zhang, X. et al. A temperature-sensitive misfolded bri1-301 receptor requires its kinase activity to promote growth 1[open]. *Plant Physiol*. 10.1104/pp.18.00452 (2018).10.1104/pp.18.00452PMC628874030333151

[35] Smakowska-Luzan, E. et al. An extracellular network of *Arabidopsis* leucine-rich repeat receptor kinases. *Nature*10.1038/nature25184 (2018).10.1038/nature25184PMC648560529320478

[36] Baslam, M., Oikawa, K., Kitajima-Koga, A., Kaneko, K. & Mitsui, T. Golgi-to-plastid trafficking of proteins through secretory pathway: insights into vesicle-mediated import toward the plastids. *Plant Signal. Behav*. 10.1080/15592324.2016.1221558 (2016).10.1080/15592324.2016.1221558PMC505845927700755

[37] Villarejo, A. et al. Evidence for a protein transported through the secretory pathway en route to the higher plant chloroplast. *Nat. Cell Biol*. 10.1038/ncb1330 (2005).10.1038/ncb133016284624

[38] Caplan, A. J., Mandal, A. K. & Theodoraki, M. A. Molecular chaperones and protein kinase quality control. *Trends Cell Biol.*10.1016/j.tcb.2006.12.002 (2007).10.1016/j.tcb.2006.12.00217184992

[39] Prince, T. & Matts, R. L. Definition of protein kinase sequence motifs that trigger high affinity binding of Hsp90 and Cdc37. *J. Biol. Chem*. 10.1074/jbc.M406882200 (2004).10.1074/jbc.M40688220015258137

[40] Prince, T. & Matts, R. L. Exposure of protein kinase motifs that trigger binding of Hsp90 and Cdc37. *Biochem. Biophys. Res. Commun*. 10.1016/j.bbrc.2005.10.100 (2005).10.1016/j.bbrc.2005.10.10016269130

[41] Bojar, D. et al. Crystal structures of the phosphorylated BRI1 kinase domain and implications for brassinosteroid signal initiation. *Plant J*. 10.1111/tpj.12445 (2014).10.1111/tpj.12445PMC426008924461462

[42] Li, C. et al. Glycosylphosphatidylinositol-anchored proteins as chaperones and co-receptors for FERONIA receptor kinase signaling in Arabidopsis. *Elife*10.7554/eLife.06587 (2015).10.7554/eLife.06587PMC445884226052747

[43] Chen, M. et al. Arabidopsis HEMERA/pTAC12 Initiates photomorphogenesis by phytochromes. *Cell*10.1016/j.cell.2010.05.007 (2010).10.1016/j.cell.2010.05.007PMC293568520603003

[44] Galvão, R. M. et al. Photoactivated phytochromes interact with HEMERA and promote its accumulation to establish photomorphogenesis in *Arabidopsis*. *Genes Dev*. 10.1101/gad.193219.112 (2012)10.1101/gad.193219.112PMC342676322895253

[45] Qiu, Y. et al. Hemera couples the proteolysis and transcriptional activity of phytochrome interacting actors in arabidopsis photomorphogenesis. *Plant Cell*10.1105/tpc.114.136093 (2015).10.1105/tpc.114.136093PMC445664225944101

[46] Nevarez, P. A. et al. Mechanism of dual targeting of the phytochrome signaling component HEMERA/pTAC12 to plastids and the nucleus. *Plant Physiol*. 10.1104/pp.16.00116 (2017).10.1104/pp.16.00116PMC537305328232584

[47] Qiu, Y., Li, M., Kim, R. J. A., Moore, C. M. & Chen, M. Daytime temperature is sensed by phytochrome B in *Arabidopsis* through a transcriptional activator HEMERA. *Nat. Commun*. 10.1038/s41467-018-08059-z (2019).10.1038/s41467-018-08059-zPMC632981730635559

[48] Ma, L. et al. Light control of *Arabidopsis* development entails coordinated regulation of genome expression and cellular pathways. *Plant Cell*10.2307/3871521 (2001).10.1105/tpc.010229PMC13947511752374

[49] Carrie, C. & Small, I. A reevaluation of dual-targeting of proteins to mitochondria and chloroplasts. *Biochim. Biophys. Acta*10.1016/j.bbamcr.2012.05.029 (2013).10.1016/j.bbamcr.2012.05.02922683762

[50] Mehrshahi, P. et al. Transorganellar complementation redefines the biochemical continuity of endoplasmic reticulum and chloroplasts. *Proc. Natl. Acad. Sci. USA*10.1073/pnas.1306331110 (2013).10.1073/pnas.1306331110PMC371816023818635

[51] Lee, D. H., Park, S. J., Ahn, C. S. & Pai, H. S. MRF family genes are involved in translation control, especially under energy-deficient conditions, and their expression and functions are modulated by the TOR signaling pathway. *Plant Cell*10.1105/tpc.17.00563 (2017).10.1105/tpc.17.00563PMC572813429084871

[52] Belkhadir, Y. et al. Brassinosteroids modulate the efficiency of plant immune responses to microbe-associated molecular patterns. *Proc. Natl. Acad. Sci. USA*10.1073/pnas.1112840108 (2012).10.1073/pnas.1112840108PMC325295322087001

[53] Trapnell, C., Pachter, L. & Salzberg, S. L. TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics*10.1093/bioinformatics/btp120 (2009).10.1093/bioinformatics/btp120PMC267262819289445

[54] Trapnell, C. et al. Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nat. Biotechnol*. 10.1038/nbt.1621 (2010).10.1038/nbt.1621PMC314604320436464

[55] Blake, J. A. et al. Gene ontology consortium: going forward. *Nucleic Acids Res*. 10.1093/nar/gku1179 (2015).10.1093/nar/gku1179PMC438397325428369

# Supplementary material for: Chaperone-like protein DAY plays critical roles in photomorphogenesis
**Source:** Nat Commun. 2021 Jul 7;12:4194. doi: 10.1038/s41467-021-24446-5
**Supplement:** Supplementary file 1 — Supplementary Information

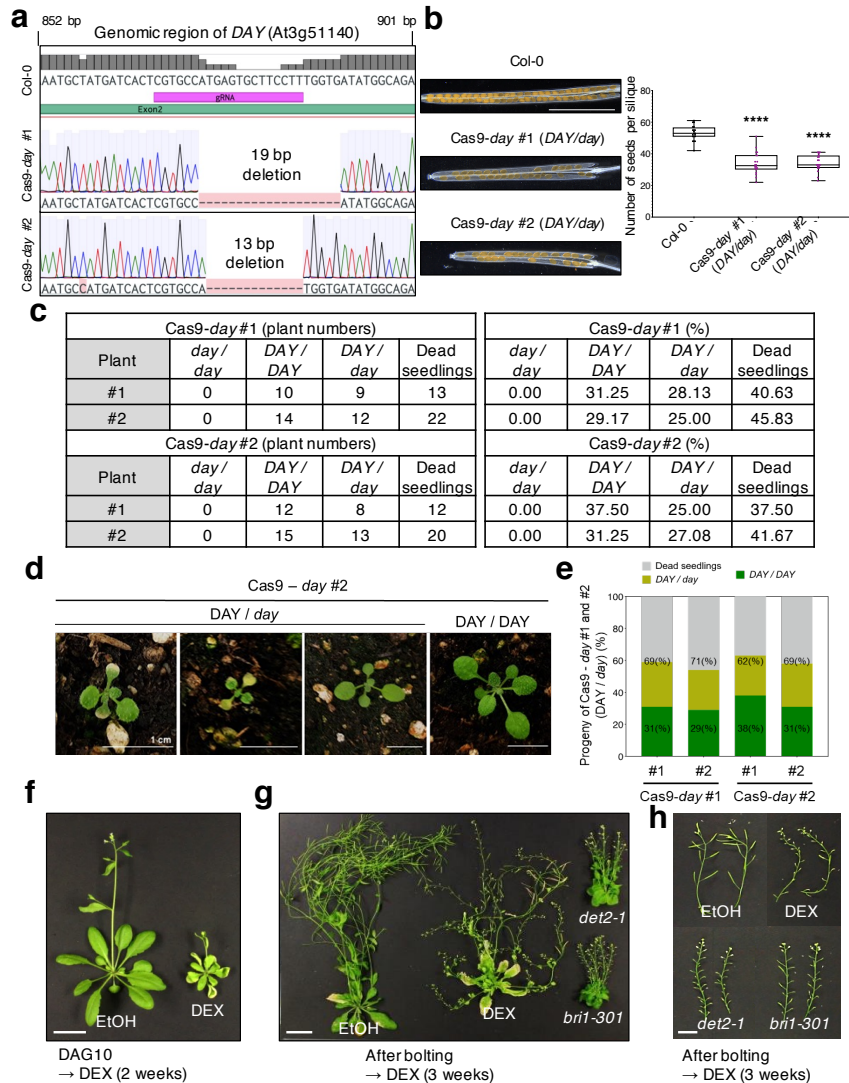

Supplementary Fig. 1 Characterization of CRISPR/Cas9-*day* mutant lines and analyses of the phenotypes after knockdown of *DAY*. **a**, The overview of CRISPR/Cas9-mediated *day* mutant (Cas9-*day*) #1 and #2 lines. The panel shows the sequence chromatograms taken from Benchling. **b**, Seeds counting of CRISPR/Cas9-*day* mutants. The left panel shows representative pictures of siliques after clearing with Hoyer's solution. Scale bar: 1 cm. The right panel shows quantification of seed numbers per silique. Dots represent individual observations. Twenty siliques were examined for each genotype. Statistical significance was determined by one-way ANOVA, Dunnett's multiple comparisons test ****, $P < 0.0001$. **c**, Progeny analysis of CRISPR/Cas9-*day* mutants. Notably, the *day/day* genotype was missing among the progeny. **d**, Representative phenotypes of the *DAY/day* heterozygous mutant plants, compared with the *DAY/DAY* phenotypes. **e**, The abundance of *DAY/DAY*, *DAY/day*, and perished seedlings in the progeny of Cas9-*day* (*DAY/day*) was quantified as a percentage of their total numbers. The % values in the middle of the graph are the total of the percentages of the *DAY/day* and perished seedlings. **f**, **g**, *Arabidopsis* Dexamethasone (DEX)-inducible *DAY*RNAi plants (*DAY**i*) exhibit growth retardation, leaf yellowing, short petioles, and retarded silique growth upon DEX treatment. Plants were grown in soil for 10 days (**f**) or until bolting (**g**), and were then sprayed with either ethanol or 1 μ M DEX for two (**f**) or three weeks (**g**). Scale bar, 3 cm. **h**, Morphology of silique growth in *DAY**i* plants mimics those of BR biosynthesis (*det2-1*) and receptor (*bri1-301*) mutants. Scale bar: 1 cm.

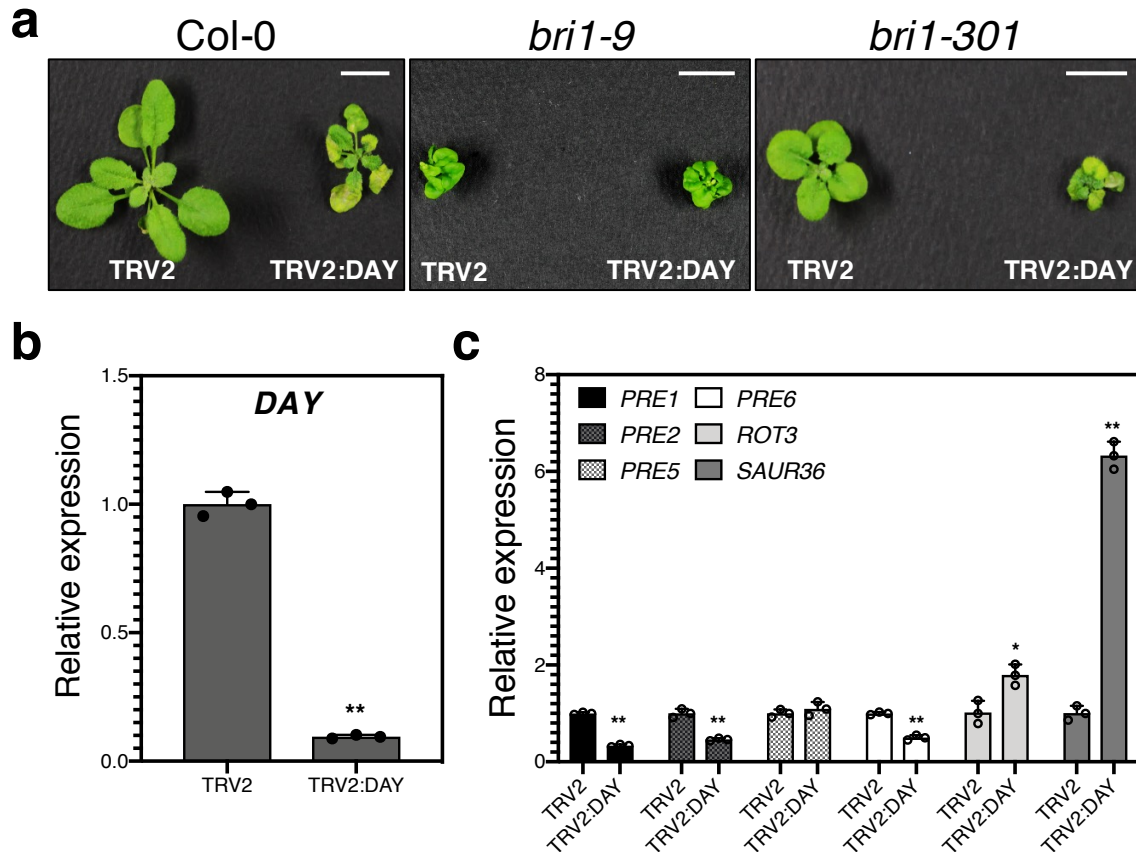

Supplementary Fig. 2 Reduction of *DAY* in Col-0 and *bri1-301*, but not *bri1-9*, caused growth retardation and leaf yellowing. **a**, Phenotypes of *DAY* VIGS in *Arabidopsis*. *Arabidopsis* WT (Col-0; 6-leaf stage), *bri1-9* (4-leaf stage) and *bri1-301* (4-leaf stage) plants were subjected to VIGS. The *bri1-9* allele carries a mutation in the BRI1 extracellular domain (S662F), and *bri1-301* is a weak mutant allele with a mutation in the kinase domain (G989I)^{1,2}. VIGS-mediated knockdown of *DAY* in the WT and *bri1-301* backgrounds, but not in *bri1-9*, caused growth retardation, including extremely short petioles and leaf yellowing, when compared with the VIGS vector control (TRV2). For VIGS, the *DAY* cDNA fragment (436 bp; nucleotide residues 401–837) was cloned into the VIGS vector pTRV2 and *Arabidopsis* plants were infiltrated with *Agrobacterium* containing the TRV2 or TRV2:DAY constructs. Plants were photographed 2 weeks after infiltration. Scale bar, 1 cm. **b**, **c**, RT-qPCR analysis of *DAY* transcript levels (**b**) and BR-related genes (**c**) in *DAY* VIGS plants. The expression levels of the BR-induced genes *PRE1*, *PRE2*, and *PRE6* decreased, while expression of the BR-repressed genes *ROT3* and *SAUR36* increased. Transcript levels were normalized to *PP2A A3* mRNA and expressed relative to those of the TRV2 control. Error bars indicate SD from three technical replicates. Asterisks denote statistical significance of the differences between TRV2 and TRV2:DAY based on unpaired, two-tailed Student's t-test. *, $P \leq 0.05$ and **, $P \leq 0.01$.

1. Noguchi, T. *et al.* Brassinosteroid-Insensitive Dwarf Mutants of *Arabidopsis* Accumulate Brassinosteroids. *Plant Physiol.* (1999). doi:10.1104/pp.121.3.743
2. Xu, W., Huang, J., Li, B., Li, J. & Wang, Y. Is kinase activity essential for biological functions of BRI1? *Cell Res.* (2008). doi:10.1038/cr.2008.36

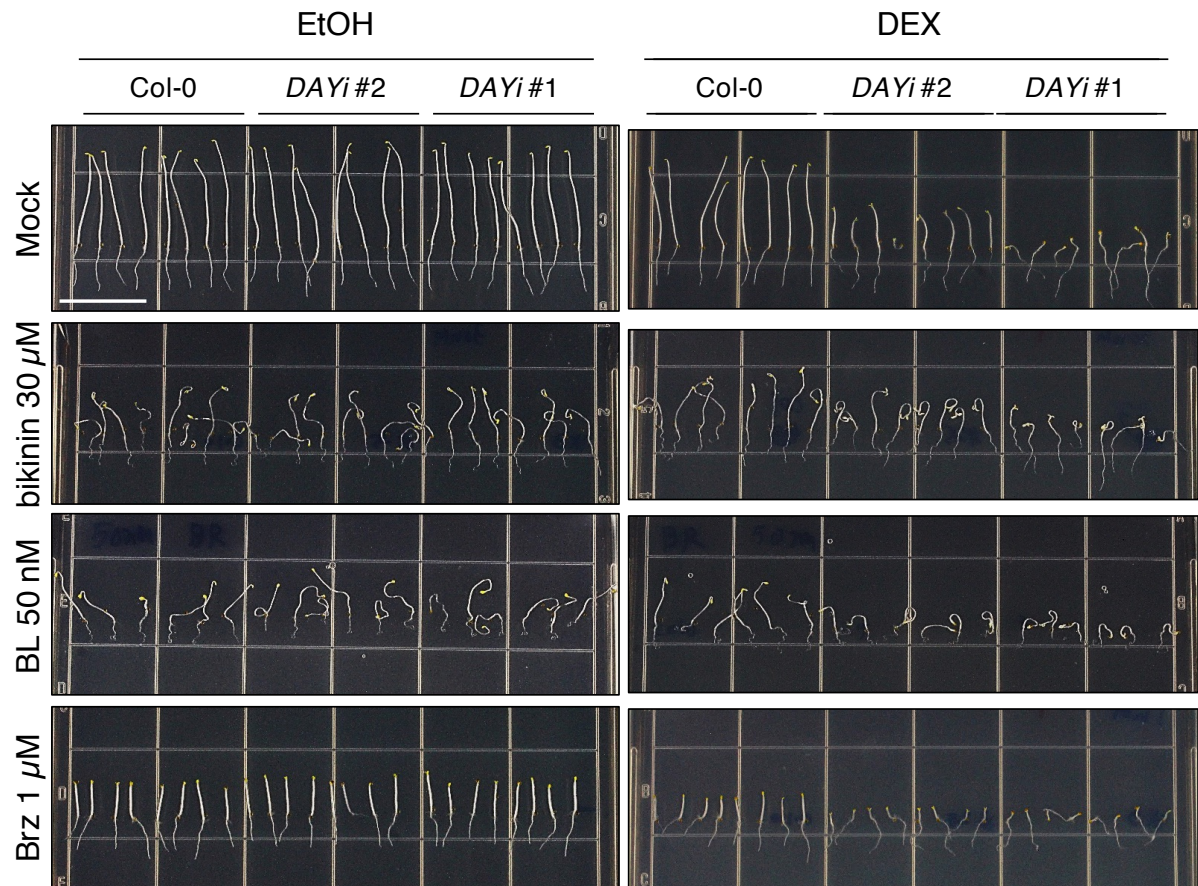

Supplementary Fig. 3 *DAY* promotes BR signaling in the dark. Seedlings were grown in the dark for 5 days on medium containing ethanol (EtOH) or 1 μ M DEX (DEX) with 30 μ M bikinin, 50 nM BL, or 1 μ M BR biosynthesis inhibitor brassinazole (Brz). Scale bar for all pictures, 2 cm.

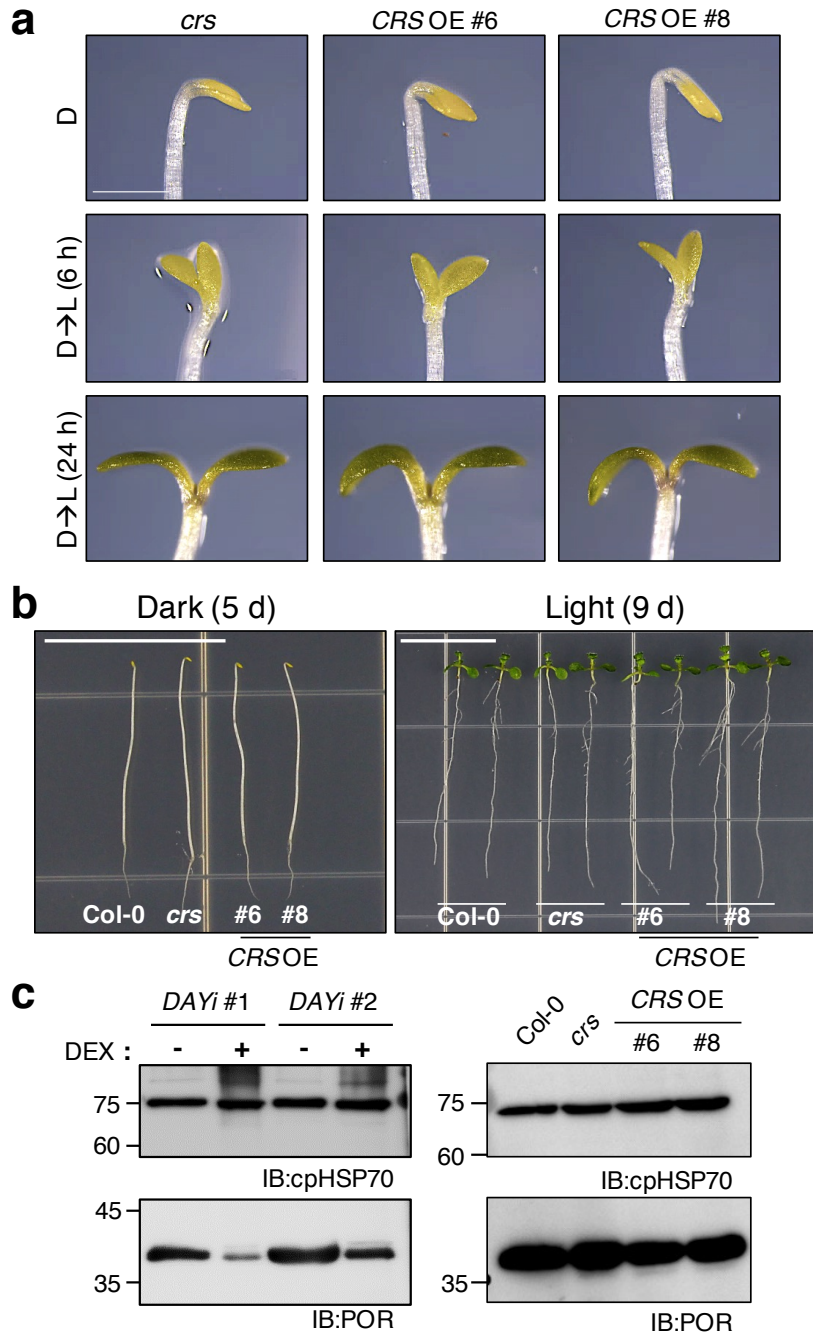

Supplementary Fig. 4 The *DAY* homolog, *CDF-RELATED GENE RESPONSIVE TO SENESCENCE (CRS)*, is not required for light-induced cotyledon greening. **a**, The *crs* mutant and *CRS* overexpression (OE) plants (line #6 and #8) show normal cotyledon greening during the dark-to-light transition. Seedlings were grown on ½ MS medium in the dark for 5 days (D), and then transferred to the light for 6 or 24 h (L). Scale bar for all pictures, 0.1 cm. **b**, *crs* mutant and *CRS* OE plants show normal growth in the dark (left panel) and in the light (right panel). Seedlings were grown on ½ MS medium in the dark for 5 days or in the light for 9 days. Scale bar, 2 cm. **c**, DEX-treated *DAYi*, but not the *crs* mutation or *CRS* OE, show a decrease in POR protein accumulation. *DAYi* seedlings (line #1 and #2) were grown in the dark for 5 days on ½ MS medium containing either ethanol (-) or 1 µM DEX (+), and subjected to immunoblotting using antibodies against cpHSP70 and POR (left panel). The *crs* and *CRS* OE seedlings were grown on ½ MS medium in the dark for 5 days before immunoblotting (right panel).

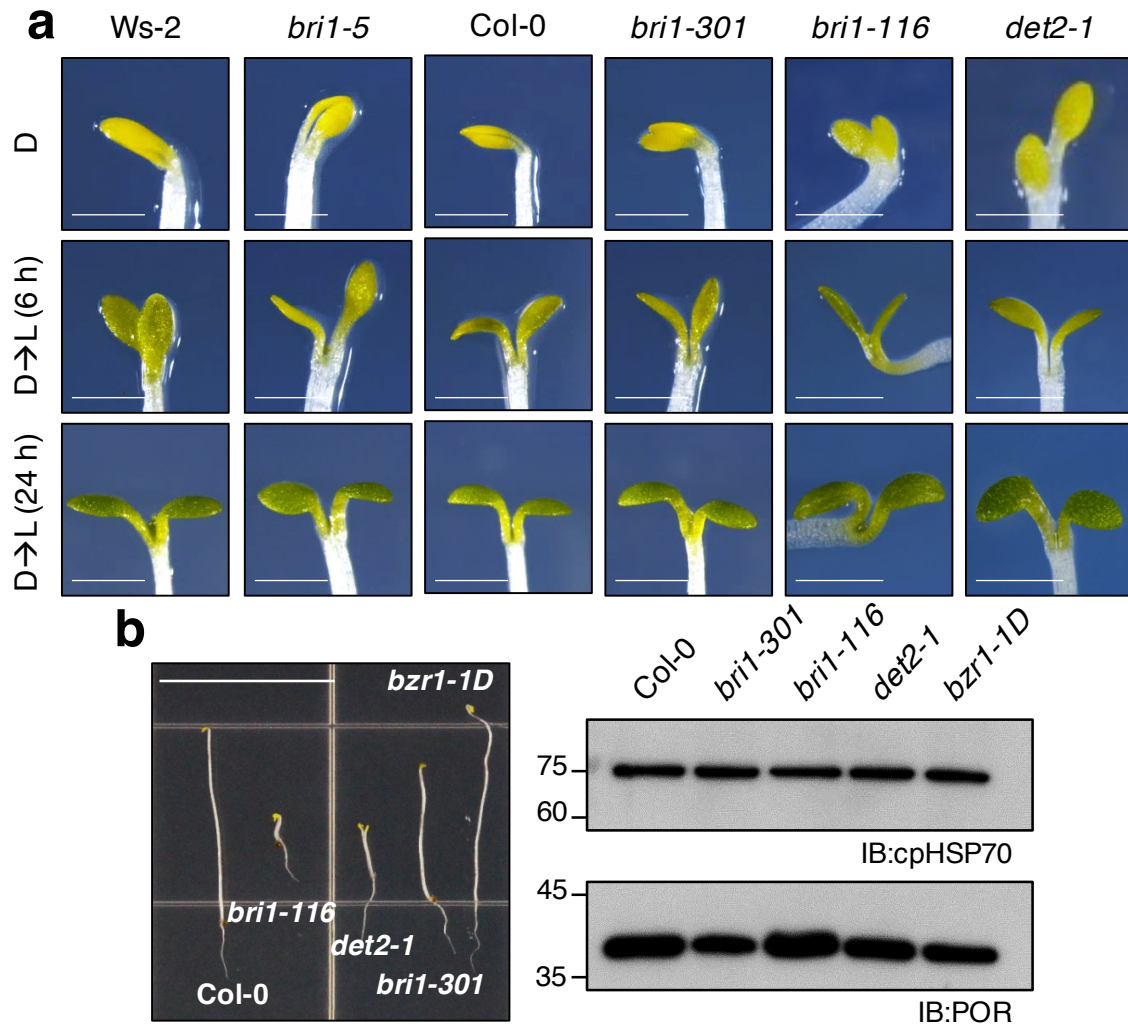

Supplementary Fig. 5 Mutations in BR signaling or biosynthesis do not affect cotyledon greening and POR protein accumulation in the light and dark, respectively. **a**, Seedlings of the WT (Ws-2 and Col-0), BR receptor mutants (*bri1-5*, *bri1-301*, and *bri1-116*), and BR biosynthetic mutant (*det2-1*) were grown on ½ MS medium in the dark for 5 days (D), and then exposed to light (L) for 6 or 24 h. Scale bar, 0.1 cm. **b**, Seedlings of the indicated genotypes were grown on ½ MS medium in the dark for 5 days (left panel), and then subjected to immunoblotting with anti-cpHSP70 and anti-POR antibodies (right panel). POR protein levels were mostly consistent across all genotypes. *bzr1-1D*, brassinazole-resistant 1-1D. Scale bar, 2 cm.

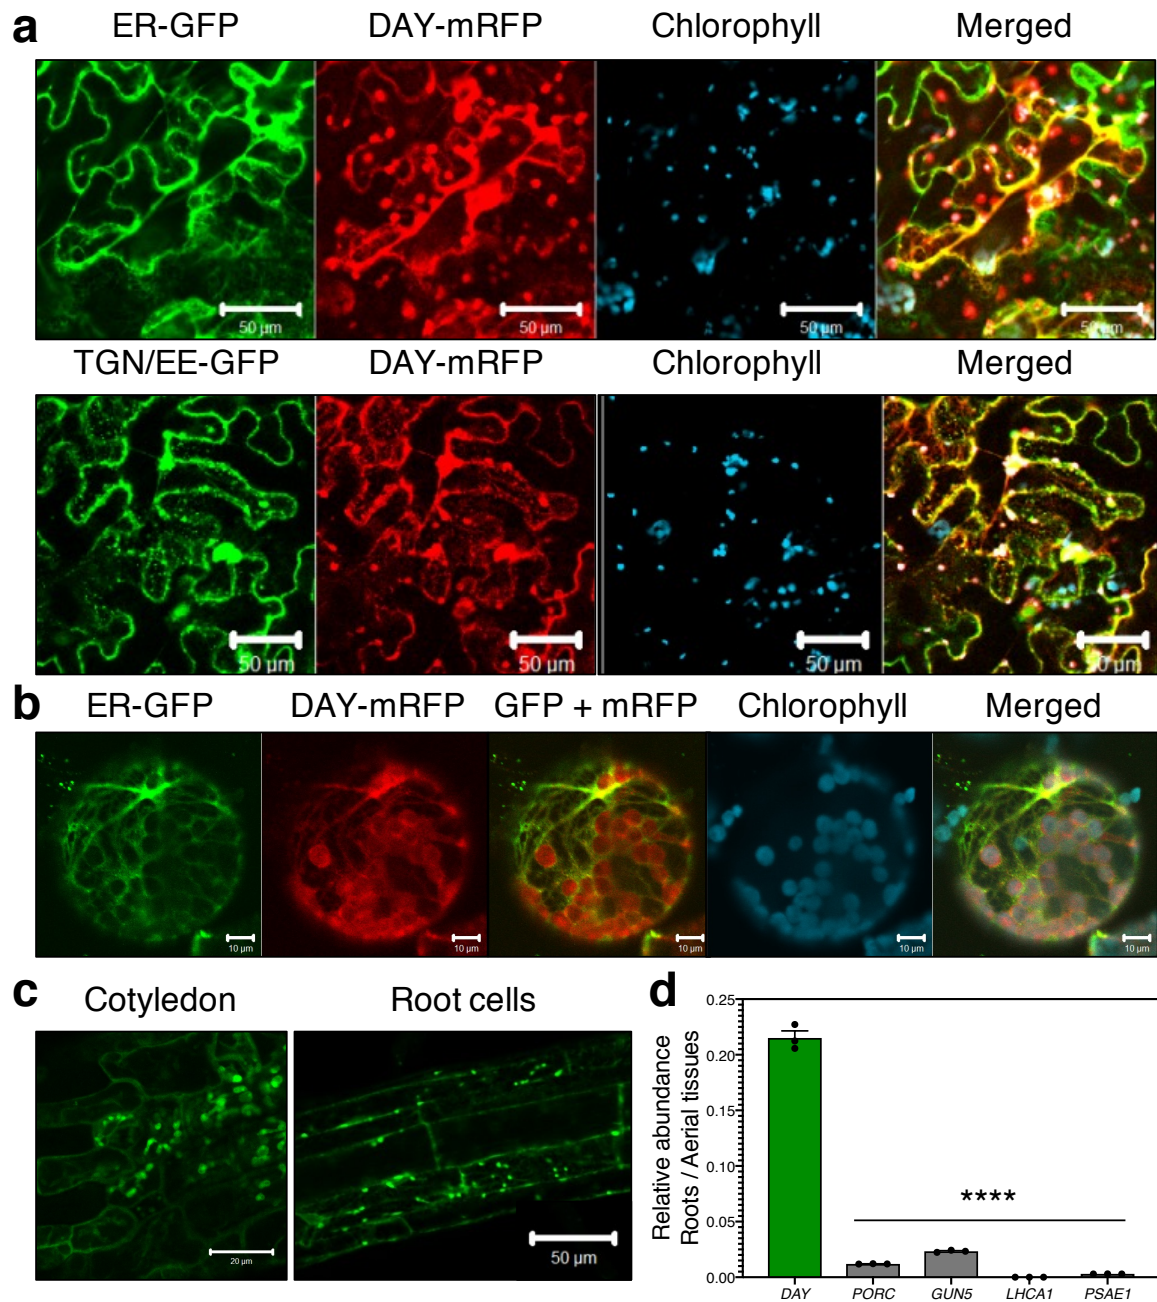

Supplementary Fig. 6 DAY is localized to chloroplasts, ER, TGN/EE and plasma membrane. **a**, mRFP and GFP fusion proteins were transiently co-expressed in *N. benthamiana* leaves by agroinfiltration and epidermal layers were observed by CLSM. ER-GFP or TGN/EE-GFP were used as an ER or TGN/EE marker, respectively. Scale bar, 50 μ m. **b**, DAY-mRFP co-localizes with ER-GFP and chlorophyll auto-fluorescence in *N. benthamiana* mesophyll protoplasts. Scale bar, 10 μ m. **c**, GFP signals from in transgenic *Arabidopsis* plants expressing DAY-GFP under the CaMV35S promoter (35S::DAY-GFP). DAY-GFP is localized to the plasma membrane, mesh-like structures, and inner cell speckles in dark-grown cotyledons and light-grown root cells. Scale bar, 20 μ m (cotyledon) or 50 μ m (root). **d**, DAY mRNA levels are significantly higher than other chloroplast-related genes in roots. RT-qPCR was performed to determine transcript levels of chloroplast-related genes and DAY in aerial tissues and roots. Transcript levels were normalized to PP2A A3 mRNA. Error bars indicate SD from three technical replicates. Statistical significance was determined by one-way ANOVA, Dunnett's multiple comparisons test ****, $P < 0.0001$.

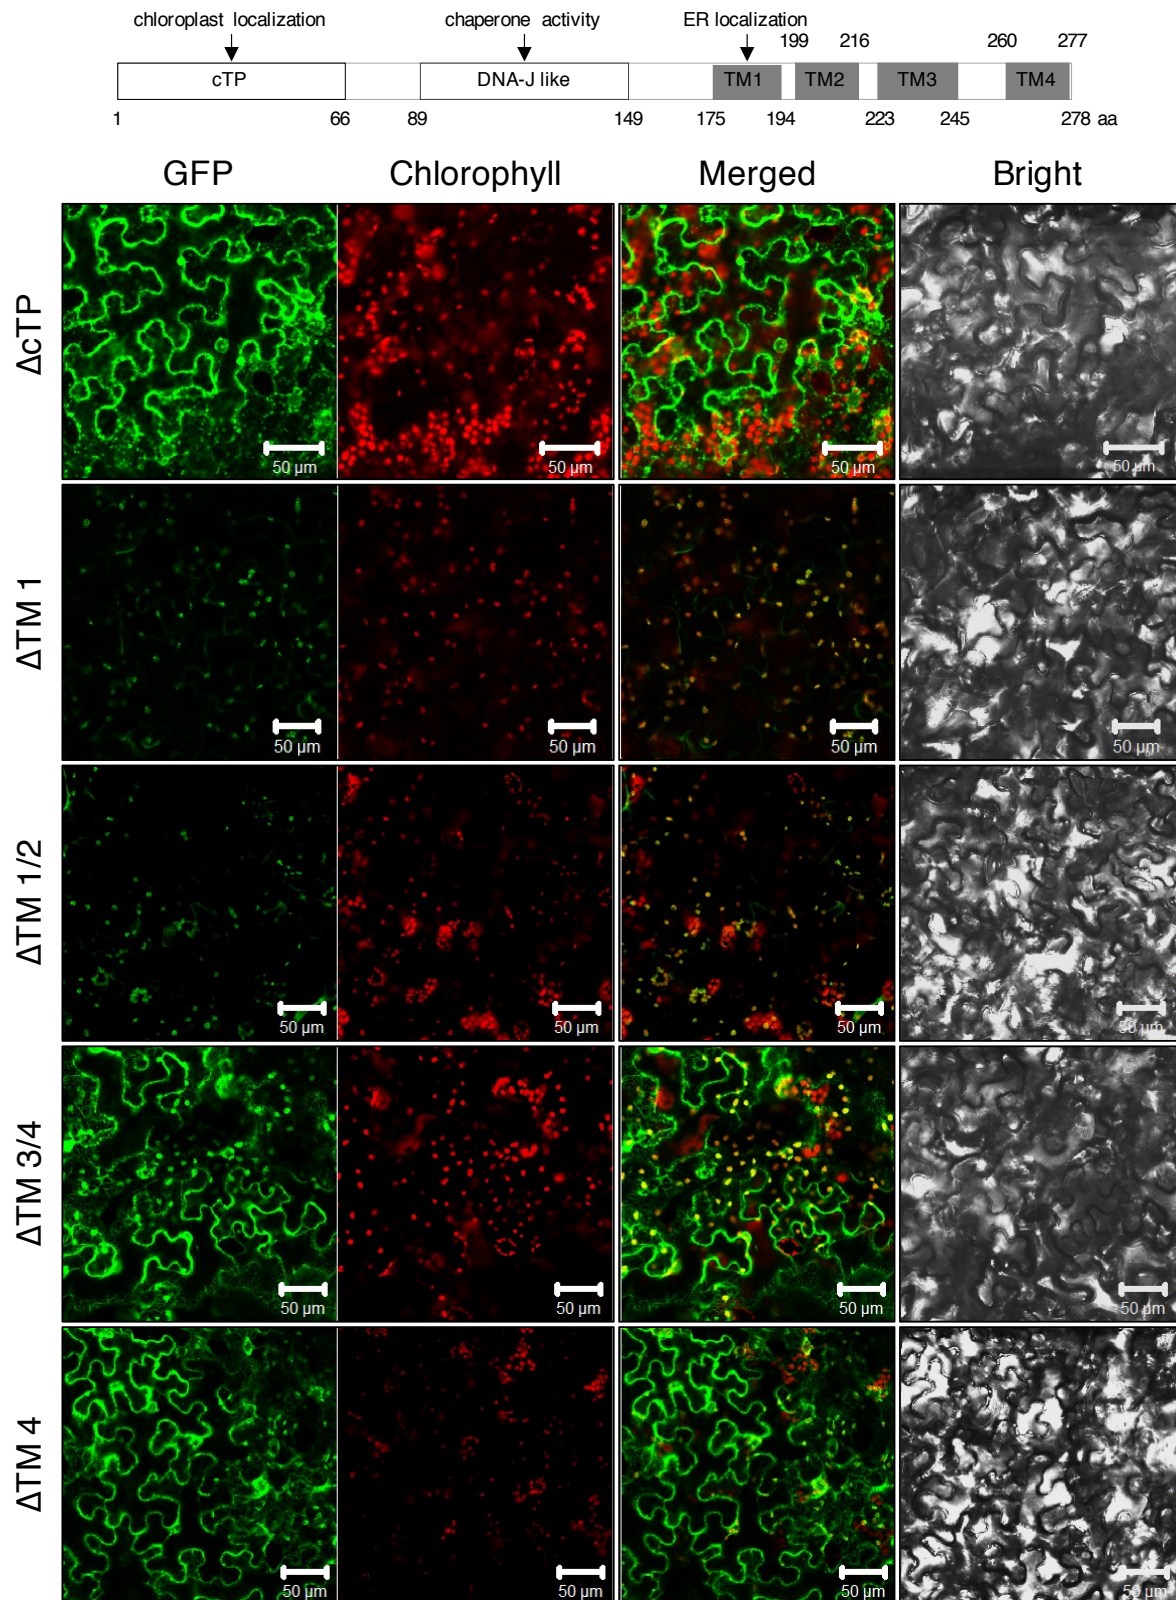

Supplementary Fig. 7 The cTP and TM1 are important for targeting of DAY to chloroplasts and the endomembrane system, respectively. Green fluorescence of the indicated DAY-GFP variants was merged with chloroplast autofluorescence (Chlorophyll) in epidermal cells. Constructs were expressed in *N. benthamiana* leaves via agroinfiltration. Δ cTP, deletion of cTP; Δ TM1, deletion of TM1; Δ TM1/2, deletion of TM1 and TM2; Δ TM3/4, deletion of TM3 and TM4; Δ TM4, deletion of TM4. Scale bar, 50 μ m.

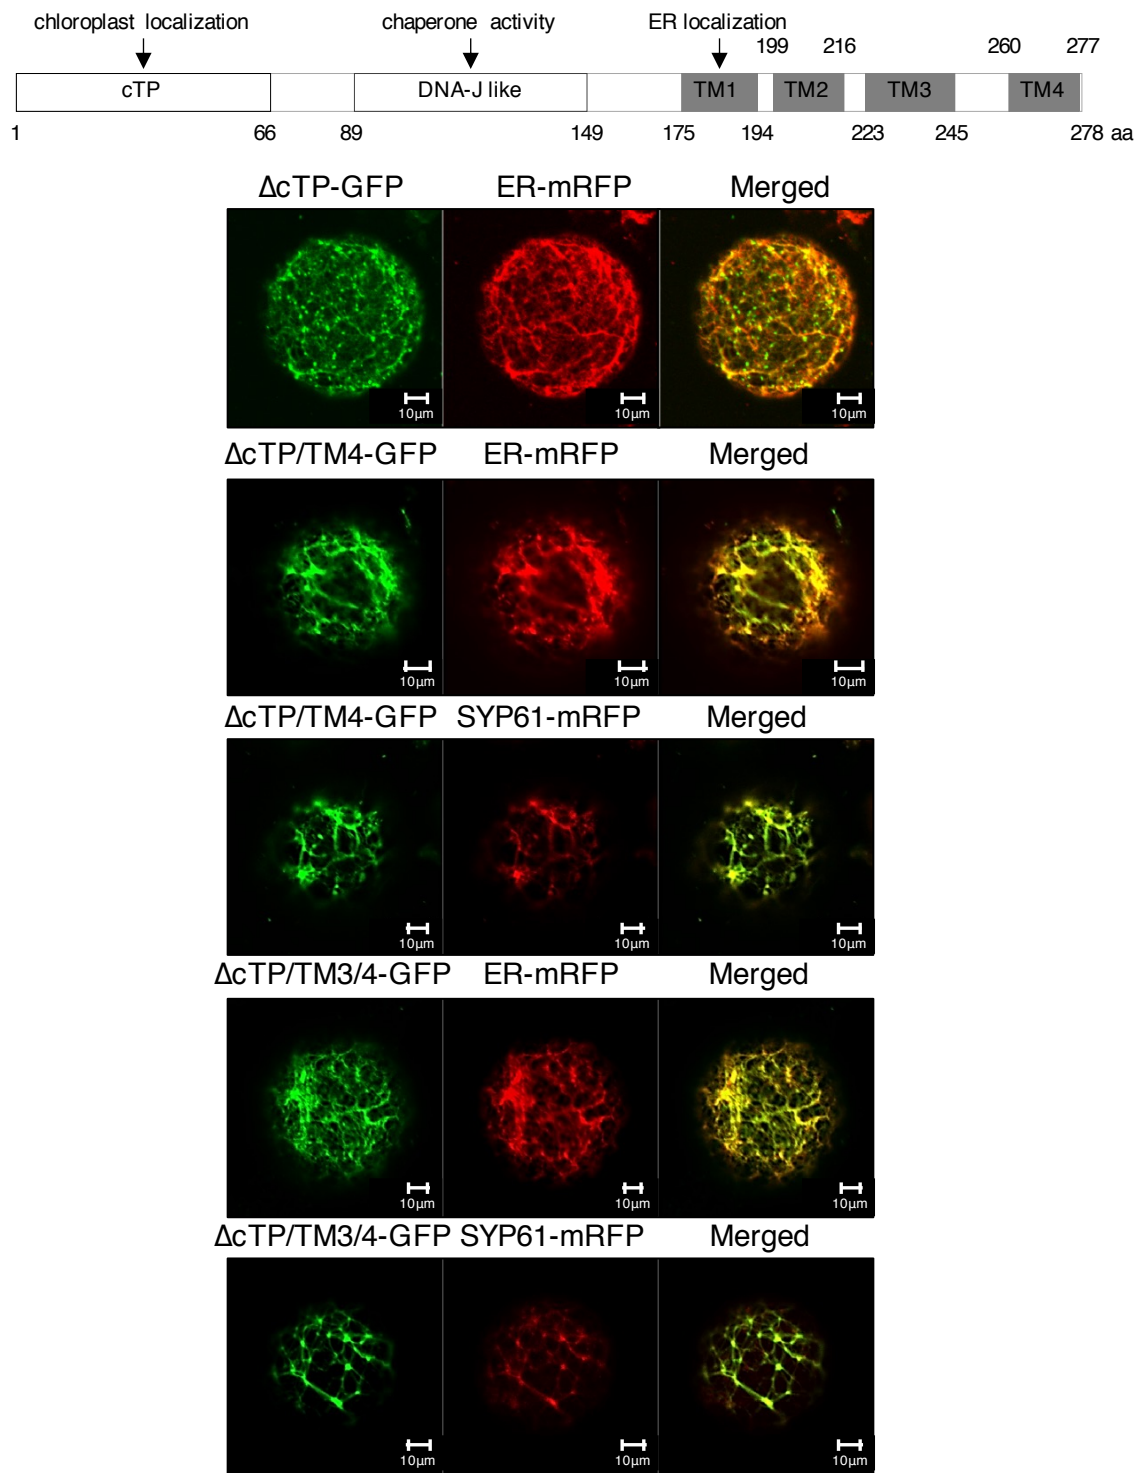

Supplementary Fig. 8 The cTP, TM3, and TM4 are not required for DAY localization to the endomembrane system. Green fluorescence of the indicated DAY-GFP variants was merged with ER-mRFP or SYP61-mRFP in leaf protoplasts. Constructs were expressed in *N. benthamiana* leaves via agroinfiltration, and leaf protoplasts were generated for observation under CLSM. Δ cTP, deletion of cTP; Δ TM3/4, deletion of TM3 and TM4; Δ TM4, deletion of TM4. Scale bar, 10 μ m.

a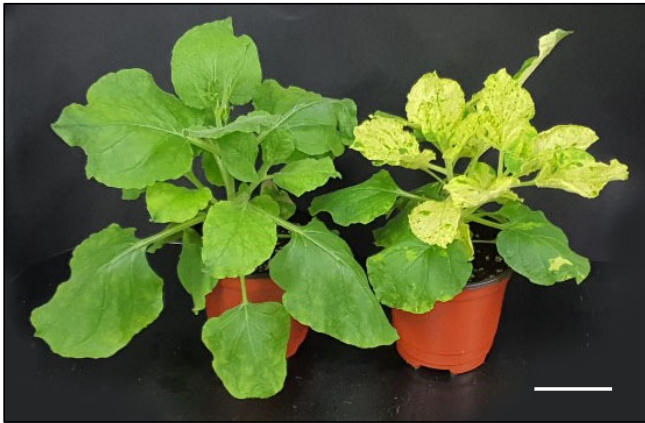**b**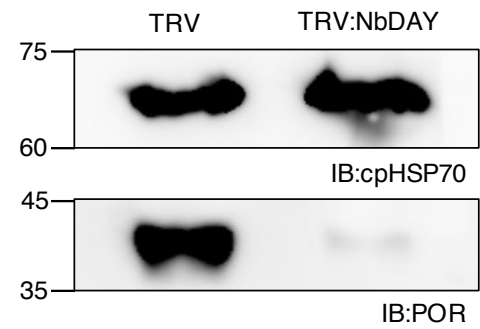

Supplementary Fig. 9 Reduction of *DAY* causes leaf yellowing and growth retardation in *N. benthamiana*.

Related to Fig. 3a. **a**, 6-leaf stage *N. benthamiana* plants were subjected to VIGS using the tobacco rattle virus (TRV) system. VIGS of Nb*DAY* (TRV:Nb*DAY*) and TRV control plants were photographed 4 weeks after infiltration. Scale bar, 5 cm. **b**, Immunoblot analyses of TRV:Nb*DAY* and TRV control plants indicating that *DAY* promotes the accumulation of POR in the light.

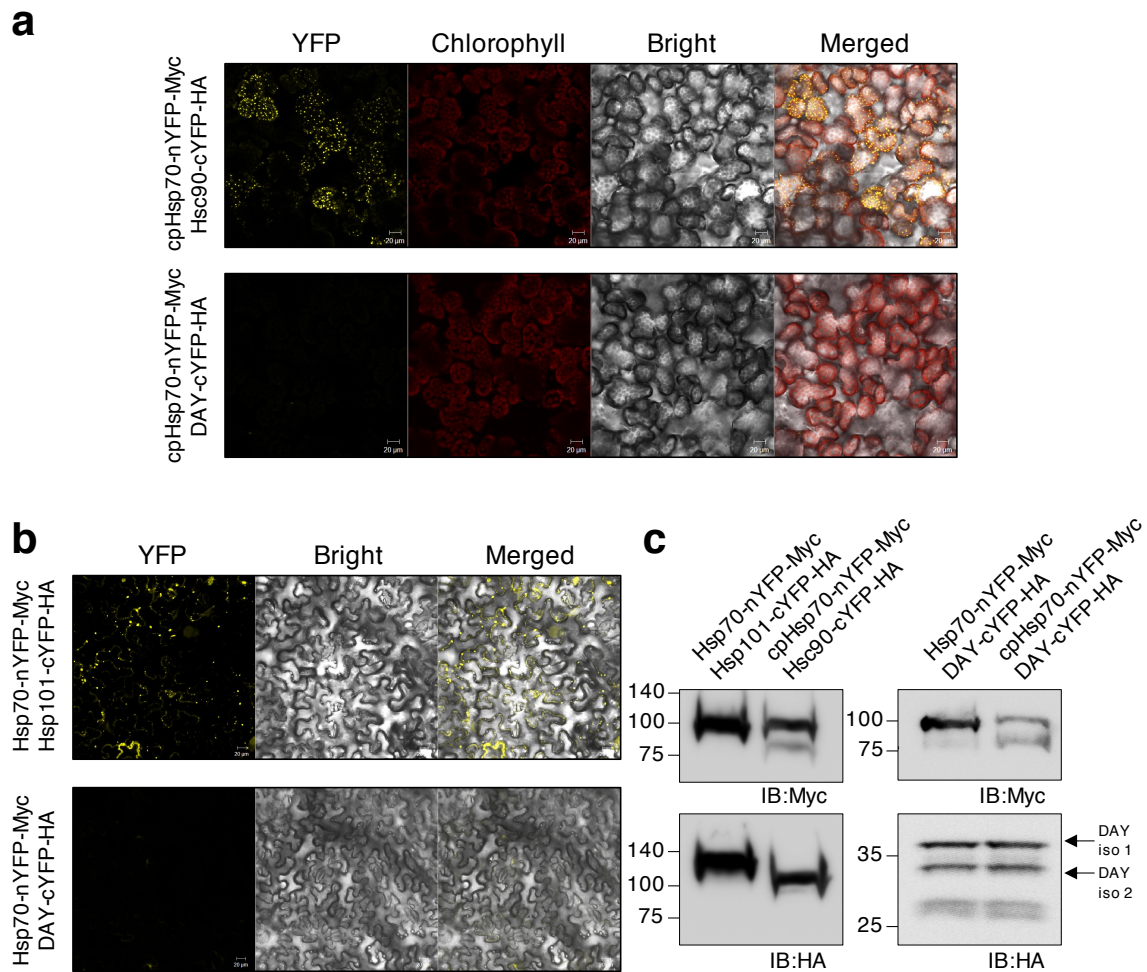

Supplementary Fig. 10 DAY interacts with neither chloroplast Hsp70 (cpHsp70) nor cytosolic Hsp70 (Hsp70). **a, b**, BiFC assays between DAY and cpHsp70 (**a**) or Hsp70 (**b**). YFP signals were examined by CLSM in mesophyll cells (**a**) or epidermal cells (**b**) after agroinfiltration. Interactions between cpHsp70 and Hsc90 in chloroplasts (**a**), and between Hsp70 and Hsp101 in the cytosol (**b**) were observed as positive controls. Scale bar, 20 μ m. **c**, Immunoblotting using anti-Myc and anti-HA antibodies to examine protein expression in (**a**) and (**b**).

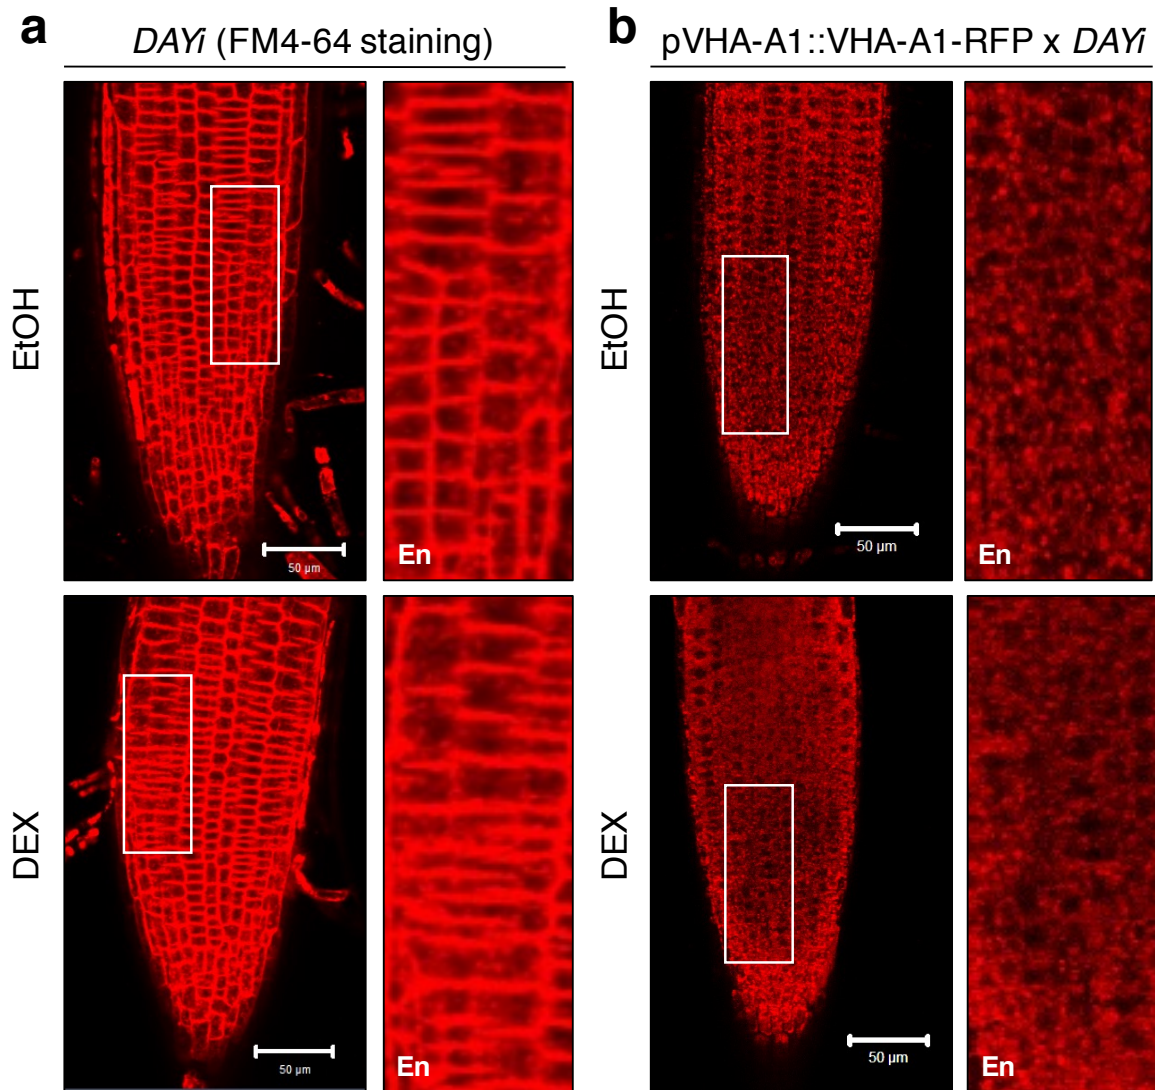

Supplementary Fig. 11 *DAY* deficiency affects neither endocytosis nor VHA-A1 distribution in *Arabidopsis* roots. *DAY1* (a) and *DAY1* x *pVHA-A1::VHA-A1-RFP* (b) seedlings were grown in the light for 9 days in the presence of ethanol or 1 μM DEX and root tips were observed by CLSM. To visualize endocytic vesicles, roots were stained with FM4-64 dye for 30 min before CLSM. To visualize TGN/EE, *DAY1* plants were crossed with transgenic plants expressing an RFP fusion protein of VHA-A1 (*pVHA-A1::VHA-A1-RFP*). Enlarged views of the *boxed* areas are shown (*En*). VHA-A1, VACUOLAR H⁺ ATPASE A1 SUBUNIT. Scale bar, 50 μm.

Kinase activity

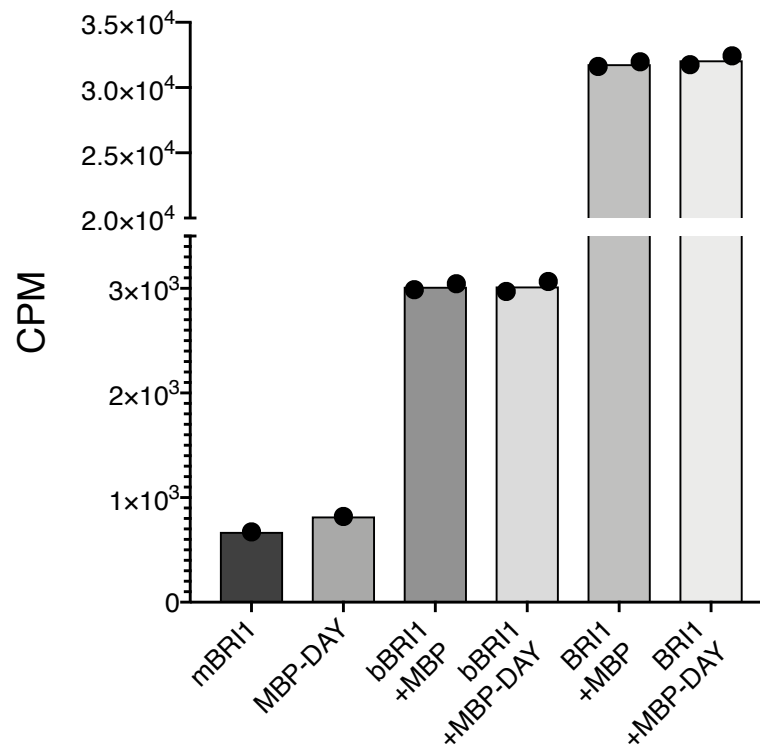

Supplementary Fig. 12 DAY does not enhance BRI1 kinase activity *in vitro*. *In vitro* kinase assays were performed with various forms of the cytosolic domain of BRI1 using the BR13 synthetic peptide as a substrate, in the presence or absence of MBP or MBP-DAY. Two technical replicates are shown for the kinase assays. mBRI1, the kinase dead form of BRI1 (K911E); bBRI1, basal state of BRI1 (Low phosphorylated BRI1;³); CPM, counts per minute.

- Oh, M.-H., Clouse, S. D. & Huber, S. C. Tyrosine Phosphorylation of the BRI1 Receptor Kinase Occurs via a Post-Translational Modification and is Activated by the Juxtamembrane Domain. *Front. Plant Sci.* (2012). doi:10.3389/fpls.2012.00175

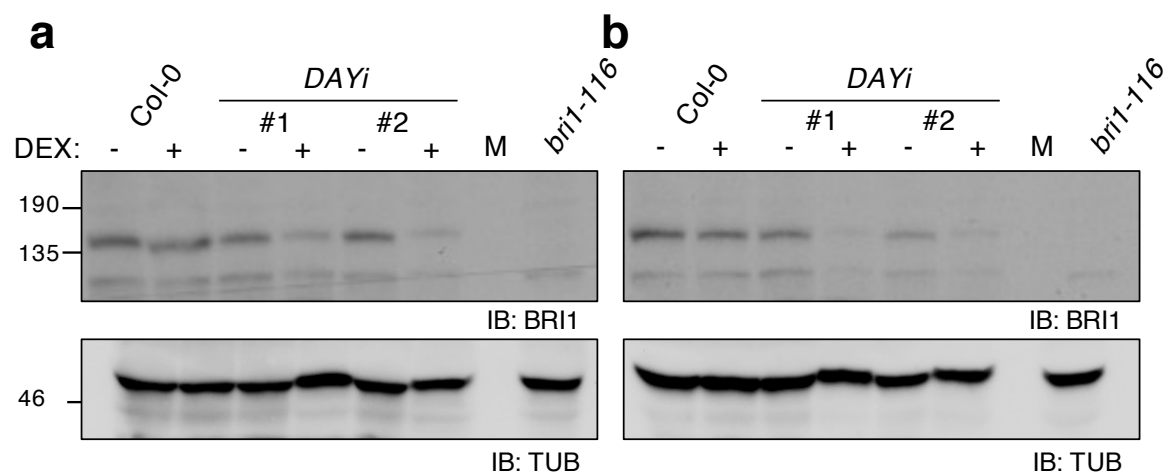

Supplementary Fig. 13 Biological replicate of Fig. 4b. Nine-day-old seedlings from WT (Col-0), *bri1* mutant (*bri1-116*), and *DAYi* plants grown in the presence of ethanol (-) or 1 μ M DEX (+) were subjected to immunoblotting with anti-BRI1 and anti- α -tubulin (TUB) antibodies.

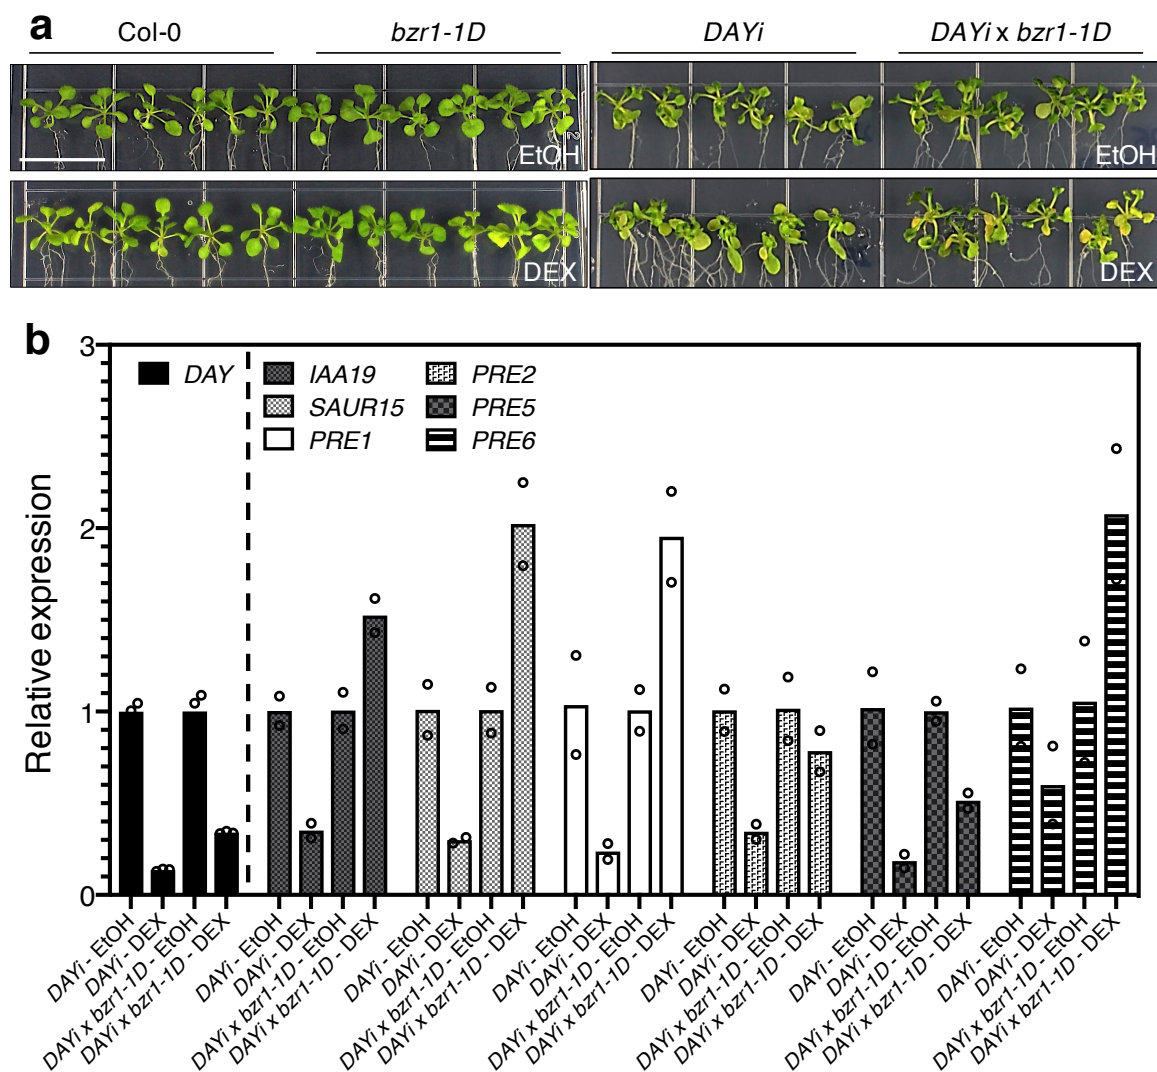

Supplementary Fig. 14 *bzr1-1D* rescues BR-deficient phenotypes in *DAY*-silenced seedlings. **a**, Seedlings from *DAYi* and *DAYi x bzr1-1D* lines were grown on ½ MS medium for 5 days at 22°C and then transferred to medium containing ethanol or 1 μM DEX at 28°C for 7 days. Scale bar for all pictures, 2 cm. **b**, RT-qPCR analysis of *DAY* and BR-related gene expression in *DAYi* and *DAYi x bzr1-1D* lines following ethanol or DEX treatment. Transcript levels were normalized to *PP2A A3* mRNA and expressed relative to EtOH-treated seedlings. (n = 2; technical replicates)

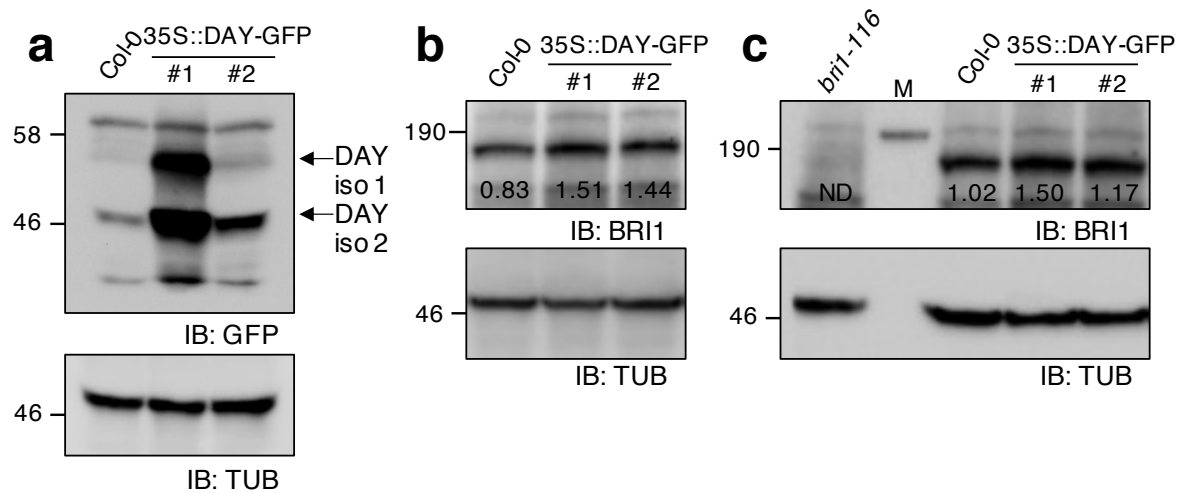

Supplementary Fig. 15 DAY enhances BRI1 accumulation in *Arabidopsis*. **a, b,** Overexpression of *DAY* increases the amount of BRI1 protein. Seven day old Col-0 and 35S::DAY-GFP seedlings grown on ½ MS medium were subjected to immunoblotting with anti-GFP (**a**) and anti-BRI1 (**b**) antibodies. For loading control, immunoblotting was performed with anti-α-tubulin (TUB) antibody. Numbers on the immunoblot of BRI1 indicate the relative amount of BRI1 compared to TUB. **c,** Biological replication of (**b**) with *bri1-116* mutation. ND; not detected.

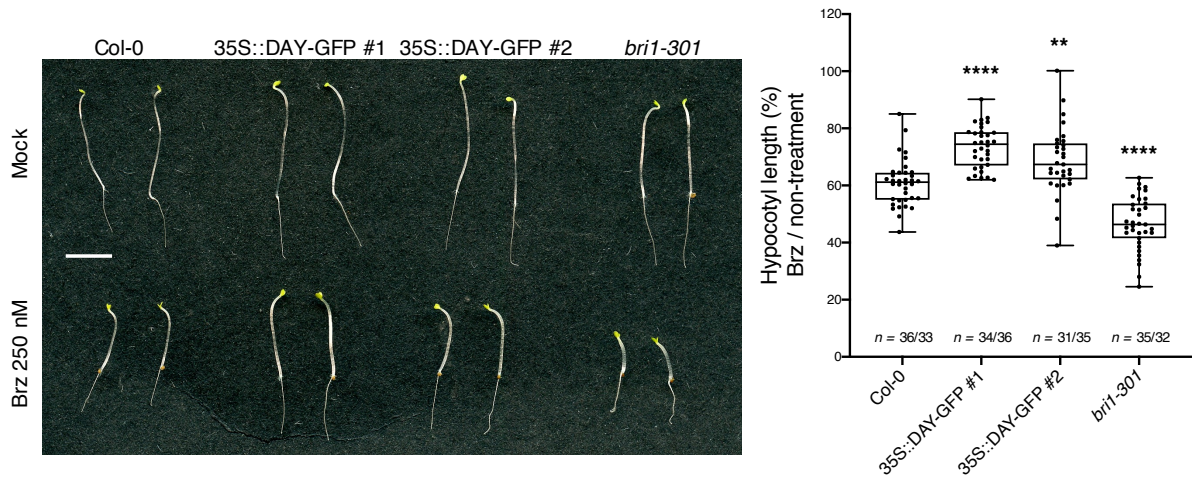

Supplementary Fig. 16 Hypocotyl elongation of *DAY* overexpression plants is less sensitive to BR biosynthesis inhibitor BRZ. *DAY* overexpression seedlings developed longer hypocotyls than those of WT upon Brz treatment. Seedlings were grown on medium with or without 250 nM Brz in the dark for 5 days. *n* denotes numbers of biologically independent hypocotyls, Brz- (*left number*) and mock-treated (*right number*). Statistical significance was determined by one-way ANOVA, Dunnett's multiple comparisons test **, $P \leq 0.01$; ****, $P < 0.0001$. Scale bar, 1 cm.

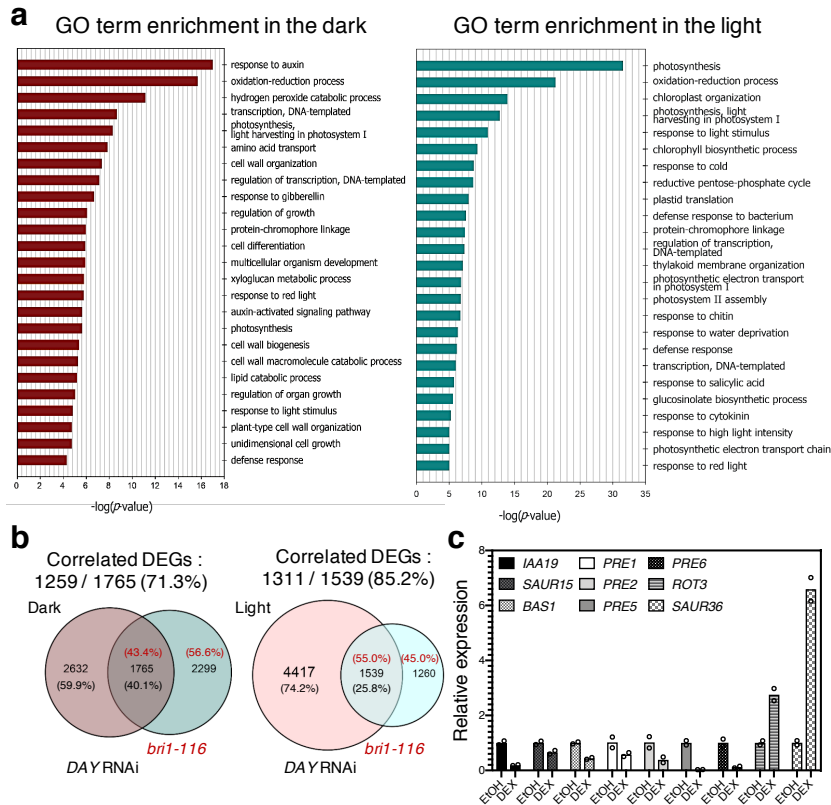

Supplementary Fig. 17 Transcriptome of *DAYi* seedlings significantly overlaps with the *bri1-116* mutant. a, Gene ontology (GO) term enrichment analyses for differentially expressed genes (DEGs) in *DAYi* seedlings in the dark (left panel) and in the light (right panel). In the dark, *DAY*-responsive genes primarily promoted growth, with genes classified in the response to the growth-promoting hormone auxin as the most significant; in the light, the most significant *DAY*-responsive genes were related to photosynthesis. In both the light and dark, the second most enriched group of *DAY* DEGs were those involved in oxidation-reduction processes, suggesting that *DAY* mainly regulates chloroplast development. During the transition of etioplasts to chloroplasts, most expressed proteins are involved in oxidation-reduction processes ⁴. For each analysis, the top 25 enriched terms are presented based on their *p*-values from Fisher's exact test. The x-axis depicts the $-\log(p\text{-value})$, for which a higher value represents more significant enrichment. **b,** Venn diagrams show a significant overlap between the *DAYi* and *bri1-116* transcriptomes in the dark and light. Of the 4397 DEGs in *DAYi* and 4064 in *bri1-116* identified in dark-grown seedlings, 1765 overlapped. Most were regulated in the same direction, showing either an increase or decrease in both mutants (correlated DEGs). In the light-grown seedlings, of the 5956 *DAYi* DEGs and 2799 *bri1-116* DEGs, 1539 were coregulated and 1311 of these were correlated. Numbers indicate DEGs. *Pink* and *light blue* circles represent the transcripts expressed in *DAYi* seedlings and the *bri1-116* mutant, respectively. Percentages in *black* and *red* colors (in parentheses) represent the % of DEGs from *DAYi* and *bri1-116*, respectively. **c,** To confirm the transcriptome data from *DAYi* plants, transcript levels of BR-activated and BR-repressed genes were determined by RT-qPCR analysis. *DAYi* seedlings were grown in the light for 9 days in the presence of ethanol or 1 μM DEX. (n = 2; technical replicates)

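Auxin-response genes were lower in the dark library labelled DEX, the one with the higher DAY transcript. SAUR6, of the auxin-induced growth family, had 0.0787 against 34.9 FPKM in that library and the one labelled EtOH, and IAA3, a repressor of auxin response, had 5.96 against 119.7 FPKM. IAA6, of the same repressor family, was listed at 0 against 21.7 FPKM, and LAX3, which carries auxin into cells, had 20.0 against 70.8 FPKM. In the dark, 17 of 24 SAUR genes were more than 2-fold lower and none higher (2 listed at 0), with a median log2 ratio of −3.97. Of 27 Aux/IAA and GH3 genes, 13 were lower and 2 higher, with a median of −0.94. Both medians were below all random lists, and that of 9 genes of auxin synthesis and transport was −0.50, at percentile 1.27. In the light the SAUR median was −2.45, with 16 lower and 2 higher, and that of the Aux/IAA and GH3 genes −0.68, both below all random lists, and that of the synthesis and transport genes was −0.38, at percentile 6.49. Between DAYi with EtOH and Col-0 the SAUR median was 0.40 in the dark (percentile 100) and −0.21 in the light (percentile 0.01).

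Photosynthesis genes were lower with DEX in the light. LHCA1, an antenna protein of photosystem I (chromosome 3 from 20339504 to 20341103), had 1019 against 5869 FPKM with DEX and EtOH. PSAE1, a photosystem I subunit (chromosome 4 from 14202758 to 14203961), had 738 against 3848 FPKM, and PORB, which reduces protochlorophyllide (chromosome 4 from 13725546 to 13727353), had 10.1 against 121 FPKM. GLK2, a transcription factor that activates such genes, had 26.5 against 127 FPKM. All 30 photosystem and electron-transport genes were more than 2-fold lower (median −2.10), as were 20 of 21 light-harvesting genes (−2.43), 23 of 24 chlorophyll synthesis genes (−1.76) and 11 of 12 Calvin cycle genes (−1.79). These medians were at percentiles 0, 0, 0 and 0.09.

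The same lists were lower in the dark library labelled DEX too: 16 of 21 light-harvesting genes (median −1.59), 8 of 30 photosystem genes (−0.75), 6 of 24 chlorophyll synthesis genes (−0.30) and 6 of 12 Calvin cycle genes (−1.04), at percentiles 0, 0, 0.1 and 0. Between DAYi with EtOH and Col-0 in the dark, the light-harvesting median already differed by −0.38, with 4 genes more than 2-fold lower. That median also lay at percentile 0, as did the photosystem median of −0.15 between the same libraries.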

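Enzymes of oxidation and reduction lay on both sides of their controls in DAYi. PRX71 and PRX22, class III peroxidases, which are secreted haem enzymes acting on cell wall phenolics, had 295 against 95.8 and 155 against 50.3 FPKM in the dark library labelled DEX and that labelled EtOH. In the light PRX53, of the same class, had 15.6 against 1.65 FPKM with DEX and EtOH and PRX33 had 1.91 against 42.9 FPKM. Of the 74 genes whose description begins with peroxidase, or with probable or putative peroxidase, 26 were more than 2-fold higher and 17 lower in the dark, against 6.73 and 8.58 expected at like expression. Among those 26, 4 are root hair genes, of a list whose 10 members were all more than 2-fold higher in that library. In the light 20 were higher and 8 lower, against 8.17 and 11.5 expected. Of 228 cytochrome P450 genes, which encode haem monooxygenases, 33 were higher and 42 lower in the dark (expected 23.4 and 27.9) and 45 higher and 38 lower in the light (24.7 and 31.9).

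PORA, the plastid protochlorophyllide oxidoreductase of dark-grown seedlings, was lower in the dark library labelled DEX, at 62.8 against 488 FPKM, and PORC, the form of green tissue, had 34.2 against 282 FPKM in the light. FSD1, an iron superoxide dismutase of the plastid and cytosol, had 194 against 861 FPKM in the dark and 297 against 1114 FPKM in the light. The copper/zinc superoxide dismutases ran opposite in the light: CSD1, of the cytosol, had 661 against 79.6 FPKM and CSD2, of the plastid, 315 against 56.1 FPKM. Over 7 antioxidant genes the median log2 ratio was 0.17 in the dark and 0.72 in the light, at percentiles 76.2 and 98.74 of random lists. No Gene Ontology terms were used here, so these families stand in for the term the legend names.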

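Some of the widest differences in DAYi in the dark were also present in bri1-116. AT4G11190, a dirigent protein of lignan and lignin coupling, had 0.370 against 249 FPKM in the library labelled DEX and that labelled EtOH and 1.54 against 193 FPKM in bri1-116 and Col-0. PRP2, a proline-rich cell wall protein, had 9.16 against 417 and 4.93 against 341 FPKM. FLA13, an arabinogalactan protein of the cell surface, had 0.691 against 133 and 4.45 against 119 FPKM. CYS2 and BGLU45, among the 6 highest genes in the library labelled DEX, were not DEGs in bri1-116. CYS2, a cysteine protease inhibitor (chromosome 2 from 13609093 to 13609902), had 8264 against 90.14 FPKM there and 63.6 against 56.5 FPKM in bri1-116. BGLU45, a beta-glucosidase that acts on monolignol glucosides, had 388 against 2.16 and 1.38 against 2.69 FPKM.

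In all, 1976 genes were DEGs in both comparisons in the dark. Lists drawn independently from all 26987 entries would share 796 genes. That is low for genes that can be called, since only 22257 in DAYi and 22200 in bri1-116 were above 0 in both libraries. Shuffles among genes of like expression shared 1161 on average and 1254 at most. The matched number is higher than 796 because the share of DEGs varies with expression level in both comparisons.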

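Auxin-response and heat-shock genes were among the shared differences in the same direction, and photosynthesis genes among those in opposite directions. IAA17, a repressor of auxin response, had 45.1 against 257 FPKM in the dark library labelled DEX and that labelled EtOH and 30.2 against 182 FPKM in bri1-116 and Col-0, and 6 of 27 Aux/IAA and GH3 genes were more than 2-fold lower in both. HSP70-4, a cytosolic chaperone, had 13.6 against 39.4 and 18.0 against 40.0 FPKM, and 3 of 9 heat-shock genes (the others HSFA2 and HSP17.6II) were lower in both. In opposite directions were 6 of 30 photosystem genes, 6 of 24 chlorophyll synthesis genes and 5 of 12 Calvin cycle genes, all lower in DAYi and higher in bri1-116. GAPB, of the Calvin cycle, had 19.6 against 79.9 FPKM in DAYi and 251 against 81.4 FPKM in bri1-116.

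Of the shared DEGs in the dark, 1397 ran in the same direction, or 70.7% (95% Wilson interval 68.7 to 72.7%), where independent directions would give 49.3%. They comprise 858 genes lower in both and 539 higher in both. A further 405 were lower in the library labelled DEX and higher in bri1-116, and 174 were the reverse. Reading the 2 dark libraries of bri1-116 and Col-0 by their genotype fields would leave 29.3% in the same direction.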

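Photosynthesis and heat-shock genes and part of the cell wall genes were among the differences shared in the light. AT4G26530, a fructose-bisphosphate aldolase, had 0.280 against 480.5 FPKM in DAYi with DEX and EtOH and 5.77 against 519.7 FPKM in bri1-116 and Col-0. XTH23, an enzyme that cuts and joins cell wall xyloglucan, was higher in both, at 40.1 against 5.12 and 29.7 against 3.44 FPKM. Of 17 XTH genes 2 were more than 2-fold higher in both, 1 was lower in both and 1 ran in opposite directions, and of 14 expansins 6 were lower in both and none higher. HSP90.1, a cytosolic chaperone, had 22.5 against 6.38 and 17.7 against 5.32 FPKM, and 4 of 9 heat-shock genes (the others HSP70-4, HSP101 and HSFA2) were more than 2-fold higher in both, with 1 higher in DAYi and lower in bri1-116. LDOX, an enzyme of anthocyanin synthesis, ran in opposite directions, at 154 against 17.4 FPKM in DAYi and 0.198 against 27.8 FPKM in bri1-116. PDF1.2, a defensin induced by jasmonate, was high in DAYi alone, at 627 against 1.74 FPKM, with 0.696 against 0.589 FPKM in bri1-116 and Col-0.

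In the light, independent lists from all 26987 entries would share 736. That is again low, since only 22021 in DAYi and 22191 in bri1-116 were above 0 in both libraries. Shuffles among genes of like expression shared 991 on average and 1092 at most. The number of genes that were DEGs in both comparisons was 1715. Of these, 1421 ran in the same direction, or 82.9% (95% Wilson interval 81.0 to 84.6%), against 50.7% for independent directions. They comprise 819 lower in both and 602 higher in both, beside 143 higher in DAYi and lower in bri1-116 and 151 the reverse.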

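Most of the 9 BR-responsive genes measured by RT-qPCR were lower in the light library of DAYi with DEX. PRE6 and PRE1, small transcription factors that promote elongation, had 3.72 against 38.2 and 0.147 against 4.205 FPKM with DEX and EtOH (PRE1 on chromosome 5 from 15957417 to 15958455). SAUR15, of the auxin-induced growth family (chromosome 4 from 18126171 to 18126680), had 1.12 against 14.1 FPKM. PRE2 had 3.18 against 10.6 FPKM, BAS1, which inactivates BR, 2.25 against 5.75 FPKM, and IAA19 1.83 against 4.89 FPKM. PRE5 had 0.253 against 0.355 FPKM, within 2-fold and on few fragments. The genes higher with DEX were ROT3, of BR biosynthesis, at 24.8 against 9.31 FPKM and SAUR36, tied to leaf senescence, at 33.8 against 9.28 FPKM. The reference gene PP2AA3, a phosphatase subunit, had 37.9 against 34.8 FPKM.

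The median log2 ratio of the 9 genes was −1.06 in DAYi in the light, at percentile 0.06 of random lists, and −1.14 in bri1-116, where 5 were more than 2-fold lower and 1 (ROT3) higher. In the dark the medians were −2.29 for the library labelled DEX and −1.67 for bri1-116, and the last 3 of these medians were below all random lists. Between DAYi with EtOH and Col-0 the median was 0.22 in the dark (percentile 98.45) and −0.25 in the light (percentile 0.11). The study chose these genes, so they are not evidence apart from its own.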

4. Kanervo, E. *et al.* Expression of protein complexes and individual proteins upon transition of etioplasts to chloroplasts in pea (*Pisum sativum*). *Plant Cell Physiol.* (2008). doi:10.1093/pcp/pcn016

DAYiGO enrichment – dark significant, *bri1-116* correlated

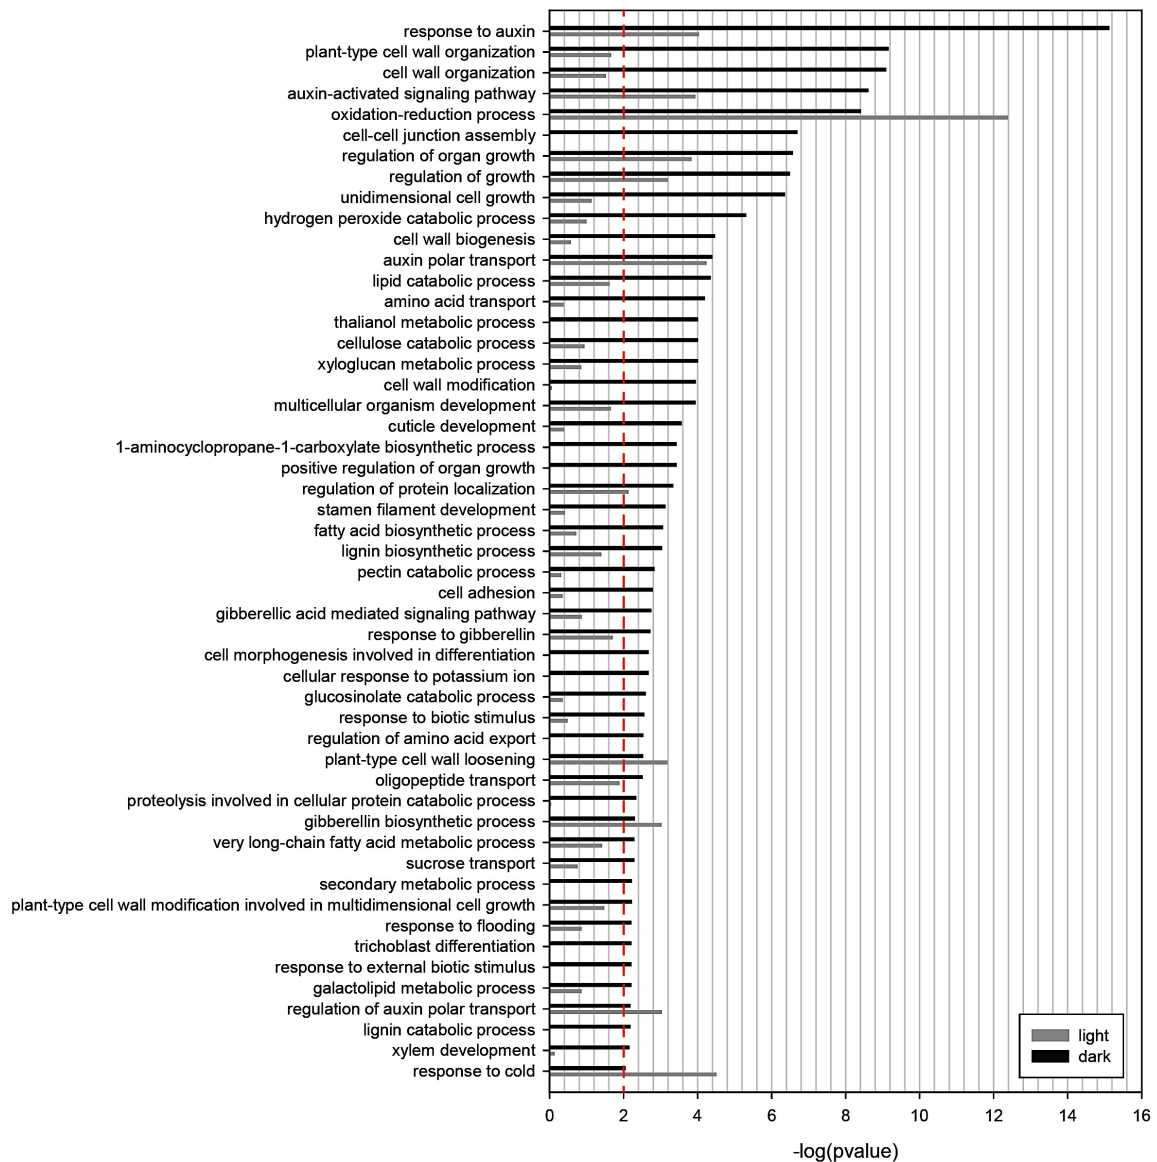

Supplementary Fig. 18 GO term enrichment analyses of *DAYi* DEGs in dark conditions. *DAYi* DEGs that were significantly correlated with those of *bri1-116* ($p \leq 0.01$; Fisher's exact test) in the dark are arranged in decreasing order based on their $-\log(p\text{-value})$. *Black bars* represent enrichment in the dark, while *gray bars* represent enrichment in the light. *Red dotted-line* indicates the p -value threshold of 0.01. Correlated genes in dark conditions are enriched for GO terms related to plant growth promotion.

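Lists of XTH and expansin genes, which act on the growing cell wall, had medians below 0 in both comparisons in the dark. XTH17 and XTH19, which cut and join cell wall xyloglucan, had 36.2 against 284 and 24.3 against 165 FPKM in the library labelled DEX and that labelled EtOH, and 30.5 against 246 and 14.3 against 131 FPKM in bri1-116 and Col-0. EXPA5, an expansin, had 0.458 against 13.7 and 1.104 against 11.7 FPKM, and EXPB1, a beta-expansin, 6.07 against 22.3 and 3.96 against 14.6 FPKM. GA20OX1, an enzyme of gibberellin synthesis, had 0.178 against 5.82 and 0.113 against 3.33 FPKM. CESA5, a cellulose synthase of growing walls, had 8.64 against 24.4 and 10.4 against 25.9 FPKM.

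Among 17 XTH genes the median log2 ratio was −1.01 in DAYi and −0.89 in bri1-116, and among 14 expansins −0.60 and −0.50, at percentiles 0, 0, 0 and 0.14 of random lists. XTH4, XTH8, XTH17 and XTH19 were more than 2-fold lower in both, as were EXPA5, EXPA8 and EXPB1, while EXPA2 was higher in both, at 0.275 against 0.0472 and 0.152 against 0.0334 FPKM on few fragments (XTH8 and EXPA2 were picked after their values were seen). Over all genes with such a symbol, 4 of 31 XTH genes were more than 2-fold higher and 14 lower in DAYi, with 6 and 6 in bri1-116. Of 32 expansins, 3 were higher and 8 lower in DAYi and 3 and 6 in bri1-116. Among 13 gibberellin genes the medians were −0.22 and −0.30 (percentiles 3.33 and 3.75), inside the range of 95% of random lists, with members on both sides. GA20OX1, GA3OX1 and GA2OX8 were more than 2-fold lower in both, GASA6 and GASA14 ran in opposite directions, and GASA4, a gibberellin-regulated peptide, was higher in both, at 3499 against 1537 and 4371 against 1139 FPKM. Among 7 cellulose synthesis genes the medians were −0.29 and −0.76 (percentiles 4.56 and 0.30), with 1 (CESA5) lower in DAYi and 2 (CESA5 and CESA2) in bri1-116. Of the 20 growth genes that BR induces, 7 were lower in both and 1 (PRE3) was higher in both, the latter picked after its values were seen. Outside these lists, 8 of 10 root hair genes were more than 2-fold higher in both comparisons. Of 6 root endodermis and nutrient uptake genes (CASP1 to CASP5 and NRT2.1), 5 were more than 2-fold lower in both.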

DAYiGO enrichment – light significant, *bri1-116* correlated

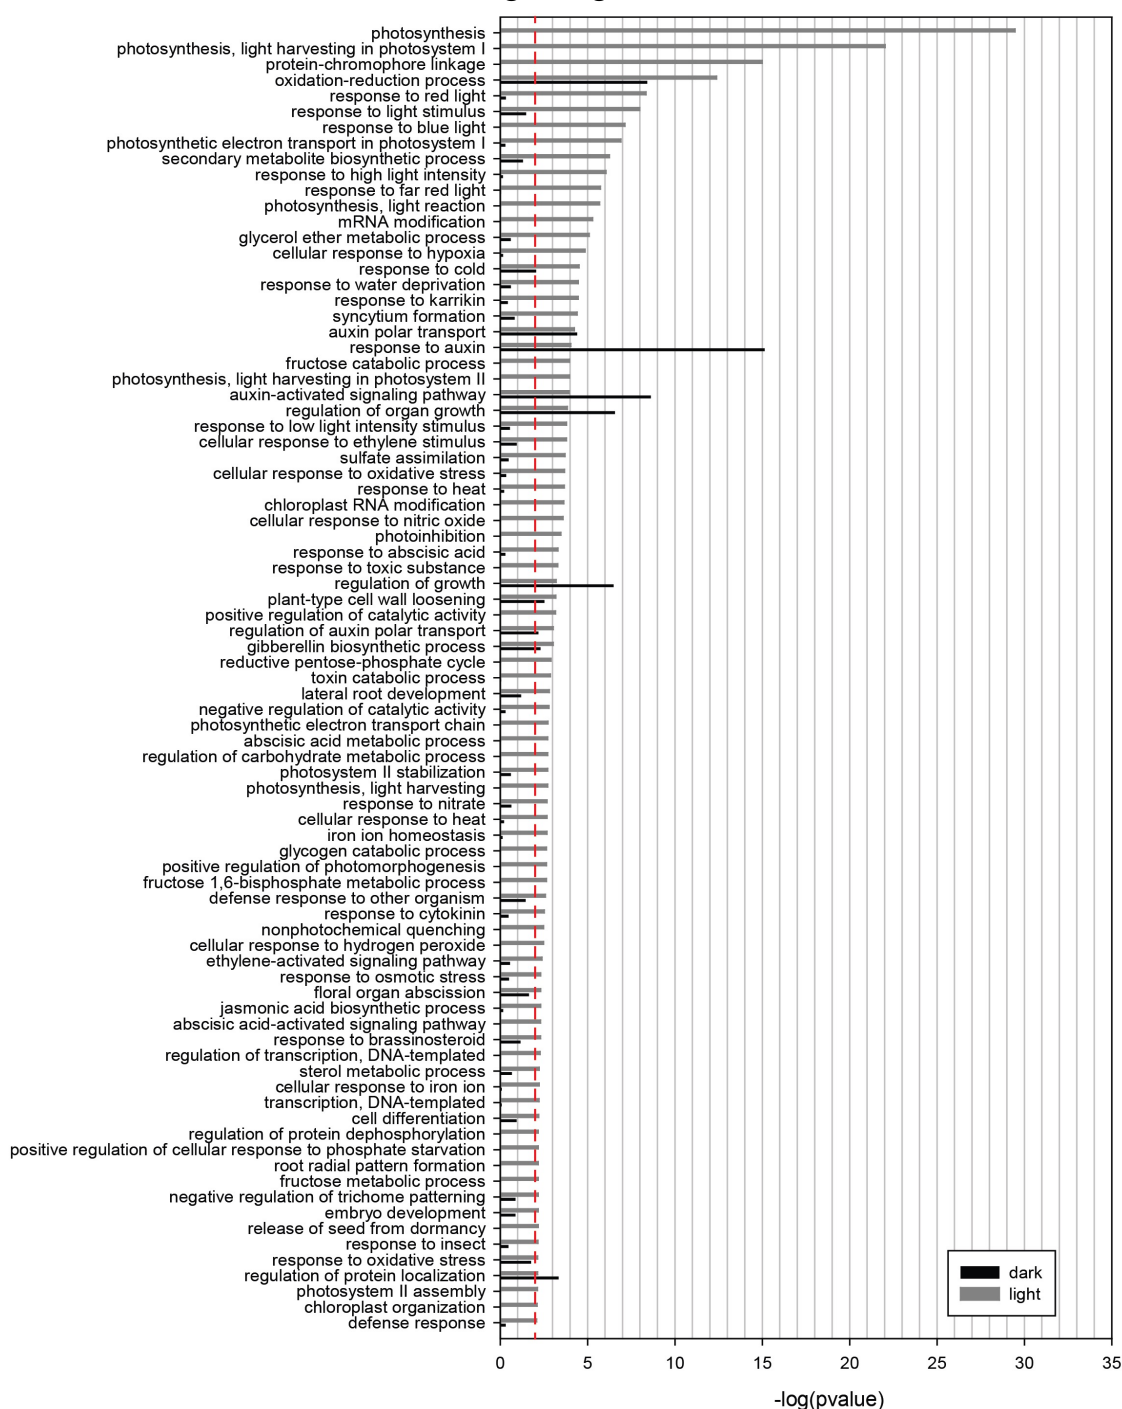

Supplementary Fig. 19 GO term enrichment analyses of *DAYi* DEGs in light conditions. *DAYi* DEGs that were significantly correlated with those of *bri1-116* ($p \leq 0.01$; Fisher's exact test) in the light are arranged in decreasing order based on their $-\log(p\text{-value})$. *Black bars* represent enrichment in the dark, while *gray bars* represent enrichment in the light. *Red dotted-line* indicates the p-value threshold of 0.01. Correlated genes in light conditions are enriched for GO terms related to photosynthesis.

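Most photosystem genes were lower in both comparisons in the light. PSBX, a small subunit of photosystem II, had 1146 against 5659.6 FPKM in DAYi with DEX and EtOH and 1932 against 6332 FPKM in bri1-116 and Col-0. PSAO, a photosystem I subunit, had 993 against 5210.2 and 1342 against 4926 FPKM, and LHCA1 in bri1-116 had 1226 against 5269.6 FPKM. HEMA1, which begins the synthesis of chlorophyll precursors, had 138 against 322 and 147 against 338 FPKM. HCEF1, a fructose bisphosphatase of the Calvin cycle, had 149 against 508 and 226 against 539 FPKM.

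In both comparisons 23 of 30 photosystem and electron-transport genes were more than 2-fold lower. So were 4 of 24 chlorophyll synthesis genes (HEMA1, CHLI2, DVR and PORC) and 4 of 12 Calvin cycle genes (HCEF1, PRK, RBCS2B and RBCS3B, of which PRK was picked after its values were seen). RBCS copies are near-identical and share reads. In bri1-116 the median log2 ratio was −1.61 for the light-harvesting genes, −1.23 for the photosystem genes, −0.87 for the Calvin cycle genes and −0.54 for the chlorophyll synthesis genes, at percentiles 0, 0, 0.55 and 0.08 of random lists of like expression.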

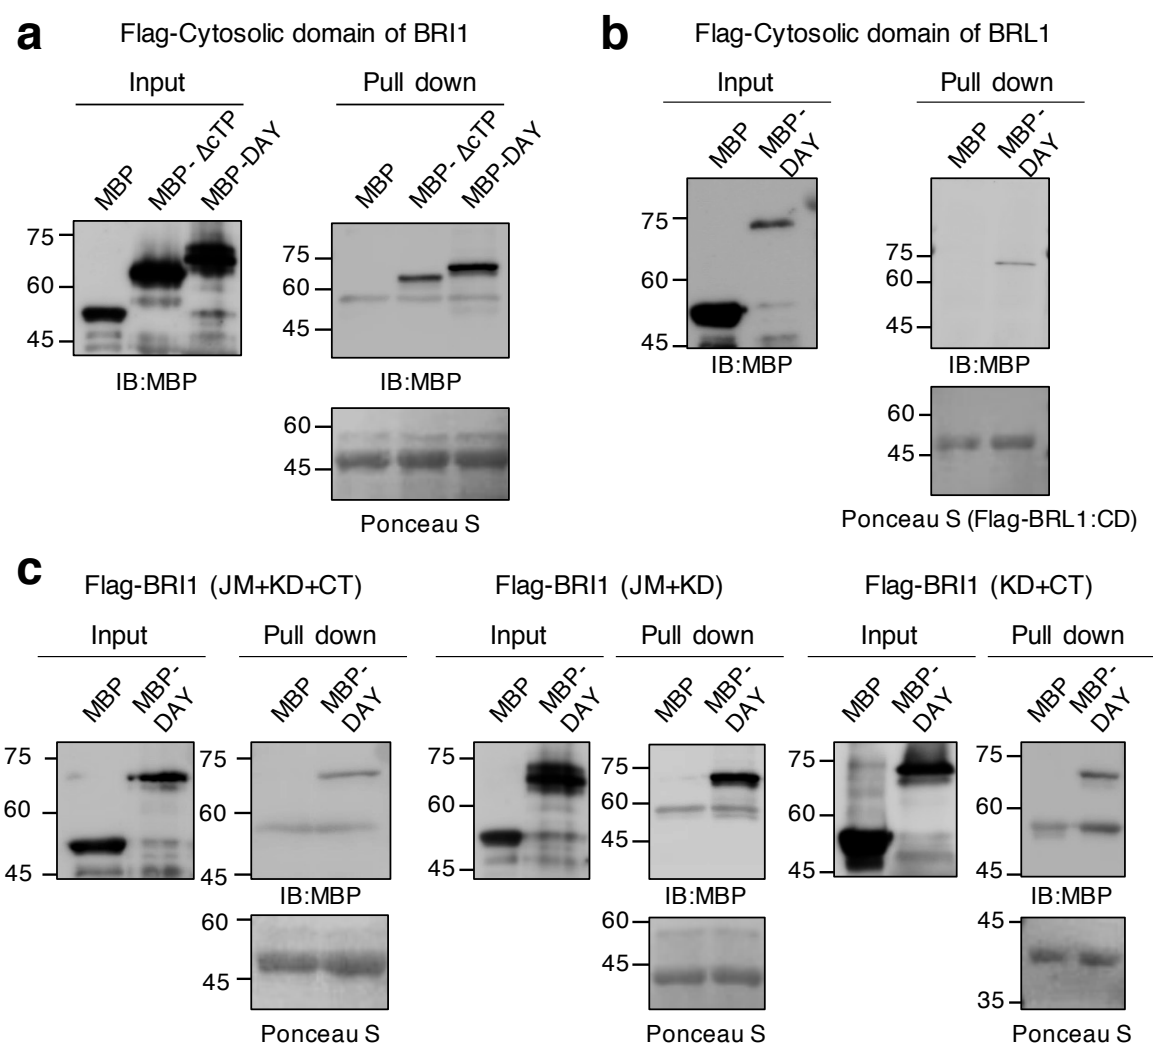

Supplementary Fig. 20 DAY directly interacts with the kinase domain of BRI1 *in vitro*. **a**, DAY interacts with the cytosolic domain of BRI1. MBP, MBP-DAY lacking the cTP (MBP-ΔcTP), and MBP-DAY were immunoprecipitated with the Flag-tagged cytosolic domain of BRI1 (Flag-BRI1:CD) immobilized on an anti-Flag affinity gel. Eluates were analyzed by immunoblotting using an anti-MBP antibody. Flag-BRI1:CD was visualized by Ponceau S staining. **b**, DAY binds to the cytosolic domain of BRI1-LIKE 1 (BRL1:CD). MBP and MBP-DAY were pulled down by Flag-BRL1:CD immobilized on anti-Flag affinity gel. Eluates were examined by immunoblotting using an anti-MBP antibody. Flag-BRL1:CD was visualized by Ponceau S staining. **c**, DAY interacts with the kinase domain of BRI1. MBP and MBP-DAY were pulled down by various forms of Flag-BRI1 proteins immobilized on anti-Flag affinity gel. Eluates were analyzed by immunoblotting using an anti-MBP antibody. Amounts of the different Flag-BRI1 proteins were visualized by Ponceau S staining. JM, juxta-membrane domain; KD, kinase domain; CT, C-terminal tail.

# Supplementary material for: Chaperone-like protein DAY plays critical roles in photomorphogenesis
**Source:** Nat Commun. 2021 Jul 7;12:4194. doi: 10.1038/s41467-021-24446-5
**Supplement:** Supplementary file 2 — Descriptions of Additional Supplementary Files

Descriptions of Additional Supplementary Files

Supplementary Data 1

Description: List of plasmids

Supplementary Data 2

Description: List of primers

Supplementary Data 3

Description: Sequence of DAY in *Nicotiana benthamiana*

# Supplementary material for: Chaperone-like protein DAY plays critical roles in photomorphogenesis
**Source:** Nat Commun. 2021 Jul 7;12:4194. doi: 10.1038/s41467-021-24446-5
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection
Immunoblot images: ChemiDoc Touch Imaging system (v2.3.0.07), Bio-Rad
CLSM images: Zen (V 2.3), Carl Zeiss
Light scattering assay data: DU 800 system and applications (V.1.00) ; Beckman
RT-qPCR: LightCycler 96 (V 1.01.01.0050)

Data analysis
Microscopy images were processed in Zen (V 2.3) or Fiji (V 2.0)
Immunoblot quantifications were performed in Fiji (V 2.0)
Plants images quantifications were performed in Fiji (V 2.0)
CASAVA (V 1.8.2), Tophat (v2.0.13), and Cuffdiff (v2.2.0) software were used to analyze RNA-Seq data.
All other data/graphs were plotted and analysed using Excel or Prism 7.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA sequencing data were deposited into the Gene Expression Omnibus database under accession number GSE177028 and the NCBI Sequence Read Archive under

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences   ☐ Behavioural & social sciences   ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were used to predetermine sample sizes. Sample size was chosen as large as possible and in accordance with previous established protocols in the field.
Data exclusions	No data excluded
Replication	All experiment was repeated at least twice.
Randomization	Sampling of plants or leaf discs was performed by random selection or whole collection if possible.
Blinding	Blinding was not possible in this study. There were mostly microscopic images and biochemical assays.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems	Methods
n/a	n/a
☒ Involved in the study	☒ Involved in the study
☒ Antibodies	☒ ChIP-seq
☒ Eukaryotic cell lines	☒ Flow cytometry
☒ Palaeontology and archaeology	☒ MRI-based neuroimaging
☒ Animals and other organisms	
☒ Human research participants	
☒ Clinical data	
☒ Dual use research of concern	

Antibodies

Antibodies used	POR, cpHSP70, and BRI1 antibodies were purchased from Agrisera (AS05 067; 1:1000, AS08 348; 1:5000, and AS12 1859; 1:1000). Anti-α-Tubulin, GST, and MBP antibodies were purchased from Sigma-Aldrich (T6199; 1:5000, RPN1236; 1:5000, and M1321; 1:5000). GFP antibody was purchased from Miltenyi Biotec (130-091-833 1; 1:1000). Native DAY antibody (X-Q94C78-C; 1:500), was purchased from AB-mart (http://www.ab-mart.com). X-Q94C78-C mouse monoclonal antibody give raised with 3 amino acids from the C-terminal end of DAY protein sequence. Non-conjugated primary antibodies were detected using anti-mouse IgG-HRP (Sigma, A9044, 1:5000) or anti-rabbit IgG-HRP (Sigma, A6154, 1:10000).
Validation	Validation statements of commercial primary antibodies are available from each manufacturers.<br>POR (https://www.agrisera.com/en/artiklar/por-protoclorophilide-oxidoreductase.html)<br>cpHSP70 (https://www.agrisera.com/en/artiklar/hsp70-heat-shock-protein-70-chloroplastic.html)<br>BRI1 (https://www.agrisera.com/en/artiklar/bri1-brassinosteroid-insensitive-1.html)<br>Flag (https://www.sigmaaldrich.com/catalog/product/sigma/a8592?lang=de&region=AT)<br>α-Tubulin (https://www.sigmaaldrich.com/catalog/product/sigma/t6199?lang=de&region=AT)<br>GST (https://www.sigmaaldrich.com/catalog/product/sigma/gerpn1236?lang=de&region=AT)<br>MBP (https://www.sigmaaldrich.com/catalog/product/sigma/m1321?lang=de&region=AT)<br>GFP (https://www.miltenyibiotec.com/AT-en/products/gfp-antibody-gg4-2c2-12-10.html#gref)<br>DAY native antibody were validated in figure 1b.

How the deposited data were processed for this re-analysis (not part of the article)

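RNA was sequenced from whole Arabidopsis seedlings in 8 libraries, 1 library per condition: DAYi with EtOH or with 1 µM DEX, and Col-0 and bri1-116, each grown 5 days in the dark or 9 days in the light. By the submitters' processing notes and the methods, stranded mRNA libraries were sequenced on a NextSeq500, base calls were made with CASAVA 1.8.2, reads were aligned to TAIR10 with TopHat2 2.0.13, and expression was computed with Cuffdiff 2.2.0. For each of the 4 comparisons (DAYi with DEX against EtOH and bri1-116 against Col-0, in the dark and in the light) the authors deposited 1 full table of 26987 gene entries and shorter sheets of selected genes.

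The authors' deposited values are of these units. FPKM is the authors' deposited Cuffdiff value per gene and library. The log2 fold change is the authors' deposited log2 of the ratio of the FPKM of both libraries, and the ratios here were computed from the deposited FPKM in the same direction, without a pseudocount for counts beyond 2-fold and as log2((FPKM + 1)/(FPKM + 1)) for log2 ratios of single genes, list medians and correlations. The latter understate the differences of low genes. The p-value and q-value are the authors' deposited Cuffdiff statistics. The authors' q-values were adjusted jointly over pairs of tables: every one of the 7376 p-values that the DAYi dark and bri1-116 light tables have in common carries the same q-value, as do the 8203 that the DAYi light and bri1-116 dark tables have in common. Between the DAYi and bri1-116 tables of the same light condition only 1 of 7802 did in the dark and 1 of 7510 in the light. Whether their FPKM were scaled together is not known. A difference in processing may therefore add to that between DAYi with EtOH and Col-0, and between dark and light DAYi libraries. With 1 library per condition these statistics hold no biological variation, so they are used here only as the authors' own and in 1 alternative. The authors' selected sheets were recovered from the full tables as a log2 ratio beyond 1 and test status OK, with no gene missing or extra.

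Each table has 140 entries that join several loci and 52 with no locus tag. Of 26795 entries with a single locus, 26312 were in the TAIR10 reference used here and 26308 overlapped it on the same chromosome. Starts were equal for 7478 entries and ends for 7404. No entry lies on the plastid or mitochondrial genome. 5 gene symbols had been turned into dates and are named by locus. The values of 1 entry are not reported. AT2G01021, the most abundant entry in the dark, took 5.23, 13.5, 15.8 and 28.6% of summed FPKM in the dark libraries (Col-0, bri1-116, DAYi with EtOH, DAYi labelled DEX). In the light it took 2.66, 2.00, 4.39 and 1.51%. FPKM was not rescaled. The numbers of genes at 1 FPKM or more were 18652, 18725, 18699 and 18521 in the dark and 18841, 18892, 18856 and 18736 in the light, in the same order.

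Depth was estimated from the FPKM values, because fragment counts are not given in the sources used here. At 2671 intronless genes of at least 900 bp, low FPKM values were divided by the step that made them nearest to whole numbers of fragments (111 to 144 values per library, tolerance 0.15). An FPKM of 1 on 1 kb then stands for 63.7, 115, 112 and 78.4 fragments in the dark libraries and 44.9, 99.0, 52.9 and 59.8 in the light libraries, in the order above. Between 55.0 and 75.6% of the values were whole within tolerance, where 30.0% would be for a step not fitted to them. The step was fitted to these same values, which raises that share by an amount that was not estimated. On simulated data the largest error of this estimate was 0.993%. The simulated values were all whole fragments, unlike the real ones, so the error in the real libraries may be larger. Its settings were chosen after the values were seen.

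A DEG is a gene whose FPKM differ more than 2-fold, as the methods define it, with no pseudocount. The plan left open how to treat a gene listed at 0 in 1 library. After the values were seen, only genes above 0 in both were counted, and counting the others became an alternative. Chance overlap was taken from 10000 shuffles of the bri1-116 calls within 50 bins of mean log2(FPKM + 1) over the 4 libraries (seed 20210). Intervals are 95% Wilson intervals and carry counting error only, since genes are not replicates. Correlations are Spearman's rho of log2((FPKM + 1)/(FPKM + 1)) over genes with FPKM of at least 1 in at least 1 library of each pair. The DAYi and bri1-116 comparisons have no library in common. Dark and light were each analysed on their own, and no difference between them was tested.

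30 gene lists were written before the data were opened, of 433 entries. Of these, 420 were used, 24 of them by locus with a different symbol; 6 fell in entries that join several loci and 7 loci were not found. The list of dividing cells kept 2 members and is not reported. A list's median log2((FPKM + 1)/(FPKM + 1)) is given with its percentile among 10000 random lists of the same size and like expression in the same comparison. Percentiles also reached extremes between DAYi with EtOH and Col-0, on smaller medians, as for the SAUR list in the dark (0.40, percentile 100). An extreme percentile alone therefore does not set a list apart from the difference between control libraries. Genes were named by a rule written beforehand: every gene the paper names, the 6 highest and 6 lowest genes of each comparison with FPKM of at least 10 in the higher library, and of each list up to 3 members furthest from 0 in each comparison. Exceptions are marked where they are printed. Families were counted by symbol or description, and the description used for peroxidases was fixed after the tables were opened. No Gene Ontology terms were used.

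Alternatives planned beforehand were pseudocounts of 1 and 0.1 for DEG calls and of 0.1 for log2 values, FPKM minima, a 4-fold rule, centring on the median gene, the authors' p-value under 0.05, Pearson's r, and the exchanged labels of the dark Col-0 and bri1-116 libraries. Added after the data were seen were genes with the authors' test status OK only, genes at 0 counted as DEGs, and leaving out genes more than 2-fold apart between DAYi with EtOH and Col-0, whose FPKM correlate at rho 0.991 in the dark and in the light. A DEG count or number of shared DEGs counts as moved when more than 1.5-fold away, a ratio to chance or same-direction share when outside its Wilson interval, a correlation when over 0.1 away, and a log2 value when 0.585 or more away. These bounds, and that of 1 by which a list median is singled out, were set after the data were seen.

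The calculations were tested on simulated data of 26987 genes, with expression levels taken from the dark libraries. Of 200 random lists, 5.00% fell at or below percentile 5, with a median percentile of 49.65. Of 50 lists lowered by 1 on the log2 scale, all 50 fell at or below percentile 1. The lowered lists were drawn only from genes above the median expression, where the simulated spread is narrower. Genes were simulated as independent, so these rates need not hold for lists of genes that vary together. In simulated dark comparisons with independent ratios the shared DEGs were 0.975 times the matched chance but 1.38 times the product of the list sizes over the number of genes. With a shared part added, of the same spread as the separate parts, the ratio was 1.12 and 86.3% ran in the same direction. The dark comparisons had 1.70 and 70.7%. This setting thus does not resemble them and does not test what their ratio reflects. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures matplotlib 3.10.9.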

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

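The tests of exchanged Col-0 and bri1-116 libraries, of scaling, of greening and of hairpin reads were chosen only after the result was seen; those of the light-grown profile and of exchanged DEX and EtOH libraries were written before their values were computed.

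Photosynthesis genes ran opposite ways in bri1-116 in the dark and the light. The light-harvesting median log2 ratio (of FPKM + 1, as for all log2 values here) was 1.76 in the dark and −1.61 in the light, and the photosystem median 1.69 and −1.23. PORC had 2.24 and −1.97, LHCA1 1.82 and −2.10, and PSAE1 2.21 and −1.37. In DAYi both list medians were below 0 in the dark and the light. With 1 library per condition no difference between dark and light was tested.

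An exchange of the dark Col-0 and bri1-116 libraries is argued against by the library titled Col-0 being nearer to dark DAYi with EtOH: its rho is higher by 0.0287, beside 0.0149 for the light pair. One scaling factor, which a few very abundant genes also give, would move random lists of like expression as far as the light-harvesting list, but 95% of their medians lay from −0.22 to 0.23 in dark DAYi and −0.28 to 0.58 in dark bri1-116. A shift of dark bri1-116 towards the light-grown profile is consistent with a rho of 0.559 across 18978 genes, between its log2 ratios and those of light-grown against dark-grown DAYi with EtOH. The dark DAYi ratios had a rho of −0.0160 (18878 genes) with light-grown against dark-grown Col-0. Light-grown seedlings were also older, so age and light both stay open as the axis.

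DAY had a log2 ratio (of FPKM + 1) of 1.31 in the dark library labelled DEX against EtOH and −2.88 in the light. An exchange of the DEX and EtOH dark libraries is argued against by the 50 genes highest with DEX in the light: their median in the dark was 2.61, with 42 above 0. The paper's dark-grown DAYi seedlings had short hypocotyls, open cotyledons and less POR protein with DEX (Fig. 1a, Fig. 1c, Fig. 1d and Supplementary Fig. 4c). In the library labelled DEX, PORA transcript was 62.8 against 488 FPKM and growth genes were lower. PORA was the furthest from 0 of the chlorophyll synthesis genes there, whose median was −0.30, and transcript is not protein. Seedlings and protein measured apart from these libraries do not show which library got which label. DAY following greening genes is argued against, for this library only, by its light-harvesting median of −1.59. Elsewhere DAY did run with such genes: it was 32.8 against 13.8 FPKM in dark bri1-116 and Col-0, where that median was 1.76. In DAYi with EtOH, DAY had 56.9 FPKM in the light and 13.4 FPKM in the dark. Reads from the hairpin transgene could add to DAY in any DEX library, which the −2.88 in the light does not settle, so whether DAY itself was knocked down in the dark library labelled DEX stays open.

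Root genes differed in the dark and were not a subject of the paper. Root hair genes had a median of 2.63 in the dark library labelled DEX and 1.15 in bri1-116, with 10 of 10 and 8 of 10 more than 2-fold higher. PRX73, a root hair peroxidase, had 18.3 against 0.954 FPKM in DAYi. The list of root endodermis and nutrient uptake genes held CASP1 to CASP5, of the Casparian strip, and 1 uptake gene, NRT2.1. Its medians were −1.46 and −2.12, with 5 of 6 and 6 of 6 lower. CASP5 had 12.3 against 191 FPKM in DAYi and 18.6 against 123 FPKM in bri1-116. Between DAYi with EtOH and Col-0 in the dark the endodermis median differed by 0.51. Whole seedlings were used, so the share of root tissue in each library is not known, and in the light the medians were 0.70 and −0.46 for root hairs and 0.38 and 0.03 for the endodermis. Seed storage genes had a median of 1.46 in DAYi in the light, where 5 of 11 were more than 2-fold higher and 6 were listed at 0 in a library. OLEO2, an oil body protein, had 4.07 against 0.0257 FPKM there.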

How the results depend on the processing

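Alternatives added after the results were seen: only genes with the authors' test status OK, genes at 0 counted as DEGs, and leaving out genes more than 2-fold apart between DAYi with EtOH and Col-0. No paired analysis was possible because each condition has 1 library and no sample is linked to another.

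DEG counts, in the order DAYi dark, DAYi light, bri1-116 dark and bri1-116 light, became 2648, 4047, 2397 and 1526 with a pseudocount of 1, and 2426, 4073, 2709 and 1646 with FPKM of at least 1 in both libraries. They became 1786, 1974, 996 and 783 at 4-fold, and about 3.1e2, 9.9e2, 3.6e2 and 87 with the authors' p-value under 0.05. With FPKM of at least 1 in 1 library bri1-116 in the light had 2079. The other 23 counts stayed within 1.5-fold. More DEGs were lower than higher in DAYi under every rule, but the balance turned in bri1-116 in the light with genes at 0 counted (2392 higher, 2029 lower) and in the dark at 4-fold (450 higher, 546 lower) and with the authors' p-value (162 higher, 200 lower). Exchanging the labels also turns it in the dark.

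Shared DEGs in the dark became 922 (pseudocount 1), 1316 (FPKM of at least 1 in 1 library of each pair), 887 (in all 4 libraries), 443 (4-fold) and 97 (authors' p-value). In the light they became 832 (pseudocount 1), 841 (all 4 libraries), 286 (4-fold), 29 (authors' p-value) and 2583 (genes at 0 counted). The ratio to matched chance in the dark was 2.93 and 1.91 (pseudocounts 1 and 0.1), 2.14 and 2.54 (FPKM minimum in 1 or all libraries), 3.28 (4-fold), 15.9 (authors' p-value), 1.82 (status OK), 1.37 (genes at 0 counted) and 1.83 (without genes apart between controls). In the light it was, in the same order, 2.66, 1.81, 2.14, 2.41, 2.701, 6.52, 1.81, 1.32 and 1.87.

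The same-direction share in the dark was 81.0% (4-fold), 87.6% (authors' p-value), 68.0% (genes at 0 counted) and 29.3% (labels exchanged, so reversed). In the light it was, in the order of the ratios, 89.1, 85.3, 87.9, 90.0, 86.4, 93.1, 85.2, 75.3 and 86.8%. Pearson's r in the dark was 0.247, and rho with labels exchanged was −0.143.

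Of the list medians, 333 stayed, 21 moved and 9 reversed. Among those that stayed, 112 come from centring, which shifts log2 ratios by 0.0475 at most. Of those that moved, 13 come from the exchanged labels, as do all 9 that reversed. That exchange turns the sign of each dark bri1-116 median by construction. With a pseudocount of 0.1 the SAUR median in DAYi was −4.78 in the dark and −3.60 in the light, the root hair median in dark bri1-116 1.75, the seed storage median in DAYi in the light 3.80 and the heat-shock median in bri1-116 in the light 0.81. Over members with FPKM of at least 1 in 1 library that heat-shock median was 1.097, and the seed storage median turned from −0.11 to 1.75 in dark DAYi and went to 1.29 in dark bri1-116. Exchanging the dark bri1-116 and Col-0 labels gave bri1-116 dark medians of 0.42 (Aux/IAA and GH3), 1.03 (growth genes BR induces), −1.38 (Calvin cycle), −1.40 (chlorophyll synthesis), −1.76 (light harvesting), 2.12 (endodermis), −1.15 (root hair), −1.69 (photosystem), 1.67 (RT-qPCR genes) and 3.04 (SAUR). It also reversed the dark bri1-116 log2 ratios of single genes: AT4G11190 6.26, CASP5 2.66, SAUR22 3.76, IAA17 2.55, BR6OX2 −1.59, CESA5 1.24, EXPA5 2.59, EXPA8 4.23, EXPB1 1.65, FLA13 4.45, GA20OX1 1.96, GAPB −1.62, GASA4 −1.94, HSP70-4 1.11, HYH −2.00, IAA19 5.30, IBH1 1.76, LHCA1 −1.82, PORC −2.24, PRP2 5.85, PSAE1 −2.21, CHS −2.91, XTH17 2.97 and XTH19 3.11.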

Differences from the paper's values

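Of the tests in this part, the counts that take only genes with test status OK were chosen only after the result was seen.

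RT-qPCR of 5 genes in light-grown DAYi (Supplementary Fig. 17c, 2 technical replicates) differs from the ratio of FPKM with DEX to EtOH. IAA19 is about 0.2 in the paper's figure, read by eye, and 0.374 by FPKM. SAUR15 is about 0.65 read by eye and 0.0797 by FPKM, and PRE1 about 0.55 read by eye and 0.0350 by FPKM. PRE5 is about 0.03 read by eye and 0.713 by FPKM, on few fragments. SAUR36 is about 6.6 read by eye and 3.64 by FPKM, and all 5 keep the direction of the figure. The other 4 are near the figure, at 0.391 (BAS1), 0.300 (PRE2), 0.0974 (PRE6) and 2.66 (ROT3). Samples for RT-qPCR and sequencing need not be the same RNA.

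The paper places the overlap especially in the dark, and the measures here are mixed. Larger in the dark are the number of shared DEGs (1976 against 1715 in the light) and the share of DAYi DEGs (41.2% against 27.5%). So is the ratio to independent lists drawn from all entries (2.48 against 2.33), which entries that cannot be called inflate in both. Larger in the light are the share of bri1-116 DEGs (44.1% in the dark against 53.9%), the same-direction share (70.7% against 82.9%) and rho (0.143 against 0.471). The ratio to matched chance is 1.70 in the dark and 1.73 in the light. Under alternatives it is larger in the dark with pseudocounts of 1 and 0.1 (2.93 against 2.66, 1.91 against 1.81), with FPKM of at least 1 in all libraries (2.54 against 2.41) and at 4-fold (3.28 against 2.701). With the authors' p-value it is 15.9 against 6.52, with genes at 0 counted 1.37 against 1.32, and without genes apart between controls 1.83 against 1.87. It is nearly equal with status OK only (1.816 against 1.812) and after centring (1.686 against 1.683). The same holds with FPKM of at least 1 in 1 library of each pair (2.140 against 2.143). No difference between dark and light was tested.

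The counts in the legend of Supplementary Fig. 17 are lower than those here because they take only genes with test status OK in the authors' deposited tables. By that rule there are 4396 DEGs in DAYi in the dark and 5955 in the light, where the legend has 4397 and 5956, and 4064 and 2799 in bri1-116, as in the legend. Shared are 1765 in the dark, of which 1259 ran in the same direction (71.3%), and 1539 in the light, of which 1311 did (85.2%). The shared numbers in the paper's legend and figure are the same.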

Other observations

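Of the tests in this part, that of a response to DEX was chosen only after the result was seen; that of loss of BRI1 signalling was written before its value was computed.

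TMM and SPCH, of the stomatal lineage, were higher in the dark library labelled DEX, while the list of 6 lineage genes was split. TMM, a receptor that spaces stomata, had 95.3 against 4.81 FPKM there and 4.81 against 5.92 FPKM in dark bri1-116. SPCH, which starts the lineage, had 17.7 against 0.745 FPKM, and 3 of the 6 were more than 2-fold higher and 1 lower (median log2 ratio 0.32, and 0.12 in bri1-116, at percentiles 92.9 and 67.9 of random lists). In the light the medians were −0.65 and −0.27, at percentiles 3.29 and 9.10.

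Most light-signalling genes were within 2-fold in bri1-116, 17 of 21 in the dark and 17 in the light. In the dark 4 were higher (HYH, CHS, ELIP1 and ELIP2) and in the light 2 higher (HYH and HY5) and 2 lower (PIF4 and ELIP1), ELIP1 being picked after its values were seen. HYH, which promotes light responses, had 74.0 against 17.7 FPKM in the dark and 342 against 86.7 FPKM in the light, and HY5, its homologue, had 71.1 against 19.5 FPKM in the light. CHS, of flavonoid synthesis, had 18.6 against 1.60 FPKM in the dark. PIF4, which promotes elongation, had 4.87 against 33.5 FPKM in the light. PHOT1, a blue-light receptor, is among the genes the paper's introduction gives as repressed by BZR1. It had 31.4 against 143 FPKM in the dark library labelled DEX and that labelled EtOH, where less repression would raise it. The list medians were −0.27 and −0.51 in DAYi in the dark and light (percentiles 0.88 and 0.38), and −0.02 and −0.04 in bri1-116 (52.1 and 67.1).

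Other lists follow as medians for DAYi in the dark and light and bri1-116 in the dark and light, with percentiles among random lists in brackets. Heat-shock genes had −0.58 (0.37), 0.92 (99.96), −0.46 (0.85) and 0.10 (89.2). Folding proteins of the endoplasmic reticulum had 0.18 (79.0), 0.15 (72.4), −0.39 (2.32) and −0.47 (1.46). Defence genes had 0.14 (98.4), −0.02 (41.3), 0.02 (68.2) and 0.05 (68.6). Leaf senescence genes had 0.32 (98.5), 0.02 (44.8), −0.58 (0.35) and −0.02 (47.9), and xylem genes −0.73 (0.12), −0.30 (10.6), −0.95 (0.01) and −0.13 (23.4). A list of 19 peroxidase genes had 0.09 (64.2), 0.78 (100), −0.03 (40.3) and 0.17 (98.8), and reference genes 0.07 (49.2), 0.12 (68.7), −0.32 (17.4) and −0.17 (57.01).

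In the light the XTH, expansin, gibberellin and cellulose lists had medians of −0.16 (14.6), −1.76 (0), −0.19 (23.2) and 0.10 (58.9) in DAYi, and 0.31 (99.9), −0.76 (0), −0.76 (0.01) and −0.20 (30.7) in bri1-116. In bri1-116 in the dark and light the SAUR median was −3.04 (0) and −1.34 (0), and the Aux/IAA and GH3 median −0.42 (0.01) and −0.31 (0.15). Auxin synthesis and transport genes had −0.34 (5.40) and −0.35 (2.58) there, and antioxidant genes 0.46 (86.6) and −0.21 (38.7). Calvin cycle and chlorophyll synthesis genes had 1.38 (100) and 1.397 (100) in dark bri1-116. Seed storage genes had −0.11 (13.4) in dark DAYi and 0.11 (82.6) and 0.00 (33.6) in bri1-116, and their direction in dark DAYi depends on the FPKM minimum (1.75 over members with FPKM of at least 1).

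By family, 15 of 74 peroxidase genes were more than 2-fold higher and 7 lower in bri1-116 in the dark, and 7 and 7 in the light. Of 228 cytochrome P450 genes, 25 were higher and 37 lower there in the dark and 30 and 39 in the light. Of 31 XTH genes in the light, 4 were higher and 11 lower in DAYi and 8 and 4 in bri1-116, and of 32 expansins 1 and 7, and 5 and 6. Of the 16 genes with a SAUR symbol in the tables, none was higher and 12 lower in DAYi in the dark and 1 higher and 10 lower in the light, and in bri1-116 none was higher and 13 and 12 were lower.

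Entries for short upstream reading frames (CPuORF) lie inside other genes and switch between 0 and high FPKM. CPuORF3 was listed at 380.5 against 0 FPKM in DAYi in the light and 0 against 926 FPKM in bri1-116, and such entries overlap the genes they lie in.

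In all, 210 genes were more than 4-fold higher in both DAYi comparisons, CYS2 and BGLU45 among them. In bri1-116, 51 of the group were more than 2-fold higher and 21 lower in the dark, and 64 and 28 in the light. A response to DEX or its receptor stays possible for part. Of the group, 71 were at most 2-fold apart in both bri1-116 comparisons. The share of such genes at like expression was not computed, so the 71 are not evidence for that response. An effect of DAY outside BRI1 would give the same number, and the tables hold no DEX-treated library without the hairpin. For loss of BRI1 signalling, the bound set beforehand was that at least as many of the group be more than 2-fold higher in bri1-116 in the dark or light as not. The share was 43.8% (92 genes), short of that bound, where 19.9% of genes of like expression would be. It lies near the bound and above the genes of like expression, and its dark part rests on the conflicting labels. It therefore does not settle how much of the group comes from loss of BRI1 signalling. A DEX-treated line without the DAY hairpin would separate these 2 readings. It would not separate them from a difference between plant lines, which stays possible if the numbers in the DAYi titles name lines.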
